# Single-nucleus RNA sequencing reveals glial cell type-specific responses to ischemic stroke in male rodents

**DOI:** 10.1038/s41467-024-50465-z

**Published:** 2024-07-24

**Authors:** Daniel Bormann, Michael Knoflach, Emilia Poreba, Christian J. Riedl, Giulia Testa, Cyrille Orset, Anthony Levilly, Andréa Cottereau, Philipp Jauk, Simon Hametner, Nadine Stranzl, Bahar Golabi, Dragan Copic, Katharina Klas, Martin Direder, Hannes Kühtreiber, Melanie Salek, Stephanie zur Nedden, Gabriele Baier-Bitterlich, Stefan Kiechl, Carmen Haider, Verena Endmayr, Romana Höftberger, Hendrik J. Ankersmit, Michael Mildner

**Keywords:** Cellular neuroscience, Neurological disorders, Stroke

## Abstract

Neuroglia critically shape the brain´s response to ischemic stroke. However, their phenotypic heterogeneity impedes a holistic understanding of the cellular composition of the early ischemic lesion. Here we present a single cell resolution transcriptomics dataset of the brain´s acute response to infarction. Oligodendrocyte lineage cells and astrocytes range among the most transcriptionally perturbed populations and exhibit infarction- and subtype-specific molecular signatures. Specifically, we find infarction restricted proliferating oligodendrocyte precursor cells (OPCs), mature oligodendrocytes and reactive astrocytes, exhibiting transcriptional commonalities in response to ischemic injury. OPCs and reactive astrocytes are involved in a shared immuno-glial cross talk with stroke-specific myeloid cells. Within the perilesional zone, osteopontin positive myeloid cells accumulate in close proximity to CD44^+^ proliferating OPCs and reactive astrocytes. In vitro, osteopontin increases the migratory capacity of OPCs. Collectively, our study highlights molecular cross talk events which might govern the cellular composition of acutely infarcted brain tissue.

## Abstract (web summary)

Ischemic stroke, caused by sudden oxygen and substrate deprivation of the CNS, is a leading cause of disability and death. Here, the authors characterize in a rodent model the molecular signature of glial cells in response to ischemic stroke at single cell resolution.

## Introduction

The brain is among the most metabolically costly mammalian organs^1^ and hence particularly vulnerable to ischemia^2^. The sudden deprivation of oxygen and substrate availability in the brain parenchyma triggers a cascade of complex pathophysiological events, culminating in the loss of neural tissue and lasting neurological dysfunction^2,3^. In humans, this oxygen and substrate deprivation is most often caused by an acute, critical reduction of cerebral blood flow, due to the occlusion of large cerebral arteries, the most common cause of ischemic stroke^3^.

Ischemic stroke is the second leading cause of disability and death worldwide and the global disease burden of ischemic stroke has been predicted to increase^4^. Apart from supportive care, all currently approved acute treatment strategies, that is thrombolysis and mechanical thrombectomy, aim to reinstate cerebral blood flow and are generally only effective when initiated within a timeframe of under 24 h after stroke onset^5^. Therefore, the lack of treatment strategies directed at neural tissue regeneration constitutes an important unmet therapeutic need. Nevertheless, spontaneous, albeit typically incomplete, regain of function after stroke is common and already observable within the acute phase of recovery, ranging from approximately 1 to 7 days^6,7^. Numerous endogenous recovery mechanisms of the injured CNS have thus been postulated^8^.

Cerebral ischemia triggers a breakdown of neurovascular unit (NVU) integrity, inflammation, neuronal cell death, and white matter injury^9,10^. This tissue damage is met with pronounced transcriptional, biochemical, and morphological changes in glial cells, including reactive astrogliosis and early remyelination^10,11^. However, current knowledge on the phenotypic heterogeneity within each reactive cell type and their precise interactions during the acute recovery from cerebral ischemic injury is still limited. Single-cell sequencing technologies have proven to be highly effective in addressing the challenges posed by the complex cellular heterogeneity of the CNS, in health and disease^12^. Arguably, most efforts in dissecting single-cell transcriptomes after cerebral ischemia have been directed at immune and vascular cells^13–18^. Thus far, particularly few studies have captured sufficient oligodendrocyte linage cells to identify robust subtype-specific transcriptional changes following stroke^19,20^. Moreover, extensive transcriptional comparisons between reactivated astrocytes and oligodendrocyte lineage cells in response to cerebral ischemia are still lacking.

Here we present a large-scale single-nucleus transcriptome dataset of the brain´s acute response to ischemic stroke. We dissect subtype-specific transcriptional signatures of stroke reactive neuroglia, compare subtype-specific astrocyte and oligodendrocyte lineage cell responses and contrast these changes with gene expressional profiles found in other CNS injuries. Our study highlights common immuno-glial molecular crosstalk events between myeloid cells, oligodendrocyte precursor cells (OPC), and reactive astrocytes, which might shape the cellular composition and microenvironment during early post-ischemic neural regeneration.

## Results

### MCAO alters CNS cell type composition and induces cell type-specific transcriptional changes

Here we used a rat model of permanent middle cerebral artery occlusion (MCAO) to investigate acute cell type specific transcriptional perturbations, at single-cell resolution in the acute phase following cerebral ischemic injury (Fig. 1a).

**Fig. 1:**
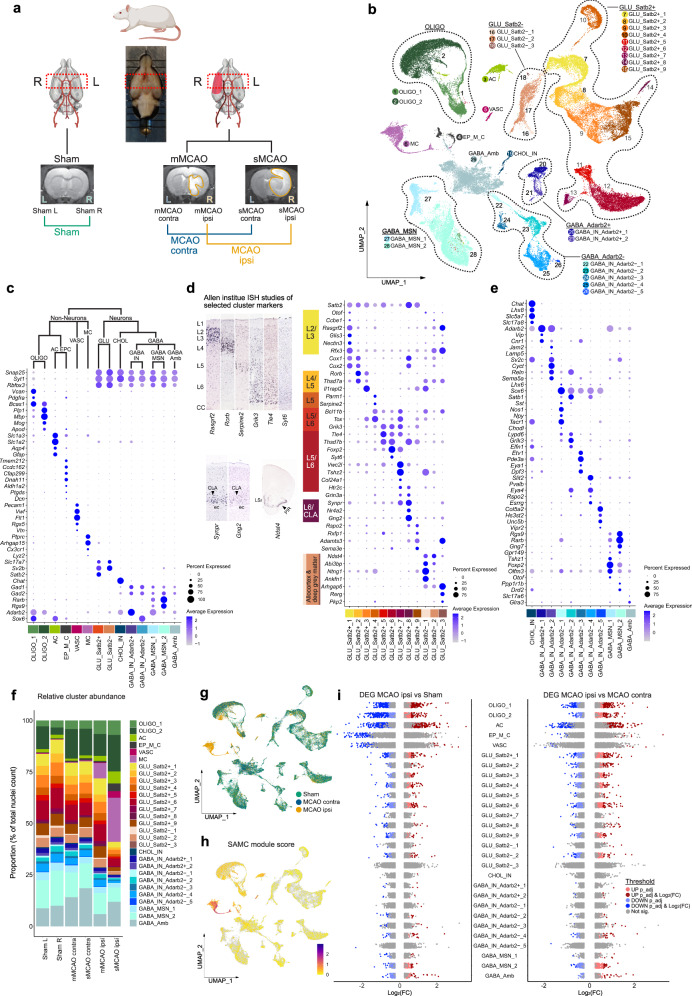
snRNAseq reveals differential cell cluster abundance and cluster-specific transcriptional perturbations 48 h after ischemic stroke. **a** Illustration of study design, depicting brain regions sampled for snRNAseq, from *n* = 4 Sham control rats and *n* = 7 middle cerebral artery occlusion (MCAO) group rats. MRI images of brain tissue from Sham-operated, moderate (mMCAO) and severe (sMCAO) MCAO group rats are presented, ischemic lesions are highlighted in orange. Rat schematic created with BioRender.com. MCAO ipsi MCAO group, hemisphere ipsilateral to ischemic lesion, MCAO contra MCAO group, hemisphere contralateral to ischemic lesion. **b** Uniform Manifold Approximation and Projection (UMAP) plot depicting 68616 nuclei annotated to 29 major cell clusters in the integrated dataset. Cell cluster AC astrocyte cluster, CHOL_IN cholinergic interneurons, EP_M_C ependymal and mural cell cluster, GABA_Amb Ambiguous GABAergic neuronal cluster, GABA_IN_Adarb2 + , GABA_IN_Adarb2- GABAergic interneurons, *Adarb2* positive/negative, respectively, GABA_MSN GABAergic medium spiny neurons, GLU_Satb2 + , GLU_Satb2- Glutamatergic neurons, *Satb2* positive/negative, respectively, OLIGO_1 immature oligodendrocyte lineage cluster, OLIGO_2 myelinating and mature oligodendrocyte lineage cluster. **c**–**e** Dotplots depicting curated marker genes for all major cell clusters. The dendrogram in (**c**) represents overarching taxons of identified major cell clusters. The dotplot in (**d**) depicts curated cluster markers of glutamatergic neurons. Colored bars next to the gene names denote established associations to cortical layers. Representative corresponding RNA in situ hybridization (ISH) results are depicted next to the colored bars. All RNA ISH studies were taken from Allen Brain Atlas database, and are referenced in detail in Supplementary Tab. 1. L = layer, CLA = claustrum, ec = external capsule, LSr = lateral septal nucleus, PIR = piriform cortex. **e** Dotplot depicting marker gene expression in cholinergic and GABAergic neurons. **f** Stacked bar plot depicting the relative abundance of each cell cluster within each sample. **g** Nuclei distribution coloured by treatment group. **h** Gene module score derived from the stroke-associated myeloid cell (SAMC) gene set^13^. **i** Strip plots depicting distribution of DEGs derived from MCAO ipsi vs Sham and MCAO ipsi vs MCAO contra comparisons, for all major cell clusters. DEGs were calculated using the MAST statistical framework as specified within the Methods section. Source data are provided within Supplementary data.

The induction of ischemic brain tissue damage was validated by MRI imaging 48 h after injury (Supplementary Fig. 1a–e). Hyper-intense lesions on T2 weighted MRI images were absent from all Sham-operated rats (*n* = 4) (Supplementary Fig. 1b), while animals from the MCAO group (*n* = 7) exhibited pronounced ischemic lesions ranging from 35.01 to 617.2 mm^3^, which we further stratified into moderate MCAO (mMCAO) (59.6 ± 39.2, *n* = 3) and severe MCAO (sMCAO) (449.5 ± 132.5, *n* = 4) infarctions (Fig. 1a, Supplementary Fig. 1c–e). Importantly, T2 hyper-intense lesions (Supplementary Fig. 2a) closely correlated with myelin and neuronal loss, as evidenced by LFB (Supplementary Fig. 2b) and MAP2 immunofluorescence staining (Supplementary Fig. 2c, d), respectively.

The selection of coronal tissue sections for snRNAseq was guided by MRI data. The maximum extent of the ischemic brain lesions was localized approximately between Bregma anterior-posterior +1.5 mm and −2 mm, in all MCAO samples, thus this region was selected for snRNAseq (Supplementary Fig. 1a–d). Left and right hemispheres were sequenced separately. Hence, we obtained datasets from the left and right hemispheres of Sham-operated rats (Sham L and Sham R, respectively), as well as left (=contralateral to ischemic lesion) and right (=ipsilateral to ischemic lesions) hemispheres of mMCAO and sMCAO infarcted rats (mMCAO contra, mMCAO ipsi, sMCAO contra, sMCAO ipsi, respectively) (Fig. 1a).

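Each of the 6 datasets is 1 library of nuclei, made with a droplet-based 10x Genomics kit 48 h after the operation, from one hemisphere of the 4 Sham-operated rats, of the 3 rats with moderate or of the 4 rats with severe infarctions. The authors aligned the reads to the rat genome mRatBN7.2 with Cell Ranger, counted intronic reads, and deposited raw UMI counts for 30560 genes in the nuclei that Cell Ranger called. The paper's later steps, which were removal of free RNA, filters on nuclei and removal of doublets, are not part of these counts. Sham L held 44214966 UMIs and Sham R 34777290. mMCAO contra held 52513380, sMCAO contra 34519202, mMCAO ipsi 44829633 and sMCAO ipsi 33012945. The paper's limits on nuclei were applied again (at least 500 UMIs, 250 to 5000 genes, at most 5% mitochondrial UMIs), and the 5% of nuclei in each library that most resembled simulated doublets were left out. This left 12469 nuclei in Sham L, 12945 in Sham R, 13766 in mMCAO contra, 10254 in sMCAO contra, 12301 in mMCAO ipsi and 8232 in sMCAO ipsi. Before the doublets were left out, the median depth of a library ranged from 2059 UMIs in sMCAO ipsi to 3360 in mMCAO contra.

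Nuclei were clustered with Leiden at resolution 1 on 3000 variable genes, and non-neuronal clusters were clustered again. The genes that the paper names in its claims about sub-clusters, apart from cell type markers, were kept out of the variable genes, so that they did not define the sub-clusters. Genes that rise together with them remained, so the sub-clusters are not independent of the claims. A cluster was named after a cell type, as in “astrocyte-like”, only from lists of marker genes.

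A nucleus is not a replicate, so UMIs were summed per library and cell class, and edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment compared the 2 libraries of MCAO ipsi, of MCAO contra and of Sham. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change of at least 0.6. The paper used the same values with Bonferroni adjustment, but for a test of single nuclei with MAST, after removal of free RNA. It tested only genes found in a minimum share of the nuclei. The 2 Sham libraries are hemispheres of the same rats, and the 2 libraries of each MCAO group differ in severity, so the spread between animals of 1 condition is not measured. An exact permutation of 2 libraries against 2 cannot give a two-sided p under 0.333, and no share was tested between groups. Comparisons of mMCAO ipsi with sMCAO ipsi, of Sham L with Sham R and of one sub-cluster with another have no replicates and no test. For these, sums of UMIs, as counts scaled to a common library size (CPM), are given as ratios with exact 95% intervals from the Poisson counts, and shares with exact Clopper-Pearson 95% intervals. Both cover counting error only.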

Following quality control (Supplementary Fig. 3a–d), we performed unbiased clustering analysis, which grouped all nuclei into 6 non-neuronal and 23 neuronal (12 glutamatergic, 1 cholinergic, 10 GABAergic) major cell clusters (Fig. 1b), using well-established marker genes (Fig. 1c–e). We identified three neuroglia clusters, specifically one immature and one myelinating/mature oligodendrocyte lineage cluster (OLIGO_1 and OLIGO_2, respectively) and one astrocyte clusters (AC), as well as one ependymal and mural cell cluster (EP_M_C), one vascular cell cluster, enriched for endothelial and pericyte transcripts (VASC) and one myeloid cell cluster (MC). Glutamatergic neurons were broadly split into isocortical, *Satb2* expressing (GLU_Satb2+) and allocortical and deep grey matter, *Satb2* negative glutamatergic neurons (GLU_Satb2−). GLU_Satb2+ neurons were further segregated using cortical layer-specific markers. We identified one cholinergic interneuron cluster (CHOL_IN). GABAergic neurons grouped into various interneuron (GABA_IN) and medium spiny neuron populations (GABA_MSN). GABA_IN were moreover separated into various *Adarb2* positive (GABA_IN_Adarb2+), thus likely caudal ganglionic eminence (CGE) derived and *Adarb2* negative (GABA_IN_Adarb2−), thus likely medial ganglionic eminence (MGE) derived inhibitory interneuron clusters. One GABAergic cluster could not be characterized using known inhibitory interneuron subset specific markers and was thus termed ambiguous GABAergic neuronal cluster (GABA_Amb). A detailed description of this and all following sub-clustering analyses is given in the supplementary notes, nuclei counts and cluster markers are reported in Supplementary Data 1.

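The nuclei of the 6 libraries fell into 56 clusters, of which 53 held at least 20 nuclei. Of these, 46 held nuclei of every library. The remaining 7 had none from at least 1 library, and 5 of them lacked only sMCAO ipsi.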

Most of the clusters were represented in all datasets (Fig. 1f, Supplementary Fig. 3e). 

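Clusters of neurons made up 81.3% (80.6 to 82.0%) of the nuclei in Sham L and 88.9% (88.4 to 89.4%) in Sham R. The share was 74.6% in mMCAO contra, 76.5% in sMCAO contra and 67.1% in mMCAO ipsi, and fell to 37.3% (36.3 to 38.4%) in sMCAO ipsi. Within neurons, glutamatergic neuron-like nuclei made up 31.2% and 33.0% of all nuclei in Sham L and Sham R, 29.4% in mMCAO ipsi and 10.0% in sMCAO ipsi. For medium spiny neuron-like nuclei the shares were 12.9%, 16.2%, 8.93% and 5.92% in the same order. Glutamatergic neuron-like nuclei were 3686 of 13766 in mMCAO contra and 2776 of 10254 in sMCAO contra, smaller shares than in mMCAO ipsi. Medium spiny neuron-like nuclei were 1473 and 1055 there, larger shares than in mMCAO ipsi. Neuron clusters left without a type count among all neurons but not in these shares. The largest, clusters 3 and 10 (4809 and 1944 nuclei), had 177 and 149 CPM of *Slc17a7* and *Slc17a6* together. Their *Gad1*, *Gad2* and *Slc32a1* came to 9.86 and 11.5 CPM. The glutamatergic neuron-like shares and numbers of called genes thus leave out many nuclei with glutamatergic markers. Of the alternatives, keeping predicted doublets moved the neuronal share most, to 70.5% in sMCAO contra.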

As expected, neuronal clusters were depleted in the dataset derived from severely infarcted tissue (Fig. 1f, Supplementary Fig. 3e). Most notably, almost all captured MC transcriptomes were derived from infarcted tissue (Fig. 1f, g). 

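Myeloid-like clusters held 22 nuclei of Sham L and 12 of Sham R, or 0.176% and 0.0927% of these libraries. In mMCAO contra they held 201 nuclei (1.46%) and in sMCAO contra 126 (1.23%). In mMCAO ipsi there were 869, a share of 7.06% (6.62 to 7.53%), and in sMCAO ipsi 1686, a share of 20.5% (19.6 to 21.4%). With clustering at double the resolution, the shares were 0.0160% in Sham L, 0.0155% in Sham R and 1.20% in mMCAO contra. Another 3 sub-clusters scored highest for the myeloid markers but were left unnamed, because another class came too near (and in 1 of them neuron markers were high), by thresholds set after the data were seen. They held 1.22% of the nuclei in Sham L, 1.27% in Sham R, 1.28% in mMCAO contra, 1.47% in sMCAO contra, 3.54% in mMCAO ipsi and 0.377% in sMCAO ipsi. Independent of clusters, nuclei selected by their UMIs of the myeloid marker genes made up 0.233% and 0.309% of the Sham libraries, 1.63% and 1.44% of mMCAO contra and sMCAO contra, 7.15% of mMCAO ipsi and 15.3% of sMCAO ipsi.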

Their transcriptional signature significantly overlapped with the gene expression profile of stroke-associated myeloid cells (SAMC)^13^ (Fig. 1h, Supplementary Fig. 4a) and they expressed both canonical microglia and macrophage, but not lymphocyte markers (Supplementary Fig. 4b). 

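In the 2916 myeloid-like nuclei, the microglia marker genes (such as *Cx3cr1*, *P2ry12* and *Tmem119*) together reached 1153 CPM and the macrophage markers (such as *Mrc1*, *Ms4a7* and *Gpnmb*) 1196 CPM. At least 1 UMI of the microglia list was found in 55.0% of these nuclei, and of the macrophage list in 46.0%. In glutamatergic neuron-like nuclei, which should lack both, the lists reached 33.4 and 4.48 CPM, and 13.5% and 1.83% of nuclei had a UMI. The 9 lymphocyte markers, among them *Cd3e*, *Cd2*, *Cd79a* and *Ms4a1*, came to 30 UMIs in all myeloid-like nuclei, or 10.2 CPM. Glutamatergic neuron-like nuclei had 1.57 CPM, and the share of nuclei with a lymphocyte UMI was 0.823% in myeloid-like and 0.681% in glutamatergic neuron-like nuclei. Among the sub-clusters below, the lymphocyte markers reached 152 CPM (10.6% of nuclei) in myeloid-like 27 and 14.8 CPM in myeloid-like 3. Glutamatergic neuron-like nuclei are deeper, with a median of 5205 UMIs in MCAO ipsi, next to 1342 and 766 in the 2 largest stroke-associated myeloid-like sub-clusters.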

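Clustering the non-neuronal nuclei again split the myeloid-like nuclei into 4 sub-clusters, here numbered as they were found. Myeloid-like 6 (863 nuclei, led by genes such as *Cx3cr1* and *P2ry12*) had 1719 CPM of the microglia markers and 287 CPM of the macrophage markers. Myeloid-like 5 (932 nuclei, led by genes such as *Apobec1* and *Dock8*) had 1459 and 619 CPM. In myeloid-like 3 (998 nuclei, led by the immune genes *Lilrb4* and *Gpnmb*) the order was the opposite, with 410.5 and 2766 CPM. Myeloid-like 27 (123 nuclei, led by the antigen presentation genes *Cd74* and RT1-Db1) carried 4963 CPM of the dendritic cell markers, next to at most 524 CPM in the other 3. With the claim genes kept among the variable genes, myeloid-like 27 did not form a sub-cluster of its own.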

Sub-clustering analyses of the MC cluster revealed two microglia (MG_0, MG_1), three macrophage transcript enriched (MΦe_1 to 3) and one smaller dendritic cell (DC) cluster (Supplementary Fig. 4c, d).

Notably, the expression of SAMC signature genes was well-conserved across MG_1 and MΦe_1 to 3 (Supplementary Fig. 4d, e), suggesting that microglia and macrophages converge onto a common phenotype within infarcted brain parenchyma, as previously reported^13^. 

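Of the 9 SAMC signature genes found in the files, 4 had played no part in the clustering and were summed. The reference is the microglia-like sub-cluster myeloid-like 6, which holds all myeloid-like nuclei of Sham, 22 of Sham L and 12 of Sham R. Of its 863 nuclei, 63.5% came from MCAO ipsi. Ratios to it thus compare mostly nuclei of infarcted hemispheres, without subtraction of free RNA. Against myeloid-like 6, the summed CPM of the 4 genes was 2.69 (2.35 to 3.09) times as high in myeloid-like 5 and 3.42 (2.97 to 3.94) times as high in myeloid-like 3. The sum leans on *Spp1*, which gave 69.1% of it in myeloid-like 5 and 49.2% in myeloid-like 3. Of the 4 genes, 2 were higher in myeloid-like 5 than in myeloid-like 6 and 3 in myeloid-like 3. From a signature found in microglia-like as well as macrophage-enriched clusters, the paper proposes that the 2 lineages come to resemble each other inside the infarct.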

We then systematically assessed overlaps between the gene signatures of the stroke-enriched myeloid cell subclusters in our datasets and previously described microglia and macrophage gene expression profiles in normal development and various neuropathologies (Supplementary Data 2). 

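The signatures of Supplementary Data 2 were summed over their genes that took no part in the clustering and compared with myeloid-like 6. ATM genes were 1.90 (1.72 to 2.11) times as high in myeloid-like 5 and 3.30 (2.98 to 3.65) times in myeloid-like 3, and DAM genes 2.84 (2.44 to 3.31) and 2.36 (2.01 to 2.77) times. DIM genes were 1.53 (1.29 to 1.81) times as high in myeloid-like 5 and 1.52 (1.27 to 1.82) times in myeloid-like 3. Of the DIM genes with at least 10 UMIs, 11 of 13 were higher in myeloid-like 5 and 9 of 12 in myeloid-like 3.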

MG_1 and MΦe_1 to 3 exhibited robust enrichment for axon tract-associated microglia (ATM)^21^ and disease-associated microglia (DAM) but not disease inflammatory macrophage (DIM)^22^ associated transcripts (Supplementary Fig. 4d, e). Furthermore, these clusters overlapped clearly with the transcriptional phenotype of “foamy” microglia enriched in multiple sclerosis (MS) chronic active lesion edges^23^, while the profile of iron-associated and activated MS microglia^23,24^ was more restricted to MΦe clusters and less prominently represented in our dataset. Likewise, the upregulation of protein synthesis-associated genes (e.g. *Rpl13*, *Rplp1*) typical for iron metabolism associated and activated MS microglia^23,24^, was largely restricted to MΦe clusters. 

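The sum of the “foamy” microglia genes was 1.73 (1.62 to 1.85) times that of myeloid-like 6 in myeloid-like 5 and 2.92 (2.73 to 3.13) times in myeloid-like 3. For the iron-associated genes the ratios were 1.47 (1.36 to 1.61) and 2.22 (2.04 to 2.42), and for the activated MS microglia genes 1.78 (1.58 to 2.01) and 1.94 (1.72 to 2.20).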

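*Rpl13* (ENSRNOG00000015335) was 2.35 (1.51 to 3.80) times as high in myeloid-like 5 as in myeloid-like 6, and 4.49 (2.91 to 7.21) times in myeloid-like 3. *Rplp1* (ENSRNOG00000013874) was 2.68 (1.87 to 3.94) and 4.30 (3.00 to 6.33) times as high. Between myeloid-like 3 and myeloid-like 5 the ratio was 1.91 (1.51 to 2.43) for *Rpl13* and 1.61 (1.33 to 1.95) for *Rplp1*. Of the nuclei, 82.1% in myeloid-like 3, 75.2% in myeloid-like 5 and 7.30% in myeloid-like 6 came from sMCAO ipsi. Within each of these sub-clusters both genes were also higher in sMCAO ipsi than in mMCAO ipsi (below). The ratios to myeloid-like 6 thus cannot tell the sub-cluster from the library.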

Other MS-associated myeloid cell profiles (for example, associated with chronic lesions, antigen presentation and phagocytosis) mapped more diffusely over all myeloid cell clusters (Supplementary Fig. 4e). 

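Genes of the chronic lesion profile were 1.21 (1.12 to 1.32) times as high in myeloid-like 5 as in myeloid-like 6 and 1.40 (1.28 to 1.53) times in myeloid-like 3. Antigen presentation genes were 1.75 (1.62 to 1.89) and 3.24 (3.01 to 3.50) times as high. Only 2 genes of the phagocyte profile, MS_phagocyte, lay outside the clustering, and their sum was 1.36 (1.11 to 1.68) times that of myeloid-like 6 in myeloid-like 5 and 0.725 (0.565 to 0.931) times in myeloid-like 3.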

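The S-phase and G2/M-phase genes of Supplementary Data 2 were kept out of the clustering. Their sums were 1.50 (1.40 to 1.61) and 1.56 (1.48 to 1.64) times as high in the microglia-like sub-cluster myeloid-like 5 as in myeloid-like 6, and 46 of 46 G2/M genes with at least 10 UMIs were higher. In the macrophage-enriched myeloid-like 3, the S-phase sum was 0.588 (0.538 to 0.644) and the G2/M-phase sum 0.589 (0.551 to 0.629) times that of myeloid-like 6, with 4 of 43 G2/M genes higher. *Mki67*, *Top2a* and *Cdc45* are cell type markers that took part in the clustering, and are not in these sums.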

Lastly, microglia but not macrophage-enriched clusters expressed genes (e.g. *Cdc45, Mki67, Top2a*) associated to cell proliferation by cell cycle scoring and enrichment analysis (Supplementary Fig. 4d, f). Enrichment analysis of MΦe cluster markers highlighted various degranulation, endo-/phagocytosis, as well as iron and lipid transport and metabolism-related processes and indicated the production of and reaction to reactive oxygen (ROS) and nitrogen species (RNS) (Supplementary Fig. 4g, h). Notably, some of the genes involved in these processes (e.g. *Dab2*, *Lrp1*, *Ctsd*) were also partially enriched in MG_1 (Supplementary Fig. 4i). 

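Relative to myeloid-like 6, *Dab2* (ENSRNOG00000028930) was 2.95 (2.41 to 3.66) times as high in myeloid-like 5 and 5.77 (4.71 to 7.12) times in myeloid-like 3. *Ctsd* (ENSRNOG00000020206) was 1.76 (1.39 to 2.25) and 3.02 (2.39 to 3.86) times as high. *Lrp1* (ENSRNOG00000025053) was 1.92 (1.62 to 2.27) times as high in myeloid-like 3, while in myeloid-like 5 its ratio of 1.06 (0.899 to 1.26) did not differ from 1 beyond counting error.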

Interestingly, macrophage transcript enriched clusters were more abundant in severely as compared to moderately infarcted brain tissue (Supplementary Fig. 5a, b). However, the transcriptional profiles of the individual myeloid cell subclusters did not differ substantially between the two infarction severities (Supplementary Fig. 5c–e). 

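Of the myeloid-like nuclei in mMCAO ipsi, 163 nuclei (18.8%, 16.2 to 21.5%) belonged to the macrophage-enriched myeloid-like 3, next to 819 nuclei (48.6%, 46.2 to 51.0%) in sMCAO ipsi. Myeloid-like 5 made up 203 nuclei (23.4%) and 701 nuclei (41.6%), and myeloid-like 6 485 nuclei (55.8%) and 63 nuclei (3.74%), in the same order. With the claim genes kept among the variable genes, the matched sub-clusters held 209 and 474 nuclei for myeloid-like 5. For myeloid-like 6 they held 481 and 290. The split between myeloid-like 5 and 6 in sMCAO ipsi thus depends on this setting.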

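The ratio of sMCAO ipsi to mMCAO ipsi within a sub-cluster was 1.41 (1.14 to 1.75) for *Dab2*, 1.26 (0.943 to 1.71) for *Ctsd* and 1.98 (1.62 to 2.43) for *Spp1* (ENSRNOG00000043451) in myeloid-like 5. In myeloid-like 3 it was 1.31 (1.05 to 1.65), 1.66 (1.15 to 2.48) and 0.662 (0.535 to 0.825) for the same genes. The genes of ribosomal proteins differed more. *Rpl13* was 2.60 (1.40 to 5.36) times as high in sMCAO ipsi in myeloid-like 5, 3.66 (1.64 to 10.1) times in myeloid-like 3 and 6.32 (2.40 to 16.4) times in myeloid-like 6, and *Rplp1* 4.09 (2.29 to 8.05), 7.82 (3.01 to 29.0) and 5.02 (2.26 to 10.8) times.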

Taken together, these findings underpin the emergence of the SAMC phenotype in the infarcted brain parenchyma and additionally highlight shared and distinct transcriptional signatures of stroke-associated myeloid cell subsets.

We next investigated transcriptional perturbations induced by cerebral ischemia within those major cell clusters, which were represented in all datasets. 

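To compare 1 library with another at an equal sum of UMIs, each class was thinned to 50000 UMIs per library. The number of nuclei and the UMIs per nucleus were not made equal. The median absolute log2 ratio was then taken over the genes above 400 CPM. Between Sham R and Sham L this distance was 0.21 in glutamatergic neuron-like, 0.21 in medium spiny neuron-like and 0.20 in other GABAergic neuron-like nuclei. It was 0.23 in OPC-like, 0.23 in astrocyte-like, 0.27 in oligodendrocyte-like and 0.28 in vascular-like nuclei. Counting error alone gave 0.20 in OPC-like and 0.22 in oligodendrocyte-like nuclei at this depth.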

No major transcriptional differences between the left and right hemisphere derived from Sham control animals were identified (Supplementary Fig. 6a, b). Although, cluster OLIGO_2 contained more nuclei in Sham R, as compared to Sham L (Fig. 1f), 0 DEGs were derived from the comparison of OLIGO_2 transcriptional profiles between both Sham hemispheres (Supplementary Fig. 6a, b). 

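Oligodendrocyte-like nuclei numbered 1420 in Sham L and 505 in Sham R, or 11.4% (10.8 to 12.0%) and 3.90% (3.57 to 4.25%) of the nuclei. The share in Sham L was 2.92 times (2.64 to 3.24) that in Sham R. For OPC-like nuclei this ratio was 1.18 (0.944 to 1.47) and for astrocyte-like nuclei 1.28 (1.06 to 1.56). One library per hemisphere allows no test of genes between Sham L and Sham R.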

We, thus deemed the differential nuclei abundance in Sham R in this cluster to most likely be a technical artefact. Therefore, the two Sham datasets were pooled in all subsequent analysis. We next separately compared the datasets derived from moderately and severely infarcted hemispheres (mMCAO and sMCAO ispi, respectively) to the pooled Sham dataset. Both comparisons yielded a similar DEG distribution, with astrocyte and oligodendrocyte lineage cells emerging as the most reactive populations (Supplementary Fig. 6c, d). Therefore, and to increase the statistical power and hence robustness of our analysis we pooled the mMCAO and sMCAO datasets and performed subsequent cluster-wise comparisons against the pooled Sham and MCAO contra datasets. 

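The distance of mMCAO ipsi from Sham R was 0.47 in astrocyte-like, 0.44 in oligodendrocyte-like and 0.42 in OPC-like nuclei. In vascular-like nuclei it was 0.39, and in the glutamatergic, medium spiny and other GABAergic neuron-like classes 0.25, 0.28 and 0.23. For sMCAO ipsi the distances were 0.62, 0.50 and 0.53 in the 3 neuroglial classes, 0.62 in vascular-like nuclei and 0.31, 0.28 and 0.29 in the neuron-like classes. With free neuronal RNA subtracted, the distances of sMCAO ipsi were 0.58, 0.43 and 0.58 in the 3 neuroglial classes, in the same order. Those of mMCAO ipsi were then 0.46, 0.36 and 0.45, and Sham R lay 0.25, 0.31 and 0.27 from Sham L. In oligodendrocyte-like nuclei the distance of mMCAO ipsi thus came near that between the Sham libraries. Without subtraction, the 2 infarcted hemispheres themselves were 0.31 apart in astrocyte-like, 0.32 in oligodendrocyte-like, 0.29 in OPC-like and 0.44 in vascular-like nuclei.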

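Between the sums of MCAO ipsi and Sham, 561 genes were called higher and 533 lower in astrocyte-like nuclei (6043 genes tested), 365 and 415 in OPC-like nuclei (6122 tested) and 214 and 491 in oligodendrocyte-like nuclei (9591 tested). In glutamatergic neuron-like nuclei 474 were higher and 337 lower, in medium spiny neuron-like nuclei 303 and 279, and in other GABAergic neuron-like nuclei 247 and 51. Vascular-like nuclei gave 0 higher and 1 lower, and 281 higher and 340 lower at an unadjusted p under 0.05. Against MCAO contra, 476 genes were higher and 407 lower in astrocyte-like nuclei, 486 and 470 in OPC-like nuclei and 5 and 0 in oligodendrocyte-like nuclei, where 642 and 465 had an unadjusted p under 0.05. The hemispheres of MCAO ipsi and MCAO contra come from the same rats, and with the rat pool as block 76 genes were called in oligodendrocyte-like, 966 in OPC-like and 975 in astrocyte-like nuclei. The oligodendrocyte-like count moved most between alternatives. It was 0 with only the Sham and MCAO ipsi libraries in the fit, where 715 genes were higher and 998 lower at an unadjusted p under 0.05, and 1676 with no filter on low counts.

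Under the rule for naming genes, the 5 largest increases in MCAO ipsi against Sham in astrocyte-like nuclei were those of *Vim*, *Fn1*, *Cenpf*, *Top2a* and *Arntl2*, none with a UMI in either Sham library. The last 3 reached 169, 156 and 148 CPM (adjusted p = 0.000223, 0.00110 and 0.000609). In OPC-like nuclei they were ENSRNOG00000064568, *Stil*, *Kif18b*, *Calca* and *Met*, which rose from no UMI in Sham to between 74.7 and 120.1 CPM (adjusted p between 0.000452 and 0.00294). In oligodendrocyte-like nuclei they were *Fos*, *Vim* and ENSRNOG00000064568, from no UMI to 46.3, 46.2 and 20.4 CPM, with ENSRNOG00000050647 and *Bcl3*. The last pair had log2 fold changes of 7.69 (standard error 1.89, adjusted p = 0.0459; 3.26 without sMCAO ipsi and 8.63 without mMCAO ipsi) and 4.90 (standard error 1.11, adjusted p = 0.0378; 3.78 without sMCAO ipsi and 7.86 without Sham L). None of these 5 was called with the free RNA subtracted. The 5 largest decreases were those of *Dgkg*, ENSRNOG00000067598, *Srrm4*, *Tafa1* and *Zfp385d* in OPC-like nuclei, of *Htr4*, *Galnt18*, *Gpr149*, *Slc35f3* and ENSRNOG00000070508 in oligodendrocyte-like nuclei, and of *Unc13c*, *Zfp804a*, *Cntnap4*, *Zfp804b* and *Galntl6* in astrocyte-like nuclei. The smallest adjusted p in each class was that of *Tafa1*, at a log2 fold change of -3.75 (standard error 0.30, adjusted p = 4.28e-06; -3.14 without sMCAO ipsi), *Galnt18*, at -3.46 (standard error 0.46, adjusted p = 0.0136; -4.29 without mMCAO ipsi and -2.59 without sMCAO ipsi), and *Zfp804b*, at -4.02 (standard error 0.39, adjusted p = 6.57e-05; -4.74 without mMCAO ipsi and -3.16 without sMCAO ipsi). After subtraction of the free RNA, *Gpr149* alone of the 15 had enough UMIs left for a test, and it was not called (log2 fold change -4.56, adjusted p = 0.0909).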

The majority of DEGs were derived from neuroglia clusters in both DEG calculations (Fig. 1i, Supplementary Fig. 6e, f). With the exception of OLIGO_1 and OLIGO_2, the gene expression profiles of clusters from the MCAO contra group and their Sham counterparts were mostly similar (Supplementary Fig. 6g). 

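With edgeR on all 6 libraries, no gene was called between MCAO contra and Sham in OPC-like, oligodendrocyte-like, astrocyte-like or glutamatergic neuron-like nuclei. At an unadjusted p under 0.05 there were 214 higher and 210 lower in OPC-like, 239 higher and 541 lower in oligodendrocyte-like, 228 higher and 280 lower in astrocyte-like and 394 higher and 123 lower in glutamatergic neuron-like nuclei. In medium spiny neuron-like nuclei 15 genes were called higher and 28 lower, and in other GABAergic neuron-like nuclei 3 and 4. The oligodendrocyte-like count was 0 with DESeq2, 483 with only the 2 groups compared and 374 with no filter on low counts. The last pair of settings called genes in every other class listed here too. DESeq2 also called genes in astrocyte-like and glutamatergic neuron-like nuclei, so the absence of calls depends on the setting.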

The comparisons of the MCAO ipsi datasets to either Sham or MCAO contra datasets consistently unveiled a higher number of DEGs in excitatory neuronal clusters, as compared to inhibitory neuronal clusters (Fig. 1f, Supplementary Fig. 6.c-f, Supplementary Fig. 7a,b). However, within the MCAO ipsi datasets we noticed the emergence of a canonical cellular stress response signature^25^, marked by the upregulation of several heat shock proteins (e.g. *Dnaja1, Hsp90aa1, Hspa8, Hsph1*) in GABA_Amb (Supplementary Fig. 7b). This signature mapped to a discrete subset of this cluster, which upon unsupervised subclustering analysis was revealed to be carried exclusively by misclustered oligodendrocytes but not neurons (Supplementary Fig. 7c–f). Hence, this cluster did not disclose a set of neurons with particular vulnerability to ischemia, but rather underpinned the responsiveness of neuroglia to ischemic injury. 

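Against MCAO contra, 258 genes were called higher and 208 lower in glutamatergic neuron-like nuclei of MCAO ipsi, 195 and 208 in medium spiny neuron-like nuclei and 24 and 2 in other GABAergic neuron-like nuclei. With the rat pool as block, more genes were called in each of these classes, and their order stayed the same. With 100 nuclei drawn per class and library, the counts of MCAO ipsi against Sham were 73 in glutamatergic, 108 in medium spiny and 7 in other GABAergic neuron-like nuclei, so the order of the first pair changed.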

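In the sum of all other GABAergic neuron-like nuclei, *Hsp90aa1* (ENSRNOG00000059714) had a log2 fold change of 1.25 (standard error 0.16, adjusted p = 0.0103) in MCAO ipsi against Sham, and *Hsph1* (ENSRNOG00000000902) of 1.02 (standard error 0.13, adjusted p = 0.0119). Both were higher in both MCAO ipsi libraries than in both Sham libraries, as were *Dnaja1* (ENSRNOG00000007029) at 0.28 (standard error 0.11, adjusted p = 0.172) and *Hspa8* (ENSRNOG00000034066) at 0.66 (standard error 0.16, adjusted p = 0.0585), which were not called. Adjusted over the list alone, 3 of the 4 genes were called, which is not independent evidence, since the paper chose them on these samples. Cluster 34 of this class, described below, gave 571 of the class's 1445 UMIs of these genes in mMCAO ipsi and 945 of 2182 in sMCAO ipsi. In Sham L it gave 7 of 1179 and in Sham R 12 of 854. The calls over the class thus do not show a rise in its other nuclei.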

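Among the GABAergic clusters, cluster 34 was led by ENSRNOG00000050647 and heat shock genes (*Hsph1*, *Ubb*, *Hsp90aa1*), with the neuronal gene *Dlx1* and with *Tnc* among its top genes. It held 56 nuclei of Sham L, 63 of Sham R, 86 of mMCAO contra, 41 of sMCAO contra, 96 of mMCAO ipsi and 195 of sMCAO ipsi, at a median of 836 UMIs. The 4 heat shock genes together reached 3716 CPM in mMCAO ipsi and 2286 CPM in sMCAO ipsi in this cluster, 2045 in sMCAO contra and 293 in mMCAO contra, next to 158 and 253 in Sham L and Sham R. Over all of its nuclei it reached no non-neuronal marker score, the nearest, for OPC-like, being -0.04 on the log2 scale. Of its top genes, ENSRNOG00000050647, *Ubb*, *Hsp90aa1* and AY172581.24 were also top genes of the oligodendrocyte-like sub-cluster 19 described below. The cluster was not divided further, so neither the scores nor these genes decide the origin of a subset of its nuclei.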

A full list of DEGs per cell cluster across all mentioned comparisons is provided in Supplementary Data 3. Collectively, neuroglia ranged among the most transcriptionally perturbed populations within our dataset, 48 h after MCAO.

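With at most 100 nuclei drawn per class and library, 470 genes were called between MCAO ipsi and Sham in astrocyte-like, 445 in OPC-like, 112 in oligodendrocyte-like and 31 in vascular-like nuclei. Only vascular-like nuclei were fewer, with 87 in Sham L, 62 in Sham R and 53 in sMCAO contra. Nuclei of the classes still differed in depth. On simulated data with known changes at the depth of these libraries, the test recovered 67% of the changed genes in OPC-like, 69% in oligodendrocyte-like and 62.6% in astrocyte-like nuclei, and 83.5% in glutamatergic neuron-like nuclei. From the numbers of DEGs per cluster, the paper concludes that neuroglia ranged among the cells most perturbed after MCAO, which it takes up for its sub-clustering.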

### Single-nucleus transcriptomics identifies stroke-specific oligodendrocyte lineage cell populations

Neuroglial cells are known drivers of regenerative mechanisms following stroke^10,11^, consist of highly heterogeneous subpopulations and are among the most transcriptional perturbed cell populations within our dataset. Therefore, we interrogated these cell populations in more detail. We first jointly sub-clustered OLIGO_1 and OLIGO_2. After manual removal of two clusters with evident neuronal transcript contamination (Supplementary Fig. 8a–d), 10 sub-clusters remained, which could be largely grouped according to canonical developmental stages of the oligodendrocyte lineage trajectory. Specifically, we identified two oligodendrocyte precursor cell clusters (OPC_0, OPC_1), one committed oligodendrocyte precursor cell cluster (COP), one newly formed oligodendrocyte cluster (NFOLIGO), two myelin-forming oligodendrocyte clusters (MFOLIGO_1 and MFOLIGO_2) and three mature oligodendrocyte clusters (MOLIGO_1 to MOLIGO_3) (Fig. 2a, b). Lastly, one sub-cluster faintly expressed markers of oligodendrocytes and immune cell-associated genes (Fig. 2a, b). Of note, the majority of immune cell transcripts within this sub-cluster were derived from the MCAO ipsi datasets (Supplementary Fig. 8e, Supplementary notes). Importantly, previous research has shown that oligodendrocyte transcripts accumulate in the nuclear compartment of phagocytic myeloid cells, giving rise to clusters expressing both oligodendrocyte and myeloid cell transcripts in vivo^24^. This cluster was thus annotated myeloid cell oligodendrocyte mixed cluster (MC_OLIGO). Details on marker gene curation are given in the supplementary notes. Notably, the two subclusters, OPC_1 and MOLIGO_1, were predominantly derived from infarcted brain tissue (Fig. 2c, d, Supplementary Fig. 8f).

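Among the sub-clusters of the oligodendrocyte lineage, 4 came mainly from MCAO ipsi. OPC-like 13, led by genes such as *Hmga2*, *Cenpf* and *Ccnd1*, held 5 nuclei of Sham L, 2 of Sham R, 17 of mMCAO contra, 11 of sMCAO contra, 202 of mMCAO ipsi and 246 of sMCAO ipsi, so that 92.8% (90.1 to 94.9%) came from MCAO ipsi. Oligodendrocyte-like 10, led by genes such as *Tf*, *Apod* and *Gpd1*, held 0 nuclei of Sham L, 0 of Sham R, 11 of mMCAO contra, 12 of sMCAO contra, 198 of mMCAO ipsi and 580 of sMCAO ipsi, and 97.1% (95.7 to 98.2%) came from MCAO ipsi. The 0 nuclei in Sham allow a share of up to 0.0145% of the Sham nuclei. For comparison, OPC-like 1 held 1349 nuclei, of which 37.1% (34.6 to 39.8%) came from MCAO ipsi. A small oligodendrocyte-like sub-cluster, 19, was led by stress genes (*Cryab*, *Hsp90aa1*, *Atf3*, *Dnajb1*, *Jun* and *Hspb1*), and 354 of its 366 nuclei came from sMCAO ipsi. Oligodendrocyte-like 9, counted among the mature ones here, held 836 nuclei, 78.7% of them from MCAO ipsi.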

**Fig. 2:**
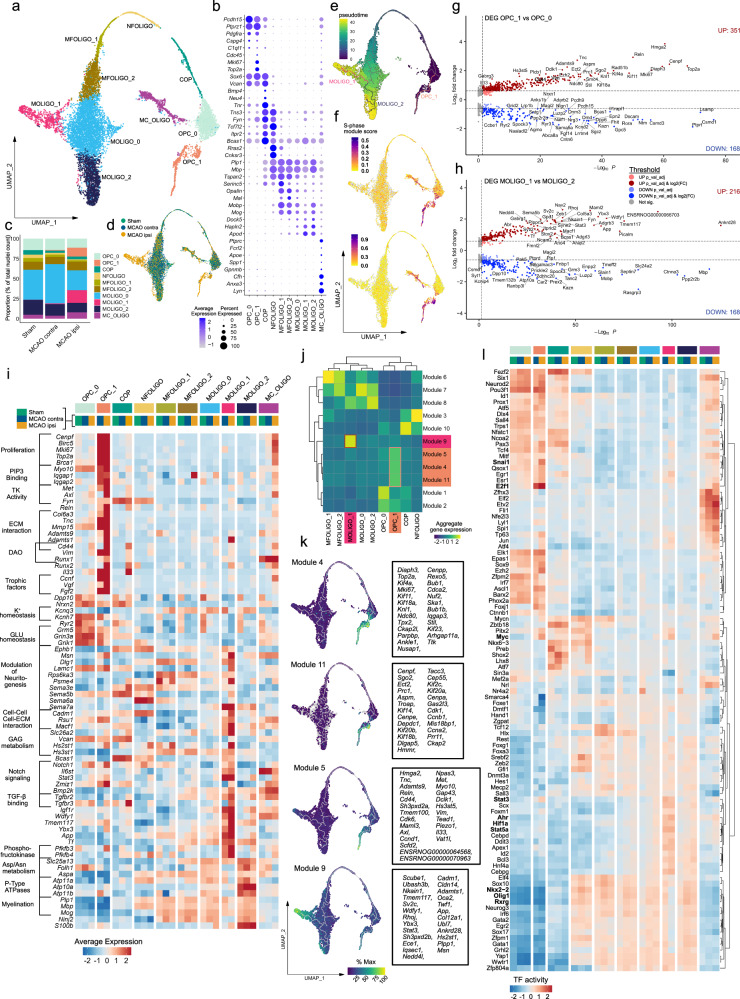
Emergence of transcriptionally distinct OPCs and mature oligodendrocytes within infarcted brain tissue. **a**–**d** Subclustering of oligodendrocyte lineage clusters. **a** Uniform Manifold Approximation and Projection (UMAP) plot depicting 10240 nuclei annotated to 10 subclusters. **b** Dotplot depicting curated sub-cluster markers. **c** Stacked bar plot depicting the relative abundance of each subcluster within each group. **d** Nuclei distribution coloured by treatment group. Subcluster OPC oligodendrocyte precursor cell, COP committed oligodendrocyte precursor, NFOLIGO newly formed oligodendrocyte, MFOLIGO myelin-forming oligodendrocyte, MOLIGO mature oligodendrocyte, MC_OLIGO myeloid cell oligodendrocyte mixed cluster. **e** Projection of Monocle3 generated pseudotime trajectory onto subcluster UMAP plot, with subcluster OPC_0 as root. **f** Feature Plots depicting S-phase and G2/M-phase gene module scores. **g**, **h** Volcano plots depicting DEGs derived from the comparison of clusters OPC_1 to OPC_0 (**g**) and MOLIGO_1 to MOLIGO_2 (**h**), DEGs were calculated using the MAST statistical framework as specified within the Methods section. **i** Heatmap depicting the average scaled gene expression of curated DEGs, split by subcluster and treatment group. Functional annotations are given on the left side of the gene names. MCAO ipsi MCAO group, hemisphere ipsilateral to ischemic lesion, MCAO contra MCAO group, hemisphere contralateral to ischemic lesion, PIP3 Phosphatidylinositol (3,4,5)-trisphosphate, TK Tyrosine kinase, ECM Extracellular matrix, DAO Diseases associated oligodendrocyte, GAG Glycosaminoglycan. **j** Clustered heatmap depicting aggregate gene expressions of Monocle3-derived co-regulated gene modules. Modules associated with OPC_1 and MOLIGO_1 are highlighted in orange and magenta, respectively. **k** The average aggregate expression of the OPC_1 and MOLIGO_1 associated modules is plotted along the pseudo-time trajectory. The Top 25 module-defining genes, as sorted by descending Moran´s I, are depicted in boxes on the right side of the respective gene module feature plots. **l** Heatmap depicting the top 100 most variable decoupleR-derived transcription factor activities within the oligodendrocyte lineage sub-clustering analysis, split by sub-cluster and treatment group. Color code on top of the heatmap is defined in (**i**). Source data are provided within Supplementary data.

Pseudotime trajectory analysis, which estimates the dynamic progression of cell states along a differentiation trajectory, indicated that the stroke-specific sub-cluster OPC_1 branched directly from the conserved sub-cluster OPC_0 (Fig. 2e). As expected, the mature oligodendrocyte clusters were associated to the highest pseudo time values. We identified a prominent trajectory bifurcation within MOLIGO_0, with one stroke-specific branch encompassing MOLIGO_1 and one branch extending to MOLIGO_2, which was conserved across all groups. Collectively these analyses suggest the emergence of an infarction-restricted OPC and a mature oligodendrocyte cell state. 

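With the claim genes kept among the variable genes, 92.5% of the nuclei matched to OPC-like 13 and 96.8% of those matched to oligodendrocyte-like 10 came from MCAO ipsi. At double the resolution of the sub-clustering the shares were 92.8% and 97.0%. The pseudotime trajectories were not analysed here. From these trajectories and the tissue of origin of the sub-clusters, the paper proposes a cell state of OPCs and one of mature oligodendrocytes that arise in infarcted tissue.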

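S-phase genes, outside the clustering, were 3.90 (3.63 to 4.18) times as high in OPC-like 13 as in OPC-like 1, and each of the 36 genes with at least 10 UMIs was higher. G2/M-phase genes were 8.50 (7.97 to 9.07) times as high, again with all 47 genes higher. In oligodendrocyte-like 10 the S-phase sum was 0.997 (0.900 to 1.10) times that of mature oligodendrocyte-like nuclei. In the replicated comparison of all OPC-like nuclei, MCAO ipsi against Sham, limma's camera gave an adjusted p of 5.15e-08 for the S-phase genes (17 of 18 higher, 8 called) and of 2.58e-21 for the G2/M-phase genes (37 of 37 higher, 29 called). Under fry the adjusted p was 0.00701 and 0.00478. *Mki67* (ENSRNOG00000028137) had a log2 fold change of 3.04 (standard error 0.35, adjusted p = 0.000117) and *Top2a* (ENSRNOG00000053047) of 2.22 (standard error 0.35, adjusted p = 0.000603; 2.88 without Sham L), and both were higher in both MCAO ipsi libraries than in both Sham libraries.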

Notably, cell cycle scoring revealed that sub-cluster OPC_1 was derived from proliferating cells (Fig. 2f).

We next conducted DEG calculations for the oligodendrocyte lineage subclusters which were conserved across all groups (Supplementary Fig. 9a–c). Remarkably, the gene expression profiles of the conserved clusters differed little between the infarcted and contralateral hemisphere, with the exception of MC_OLIGO (Supplementary Fig. 9a), which was enriched in immune process and myeloid cell-associated genes in MCAO ipsi as described above. Likewise, the gene expression profiles of most conserved clusters were similar in the MCAO ipsi and Sham datasets, with the notable exception of OPC_0 (Total DEG: 50), MOLIGO_0 (Total DEG: 185) and MC_OLIGO (Total DEG: 98) (Supplementary Fig. 9b). Interestingly, substantial transcriptional differences between the hemisphere contralateral to infarction and Sham control datasets were only evident in subcluster MOLIGO_0 (Total DEG: 119) (Supplementary Fig. 9c). 

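In the sum of all oligodendrocyte-like nuclei, *Nrg1* (ENSRNOG00000010392) had a log2 fold change of -1.92 (standard error 0.45, adjusted p = 0.0414; -3.06 without mMCAO ipsi and -1.25 without sMCAO ipsi) in MCAO ipsi against Sham, *Kcnip4* (ENSRNOG00000032350) of -2.33 (standard error 0.58, adjusted p = 0.0467; -3.93 without mMCAO ipsi and -1.58 without sMCAO ipsi) and *Grm5* (ENSRNOG00000016429) of -2.16 (standard error 0.53, adjusted p = 0.0469; -3.60 without mMCAO ipsi and -1.39 without sMCAO ipsi). *Nrxn3* at -1.64 (-2.41 without mMCAO ipsi), *Nrg3* at -1.36 (-2.04 without mMCAO ipsi) and *Kcnq5* at -1.76 (-2.46 without mMCAO ipsi) were called lower as well, and for each of these 6 genes both MCAO ipsi libraries lay below both Sham libraries. Between MCAO contra and Sham their log2 fold changes ran from -1.20 to -0.95, and none of the 6 was called, while 4 of them had an unadjusted p under 0.05.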

Importantly, 102 [96,23%] of the downregulated DEGs in the MOLIGO_0 subcluster in MCAO contra relative to Sham, were also identified in the comparison of MCAO ipsi to Sham (Supplementary Fig. 9d) and contained neurexins and neuregulins (e.g. *Nrxn1*, *Nrxn3*, *Nrg1*, *Nrg3*), as well as genes encoding neurotransmitter receptors, ion channels and ion channel interacting proteins (e.g. *Kcnip4*, *Grm5*, *Kcnq5*) (Supplementary Fig. 9e). 

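Judged by the rate of neuron-only genes, such as *Snap25*, *Syt1* and *Rbfox3*, free RNA made up 36.9% of the UMIs in oligodendrocyte-like nuclei of Sham, 17.5% in MCAO contra and 13.0% in MCAO ipsi. Of the 491 genes called lower in MCAO ipsi than in Sham, 94.7% had more CPM in Sham neurons than in Sham oligodendrocyte-like nuclei, next to 34.8% of all genes tested. With the free RNA subtracted, 169 of them could still be tested and 17 were still called lower. Subtraction also cost the genes called higher, of which 22 of 214 were still called. *Nrxn3*, *Nrg1*, *Nrg3*, *Kcnip4*, *Grm5* and *Kcnq5* had too few UMIs left for a test.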

Of note, the downregulation of many of these genes was subtle in terms of gene expression, as they were a priori expressed at low levels in the Sham dataset within the oligodendrocyte lineage clusters (Supplementary Fig. 9e). All DEGs, derived from all mentioned comparisons are reported in Supplementary Data 4.

We next investigated whether the infarction-restricted oligodendrocyte sub-clusters were conserved across both infarction severities. 

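OPC-like 13 made up 1.64% (1.42 to 1.88%) of all nuclei in mMCAO ipsi and 2.99% (2.63 to 3.38%) in sMCAO ipsi. For oligodendrocyte-like 10 the shares were 1.61% (1.39 to 1.85%) and 7.05% (6.50 to 7.62%). As a share of the oligodendrocyte lineage, OPC-like 13 came to 11.6% and 11.4%, and oligodendrocyte-like 10 to 11.4% and 26.9%.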

Importantly, both OPC_1 and MOLIGO_1 were identified in both moderate and severe infarctions, however particularly MOLIGO_1 nuclei were more abundant in severe lesions. All other clusters, as well as the expression of oligodendrocyte lineage cluster markers were well preserved across all datasets (Supplementary Fig. 10a–c).

We next interrogated how the MCAO ipsi-specific sub-clusters (OPC_1 and MOLIGO_1) differed transcriptionally from their homeostatic counterparts, via DEG analyses. Comparisons of OPC_1 to OPC_0 and MOLIGO_1 to MOLIGO_2 within the integrated dataset yielded a total of 519 and 384 DEGs, respectively (Fig. 2g, h, Supplementary Data 4). Conversely, direct cluster-wise comparison between the datasets derived from moderate and severe infarction did not yield substantial transcriptional differences and the key OPC_1 and MOLIGO_1 DEG signatures were well-preserved across both infarction severities (Supplementary Fig. 10d–f). Collectively, these findings indicate that the OPC_1 and MOLIGO_1 cell states emerge in both moderate and severe infarctions.

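Within OPC-like 13, the CPM in sMCAO ipsi was 1.63 (1.23 to 2.18) times that in mMCAO ipsi for *Cd44* (ENSRNOG00000006094), 1.60 (1.37 to 1.88) times for *Tnc* (ENSRNOG00000058645), 1.32 (1.01 to 1.74) times for *Vim* (ENSRNOG00000018087) and 0.952 (0.687 to 1.33) times for *Il33* (ENSRNOG00000016456). The largest ratio among the genes the paper names for OPC_1 was 3.08 (1.67 to 6.18) for *Adamts1* (ENSRNOG00000001607). Within oligodendrocyte-like 10 the ratio was 0.972 (0.798 to 1.19) for *Wdfy1* (ENSRNOG00000015080), 1.27 (1.00 to 1.63) for *Stat3* (ENSRNOG00000019742) and 0.792 (0.568 to 1.12) for *Pfkfb3* (ENSRNOG00000018911). Among the genes named as lower in MOLIGO_1, it was 0.456 (0.247 to 0.880) for *Folh1* (ENSRNOG00000013770) and 3.36 (1.38 to 10.6) for *Atp10a* (ENSRNOG00000056228).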

To gain insight into how the stroke-specific OPC_1 and MOLIGO_1 gene expression signatures might relate to changes in biological function we performed enrichment analyses (summarized in Supplementary Figs. 11, 12, Supplementary Data 5). We also systematically compared the signatures of OPC_1 and MOLIGO_1 to each other and to gene expression profiles of diseases associated oligodendrocytes (DAO), derived from various rodent models of neurodegeneration and demyelination^26^ (Supplementary Fig. 13, Supplementary Data 2). Transcriptional overlaps between stroke-specific oligodendrocyte lineage sub-clusters with DAO profiles were generally limited (Supplementary Fig. 13).

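Against OPC-like 1, the summed CPM of the DAO genes outside the clustering was 1.52 (1.45 to 1.59) times as high in OPC-like 13 for the shared genes (DAO_shared_UP), 0.957 (0.876 to 1.05) times for DAO_1_UP, 3.34 (2.94 to 3.79) times for DAO_2_UP and 0.836 (0.742 to 0.941) times for the interferon genes (DAO_IFN_UP). Of the shared genes with at least 10 UMIs, 48 of 66 were higher. Oligodendrocyte-like 10 against mature oligodendrocyte-like nuclei gave 1.24 (1.20 to 1.29), 0.858 (0.761 to 0.965), 3.94 (3.45 to 4.50) and 2.18 (1.97 to 2.42) in the same order, with 56 of 79 shared genes higher. In MCAO ipsi against Sham, over all oligodendrocyte-like nuclei, camera gave adjusted p = 0.0126 for the shared genes (46 of 72 higher), 0.0435 for DAO_2_UP (11 of 15), 0.0197 for the interferon genes (9 of 11) and 0.422 for DAO_1_UP (11 of 25). Under fry none of the 4 passed without subtraction of free RNA, with an adjusted p of 0.0610 for the shared genes. In OPC-like nuclei the adjusted p for the shared genes was 0.277 with camera and 0.0256 with fry. The other DAO sets passed with neither test there. The direction of DAO_2_UP was lower (4 of 10 genes higher, adjusted p = 0.924 with camera), unlike its ratio in OPC-like 13.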

The vast majority of OPC_1 enriched genes mapped to cell cycle progression and proliferation-associated terms (Fig. 2i, Supplementary Figs. 11a–d, 14). 

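*Iqgap1* (ENSRNOG00000012002) was 3.39 (2.43 to 4.81) times as high in OPC-like 13 as in OPC-like 1, *Axl* (ENSRNOG00000020716) 11.3 (7.68 to 17.1) times and *Met* (ENSRNOG00000052745) 17.8 (9.05 to 39.9) times. In MCAO ipsi against Sham, over all OPC-like nuclei, the log2 fold change was 2.16 (standard error 0.46, adjusted p = 0.00546) for *Iqgap1*, 5.14 (standard error 0.82, adjusted p = 0.000708; 4.38 without Sham R and 9.12 without Sham L) for *Axl* and 1.15 (standard error 0.22, adjusted p = 0.00206) for *Fyn* (ENSRNOG00000000596), a marker that took part in the clustering. The only *Axl* UMI of Sham lay in Sham L, so the value without it is no measure of size. *Met* had no UMI in either Sham library and was at least 6.58-fold higher in MCAO ipsi (adjusted p = 0.00294). All 4 were higher in both MCAO ipsi libraries than in both Sham libraries.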

Enrichment analyses further highlighted, the upregulation of several protein kinases and intracellular scaffold proteins, involved in phosphatidylinositol phosphate (PIP) binding (Supplementary Figs. 11a–d), of which many have been associated to OPC cell adhesion, migration, survival and differentiation, such as *Iqgap1*^27^, *Met*^28^*, Fyn*^29^, or *Axl*^30^ (Fig. 2i, Supplementary Fig. 14). 

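*Tnc* was 11.8 (9.70 to 14.4) times as high in OPC-like 13 as in OPC-like 1, and its log2 fold change between MCAO ipsi and Sham in all OPC-like nuclei was 3.57 (standard error 0.45, adjusted p = 0.000188; 4.90 without Sham L). Of the metalloprotease genes, *Adamts9* (ENSRNOG00000023257) was 173 (67.0 to 637) times as high in OPC-like 13, with a class-wide log2 fold change of 6.05 (standard error 0.73, adjusted p = 0.000138; 5.30 without Sham R and 10.04 without Sham L), and *Adamts1* was 14.2 (7.39 to 30.4) times as high.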

Several upregulated genes, such as *Tnc*, and various metalloproteases indicated extensive interactions of OPC_1 with the extracellular matrix (ECM) (Fig.2i, Supplementary Fig. 14). 

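In OPC-like 13, *Cd44* was 17.3 (11.5 to 27.2) times, *Vim* 15.7 (10.7 to 23.8) times and *Runx1* (ENSRNOG00000001704) 14.5 (8.52 to 26.5) times as high as in OPC-like 1. Over all OPC-like nuclei the log2 fold change of *Vim* between MCAO ipsi and Sham was 5.52 (standard error 0.78, adjusted p = 0.000289; 4.77 without Sham R and 9.51 without Sham L) and that of *Runx1* 2.53 (standard error 0.67, adjusted p = 0.0195; 1.31 without Sham L and 8.46 without Sham R). With the free RNA subtracted, *Runx1* was no longer called (log2 fold change 2.11, adjusted p = 0.117).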

Notably, the canonical pan-reactive astrocyte markers *Cd44* and *Vim*^31,32^, as well as *Runx1* were enriched in both DAO and OPC_1. *Runx2* was likewise upregulated in OPC_1, as well as the neuroprotective immunomodulatory alarmin *Il33*^33^. 

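The ratio of OPC-like 13 to OPC-like 1 was 17.7 (10.5 to 32.3) for *Runx2* (ENSRNOG00000020193) and 6.79 (4.78 to 9.85) for *Il33*. Their log2 fold changes in all OPC-like nuclei of MCAO ipsi against Sham were 2.24 (standard error 0.52, adjusted p = 0.00924; 3.56 without Sham L) and 4.84 (standard error 0.78, adjusted p = 0.000719; 4.08 without Sham R and 8.82 without Sham L).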

Interestingly, both *Vim* and *Il33*, have previously been shown to be upregulated upon injury in various oligodendrocyte lineage cells^34,35^. 

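Against OPC-like 1, *Ccnf* (ENSRNOG00000007483), a cyclin gene, was 33.1 (14.8 to 91.9) times as high in OPC-like 13, *Vgf* (ENSRNOG00000001416) 12.8 (7.84 to 22.1) times and *Fgf2* (ENSRNOG00000017392) 8.67 (5.08 to 15.8) times. Over all OPC-like nuclei the log2 fold change between MCAO ipsi and Sham was 3.34 (standard error 0.81, adjusted p = 0.0116; 2.56 without Sham R and 8.28 without Sham L) for *Ccnf*, 3.57 (standard error 0.92, adjusted p = 0.0168; 2.49 without sMCAO ipsi) for *Vgf* and 3.82 (standard error 1.01, adjusted p = 0.0190; 2.65 without Sham L and 7.83 without Sham R) for *Fgf2*. With the free RNA subtracted none of the 3 was called (adjusted p from 0.0631 to 0.0806). Of the 27 genes tested here that the paper names for OPCs, 18 were called higher and 4 lower in MCAO ipsi than in Sham, and 19 and 4 when adjusted over the list alone.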

Notably, several growth factors, such as *Ccnf, Vgf* and *Fgf2* were also upregulated in OPC_1. Conversely, we observed a downregulation of synaptic transmission-associated transcripts, particularly concerning potassium and glutamate homeostasis in OPC_1 (Fig. 2i, Supplementary Fig. 11e–h).

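Over all OPC-like nuclei, *Grm5* (ENSRNOG00000016429) had a log2 fold change of -1.17 (standard error 0.16, adjusted p = 0.000249) in MCAO ipsi against Sham and *Kcnip4* (ENSRNOG00000032350) of -2.80 (standard error 0.42, adjusted p = 0.000440; -4.21 without mMCAO ipsi and -2.01 without sMCAO ipsi). *Kcnq5* (ENSRNOG00000013781) was higher in MCAO ipsi, at 0.66 (standard error 0.17, adjusted p = 0.0156). Free RNA from neurons carries these genes too. After its subtraction the log2 fold change was -2.12 (adjusted p = 0.00143) for *Grm5* and 1.37 (adjusted p = 0.00352) for *Kcnq5*, and *Kcnip4* could not be tested. Of the 415 genes called lower in OPC-like nuclei, 191 were still called lower after subtraction. The rate of free RNA rests partly on *Gad1* and *Gad2*, whose levels were raised in OPC-like nuclei of MCAO ipsi. With the rate from the other 4 genes, an alternative chosen after seeing the data, 103 were still called lower.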

Of note, multiple biological processes associated with MOLIGO_1 enriched DEGs, for example Axonogenesis (GO:0007409), or Axon Guidance (R-HSA-422475) (Supplementary Fig. 12a–c) related to the modulation of neuritogenesis. Several genes encompassed by these gene sets, such as multiple upregulated sempahorines, have more extensive pleiotropic roles in physiological CNS development and pathology^36^. Similar to OPC_1 several MOLIGO_1 enriched DEGs were associated with ECM, as well as cell-cell interactions and glycosaminoglycan (GAG) metabolism (Fig.2i, Supplementary Fig. 12a–c). 

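*Lamc1* (ENSRNOG00000002680), *Sema5b* (ENSRNOG00000002238) and *Cadm1* (ENSRNOG00000018778) were higher in oligodendrocyte-like 10 than in mature oligodendrocyte-like nuclei, by 4.44 (3.80 to 5.18), 25.7 (20.6 to 32.5) and 3.41 (3.21 to 3.63) times. *Dlg1* (ENSRNOG00000038597) was 1.94 (1.82 to 2.08) times and *Psme4* (ENSRNOG00000060340) 1.79 (1.65 to 1.95) times as high. In oligodendrocyte-like 11, whose markers are those of committed precursors and newly formed oligodendrocytes, the ratio to mature nuclei was 42.0 for *Sema5b*, 2.49 for *Cadm1*, 1.68 for *Lamc1*, 1.02 for *Psme4* and 0.783 for *Dlg1*. Over all oligodendrocyte-like nuclei, *Lamc1* was called higher in MCAO ipsi than in Sham, with a log2 fold change of 1.11 (standard error 0.28, adjusted p = 0.0498), but not with the free RNA subtracted (adjusted p = 0.0723). *Dlg1*, *Psme4*, *Sema5b* and *Cadm1* were also higher in both MCAO ipsi libraries than in both Sham libraries, with log2 fold changes of 0.36 to 0.86, and were not called (adjusted p from 0.0939 to 0.214).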

Many of the MOLIGO_1 enriched DEGs (e.g. *Dlg1*, *Lamc1*, *Psem4*, *Sema5b*, or *Cadm1*) were also expressed in less mature oligodendrocyte sub-clusters, but absent in the mature oligodendrocyte populations MOLIGO_0 and MOLIGO_2, in the Sham and MCAO contra datasets. Congruently, the expression of the canonical COP and NFOLIGO marker *Bcas1*^37^ was markedly higher in MOLIGO_1 as compared to MOLIGO_0 and MOLIGO_2. Thus, several markers of more immature oligodendrocyte developmental stages were uniquely upregulated in MOLIGO_1, but not other mature oligodendrocyte clusters. 

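*Bcas1* (ENSRNOG00000012906) is one of the markers that took part in the clustering, so its level is given only for all oligodendrocyte-like nuclei. There its log2 fold change between MCAO ipsi and Sham was 0.17 (standard error 0.17, adjusted p = 0.609; -0.01 without Sham L), and the libraries of the groups overlapped. Among the oligodendrocyte-like sub-clusters, *Bcas1* was a top 10 gene only in oligodendrocyte-like 10 and 11. That goes with the paper's claim, but is not independent of the clustering.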

Several MOLIGO_1 enriched DEGs were related to Notch, TGF-β and IGF-1 signalling, but also included more elusive signalling molecules, like the TIR-domain-containing adaptor (TRIF) recruiter *Wdfy1*^38^ (Fig. 2i). 

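*Wdfy1* was 10.4 (9.09 to 11.8) times as high in oligodendrocyte-like 10 as in mature oligodendrocyte-like nuclei. Its log2 fold change between MCAO ipsi and Sham over all oligodendrocyte-like nuclei was 2.09 (standard error 0.28, adjusted p = 0.0145), and both MCAO ipsi libraries lay above both Sham libraries.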

Notably, several of the genes associated to Notch signalling by enrichment analyses (Supplementary Fig. 12a, Supplementary data 5), such as *Il6st* and *Stat3* are also crucially involved in multiple type I cytokine signalling pathways^39^.

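*Il6st* (ENSRNOG00000013963) was 3.43 (2.74 to 4.27) times and *Stat3* 9.32 (8.12 to 10.7) times as high in oligodendrocyte-like 10 as in mature oligodendrocyte-like nuclei. Over all oligodendrocyte-like nuclei the log2 fold change between MCAO ipsi and Sham was 2.76 (standard error 0.38, adjusted p = 0.0147; 2.08 without sMCAO ipsi) for *Stat3* and 1.09 (standard error 0.34, adjusted p = 0.0939; 1.95 without Sham L) for *Il6st*, which was not called although both MCAO ipsi libraries were higher.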

Regarding putative metabolic changes, we noted a robust upregulation of the 6-phosphofructo-2-kinase/fructose-2,6-biphosphatase isozyme 3 and 4 coding genes *Pfkb3*, *Pfkb4*, signifying a state of increased anaerobic glycolysis^40^. This was accompanied by a downregulation of aspartate/asparagine metabolism-related transporters (e.g. *Slc25a13*) and enzymes (e.g. *Folh1, Aspa*) and P-Type ATPases involved in lipid translocation (*Atp10a,11a,11b*) (Supplementary Fig. 12b, d, e, Supplementary data 5). Moreover, several myelination-associated genes were discreetly downregulated in MCAO ipsi-derived MOLIGO_1 transcriptomes as compared to MOLIGO_2 (Fig. 2i). Collectively, these findings did not implicate the infarction-restricted MOLIGO_1 cell state in remyelination, but suggest alternative functions.

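*Pfkfb3* was 5.68 (4.68 to 6.91) times and *Pfkfb4* (ENSRNOG00000020656) 14.3 (10.7 to 19.3) times as high in oligodendrocyte-like 10 as in mature oligodendrocyte-like nuclei. The log2 fold changes over all oligodendrocyte-like nuclei were 2.14 (standard error 0.49, adjusted p = 0.0391; 1.29 without Sham L and 2.78 without Sham R) for *Pfkfb4* and 0.91 (standard error 0.29, adjusted p = 0.0947) for *Pfkfb3*, which was not called, and both genes were higher in both MCAO ipsi libraries than in both Sham libraries. With the free RNA subtracted *Pfkfb4* was no longer called (adjusted p = 0.124).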

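The ratio of oligodendrocyte-like 10 to mature oligodendrocyte-like nuclei was 0.420 (0.372 to 0.473) for *Aspa* (ENSRNOG00000019659), 0.512 (0.380 to 0.678) for *Folh1* and 0.842 (0.773 to 0.916) for *Slc25a13* (ENSRNOG00000009957). It was 0.494 (0.421 to 0.577) for *Atp11a* (ENSRNOG00000017154) and 0.691 (0.569 to 0.833) for *Atp11b* (ENSRNOG00000052116), while that of *Atp10a*, 0.947 (0.746 to 1.19), did not differ from 1 beyond counting error. None of the 6 was called between MCAO ipsi and Sham over all oligodendrocyte-like nuclei, where log2 fold changes ran from -0.48 for *Aspa* to 0.32 for *Atp10a* (adjusted p from 0.127 to 0.737).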

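Myelin genes took part in the clustering, and their levels are given for all oligodendrocyte-like nuclei. The log2 fold change between MCAO ipsi and Sham was -0.22 (standard error 0.19, adjusted p = 0.540; 0.04 without Sham L) for *Mobp* (ENSRNOG00000018700) and 0.07 (standard error 0.16, adjusted p = 0.844; -0.05 without mMCAO ipsi) for *Mbp* (ENSRNOG00000016516), and for both genes the libraries of the groups overlapped. Of the 40 genes tested here that the paper names for oligodendrocytes, 8 were called higher and 6 lower in MCAO ipsi than in Sham, and 15 and 6 when adjusted over the list alone.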

Complementary to the calculation of DEGs between a priori-defined clusters, we identified genes which changed dynamically along the oligodendrocyte developmental trajectory and combined them into modules of co-regulated genes using Monocle 3. Remarkably, 5 gene-modules mapped uniquely to stroke-specific sub-clusters and mainly consisted of genes which were also identified as OPC_1 or MOLIGO_1 enriched DEGs (Fig. 2j, k, Supplementary data 6). The OPC_1 associated modules 4 and 11 consisted mainly of proliferation-related genes and mapped over the entire OPC_1 cluster. By contrast, module 5, which contained ECM-interaction, migration, survival and immunomodulatory process-associated genes appeared further down on the pseudo-temporal trajectory. 

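Of the genes in module 4 and module 11 of Supplementary Data 6, 110 and 38 took no part in the clustering. Their sums were 6.20 (5.99 to 6.43) and 14.0 (12.7 to 15.4) times as high in OPC-like 13 as in OPC-like 1, with all 110 and all 38 genes higher. In oligodendrocyte-like 10 against mature oligodendrocyte-like nuclei the ratios were 1.22 (1.15 to 1.29) and 1.03 (0.863 to 1.22). The authors derived the modules from these nuclei, so they are not independent of them.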

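The sum of the module 5 genes outside the clustering was 3.77 (3.67 to 3.88) times as high in OPC-like 13 as in OPC-like 1, and all 84 genes with at least 10 UMIs were higher. In oligodendrocyte-like 10 it was 1.86 (1.79 to 1.94) times that of mature oligodendrocyte-like nuclei, with 54 of 67 genes higher. Pseudotime was not analysed here.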

The aggregate rank score of module 9 increased with incremental distance to the trajectory bifurcation within MOLIGO_0, indicating a dynamic progression from the MOLIGO_0 towards the MOLIGO_1 cell state, specifically within infarcted tissue. This module was permeated by abundant ECM and cell-cell interaction associated genes (e.g. *Adamts1, Cadm1*, *Cldn14*, *Col12a1*), as well as other genes, previously identified as MOLIGO_1 markers during DEG analysis, as described above (e.g. *Stat3*, *Wdfy1*).

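Genes of module 9 were 5.36 (5.21 to 5.52) times as high in oligodendrocyte-like 10 as in mature oligodendrocyte-like nuclei, with all 30 genes higher. In OPC-like 13 against OPC-like 1 the ratio was 2.11 (2.01 to 2.20). Module 10 gave 1.89 (1.78 to 2.01) in oligodendrocyte-like 10, where *Sema5b* (ENSRNOG00000002238) made up 31.5% of the sum, and 0.967 (0.921 to 1.02) in OPC-like 13.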

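*Adamts1* was 13.7 (9.48 to 20.1) times, *Cldn14* (ENSRNOG00000001691) 8.72 (6.88 to 11.1) times and *Col12a1* (ENSRNOG00000058470) 24.5 (14.8 to 42.5) times as high in oligodendrocyte-like 10 as in mature oligodendrocyte-like nuclei. Over all oligodendrocyte-like nuclei, *Adamts1* and *Col12a1* were called higher in MCAO ipsi than in Sham, with log2 fold changes of 3.68 (standard error 0.79, adjusted p = 0.0345; 2.57 without sMCAO ipsi and 8.80 without Sham L) and 3.21 (standard error 0.74, adjusted p = 0.0395; 2.17 without sMCAO ipsi). Neither was called with the free RNA subtracted (adjusted p = 0.104 and 0.0852). *Cldn14*, at 1.62 (standard error 0.46, adjusted p = 0.0699; 0.93 without Sham L), was not called.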

Additionally, we inferred transcription factor (TF) activities using a molecular foot print based approach^41^. In congruence with the previous analyses several TFs for which increased activation was inferred within OPC_1 pertained to proliferation and survival-associated pathways, for example E2f1, or Myc^42^ (Fig. 2l). Notable TFs with increased activity in MOLIGO_1 included the hypoxia response related basic helix–loop–helix/Per-ARNT-SIM (bHLH–PAS) superfamily members Ahr and Hif1α^43^ and the STAT family members Stat3 and Stat5a. Conversely, the inferred activity of multiple hallmark TFs of oligodendrocyte differentiation and myelination, such as Olig1^44^, Nkx2-2^45^, or Rxrg^46^ was decreased in the MCAO ipsi derived MOLIGO_1 nuclei (Fig. 2l). In summary, using multiple complementary bioinformatics approaches we described the emergence of two transcriptionally unique oligodendrocyte lineage clusters within the infarcted hemisphere, marking the most robust cerebral ischemia induced change within the oligodendrocyte lineage in our dataset.

### Proliferating OPCs accumulate at the perilesional zone

We next conducted Immunofluorescence (IF) staining to confirm the presence of stroke-associated proliferating OPCs in situ and interrogated their spatial distribution in the MCAO infarcted brain, 48 h after permanent filament-based MCAO in rats and thromboembolic MCAO in mice.

Overall, mitosis committed OPCs (NG2^+^/Ki67^+^) were almost absent in cortical grey matter (GM) and large white matter (WM) tracts of Sham-operated rats, sparse in the hemisphere contralateral to the infarct lesion, but abundant in the perilesional grey matter and affected white matter (Fig. 3). Furthermore, a substantial number of mitotic OPCs was also positive for VIM (Fig. 3), as predicted by snRNAseq analysis (Fig. 2). Specifically, while essentially absent in the GM and WM of Sham-operated rats (GM: 0/mm^2^; WM: 1.05 ± 1.2/mm^2^) and the hemisphere contralateral to infarction (GM: 0.3 ± 0.5/mm^2^; WM: 0.9 ± 1.1/mm^2^) the number of NG2^+^/VIM^+^/Ki67^+^ triple positive OPCs increased significantly in the perilesional GM (53.9 ± 18.3/mm^2^), affected WM (18.6 ± 5.1/mm^2^) (Fig. 3a–d) and lesion core (11.4 ± 8.2/mm^2^) (Supplementary Fig. 15a–c). We next investigated whether this OPC phenotype is conserved in an alternative MCAO model, with substantially smaller lesion volumes, in a different species (Supplementary Fig. 16). Congruently, VIM positive, proliferating OPCs, visualized using PDGFRα as an alternative OPC marker (=PDGFRα^+^/VIM^+^/Ki67^+^ triple positive OPCs) accumulated within the perilesional zone 48 h after thromboembolic MCAO in mice, but were only slightly and non-significantly enriched within the lesion core (Supplementary Fig. 17a–h).

**Fig. 3:**
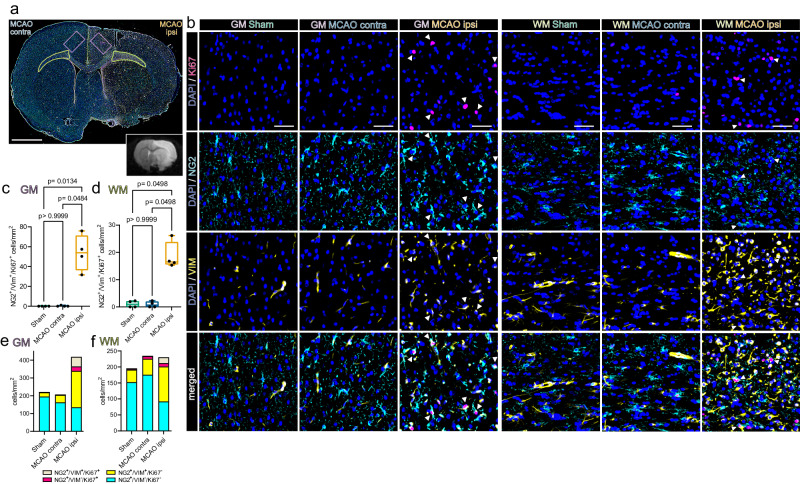
Proliferating, VIM-positive OPCs accumulate in the perilesional zone 48 h after MCAO in rats. **a** Overview of a representative coronal rat brain section 48 h post filament induced permanent middle cerebral artery occlusion (MCAO), stained for NG2, VIM and Ki67. Grey matter ROIs (GM) are highlighted in violet, white matter ROIs (WM) in lime green, lower right inset depicts a corresponding T2 weighted MRI image from the same animal. Bar = 2 mm **b** Representative images from GM and WM ROIs of Sham, MCAO contra and MCAO ipsi sections, split by antigen. Ki67 = magenta, NG2 = Cyan, VIM = yellow, DAPI (nuclei) = blue, bars = 50 µm. White arrowheads point to triple-positive cells. MCAO ipsi MCAO group, hemisphere ipsilateral to ischemic lesion, MCAO contra MCAO group, hemisphere contralateral to ischemic lesion. **c**–**f** Cell counts within GM (**c**) and WM (**d**), respectively, are presented as box plots for NG2^+^/VIM^+^/Ki67^+^ triple positive cells. Box plots depict medians, 25th to 75th percentiles as hinges, minimal and maximal values as whiskers, and individual counts, for each animal as dots. Cell counts for NG2^+^/VIM^+^/Ki67^+^, NG2^+^/VIM^-^/Ki67^+^, NG2^+^/VIM^+^/Ki67^-^, NG2^+^/VIM^-^/Ki67^-^ are also jointly shown as colored stacked bar plots, for GM (**e**) and WM (**f**) ROIs. Data derived from *n* = 4 animals per group, *p* values derived from Kruskal–Wallis-H-Tests, followed by Dunn’s post-hoc comparisons. Statistical comparison of all subsets within all ROIs is reported in Supplementary Data 7. Source data are provided as a Source Data file.

Likewise, virtually no NG2^+^/IL33^+^/Ki67^+^ triple positive OPCs were found in the grey and white matter of Sham-operated rats and contralateral hemispheres of MCAO rat brains (Supplementary Fig. 18). In contrast, the number of NG2^+^/IL33^+^/Ki67^+^ triple positive OPCs in the perilesional GM and lesion core increased significantly as compared to corresponding Sham GM and regions corresponding to the lesion core (GM: 35.7 ± 26.3/mm^2^ and lesion core: 14.5 ± 10/ mm^2^) (Supplementary Fig. 18). Similarly, no NG2^+^/IL33^+^/Ki67^+^ triple positive OPCs were identified in the WM of Sham-operated rats, or the WM contralateral to infarction, while they were abundant in affected WM (17.00 ± 5.5/mm^2^) (Supplementary Fig. 18). However, IL33 was not increased in proliferating OPCs 48 h after thromboembolic MCAO in mice (Supplementary Fig. 19), This suggests that the acute upregulation of IL33 in OPCs is dependent on the species and/or the underlying stroke model and stroke severity. Statistical comparisons of all subsets within all ROIs are reported in Supplementary Data 7, 8.

Collectively, these findings confirmed that mitotic OPCs distinctly accumulate in both the perilesional GM and WM, 48 h after MCAO. Moreover, a substantial subset of these OPCs expressed the snRNAseq predicted, injury-associated markers VIM, across different species and stroke models, while the upregulation of the injury marker IL33 in OPCs was restricted to filament-based MCAO infarctions in rats.

### Transcriptional heterogeneity of reactive astrocytes in the infarcted brain

Similar to our investigation into the heterogeneous responses to stroke in oligodendrocyte lineage subsets we performed subclustering analysis for astrocytes. After removal of contaminating clusters (Supplementary Fig. 20a–d), we identified 5 astrocyte sub-clusters. 2 sub-clusters (AC_1 and AC_2) exhibited robust expression of homeostatic astrocyte-associated genes such as *Gpc5*, *Kirrel3*, *Cdh10* or *Trpm3*^23,24,47^ (Fig. 4a, b). These clusters were identified in all datasets, although their relative abundance decreased slightly in the contralateral hemisphere of MCAO-operated rats and substantially in the ipsilateral, infarcted hemisphere (Fig. 4c–d, Supplementary Figs. 20e, 21a–c). Conversely, in three subclusters (AC_3 to AC_5) these homeostatic astrocyte markers were expressed more faintly, while they were enriched for pan reactive astrocyte markers such as *Gfap*, *Vim*, *Osmr*, *Cd44*, or *Cp*^31,32^ (Fig. 4b, Supplementary Fig. 21b). These three clusters were virtually absent from Sham datasets, sparsely represented in datasets of the contralateral MCAO hemisphere, abundant in infarcted hemispheres (Fig. 4c–d, Supplementary Fig. 21a–c) and thus were annotated as reactive astrocyte clusters. 

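Astrocyte-like nuclei fell into 4 sub-clusters, of which astrocyte-like 4 and 25 are taken together here as homeostatic. *Kirrel3* (ENSRNOG00000009772), *Cdh10* (ENSRNOG00000009771) and *Trpm3* (ENSRNOG00000027770) were kept out of the clustering. Their CPM in astrocyte-like 17 was 0.673 (0.634 to 0.714), 0.396 (0.356 to 0.441) and 0.432 (0.408 to 0.458) times that in astrocyte-like 4 and 25, and in astrocyte-like 15 it was 0.182 (0.160 to 0.206), 0.357 (0.310 to 0.409) and 0.214 (0.194 to 0.236) times. Class-wide, *Gpc5* (ENSRNOG00000071105), which took part in the clustering, had a log2 fold change of -0.87 (standard error 0.23, adjusted p = 0.0194) between MCAO ipsi and Sham, *Cdh10* of -0.76 (standard error 0.19, adjusted p = 0.0141) and *Trpm3* of -0.64 (standard error 0.20, adjusted p = 0.0422). *Kirrel3* was not called, at -0.18 (standard error 0.21, adjusted p = 0.637; 0.13 without sMCAO ipsi).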

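Astrocyte-like 4 and 25 made up 94.1% (91.5 to 96.2%) of the astrocyte-like nuclei in Sham, 85.5% (82.4 to 88.2%) in MCAO contra and 27.9% (25.2 to 30.8%) in MCAO ipsi.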

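Outside the clustering, *Vim* (ENSRNOG00000018087) was 33.8 (22.4 to 53.8) times as high in astrocyte-like 17 as in astrocyte-like 4 and 25 and 46.2 (30.5 to 73.5) times in astrocyte-like 15. The ratios were 6.86 (4.30 to 11.4) and 6.55 (3.98 to 11.2) for *Osmr* (ENSRNOG00000033192), 18.3 (13.9 to 24.5) and 12.2 (9.14 to 16.6) for *Cd44*, and 2.61 (1.92 to 3.57) and 14.3 (11.0 to 19.0) for *Cp* (ENSRNOG00000011913). In the sum of all astrocyte-like nuclei, *Gfap* (ENSRNOG00000002919), a marker that took part in the clustering, had a log2 fold change of 3.50 (standard error 0.34, adjusted p = 6.57e-05) between MCAO ipsi and Sham, and *Cp* of 4.41 (standard error 0.51, adjusted p = 0.000198). *Vim* and *Osmr* had no UMI in either Sham library and were at least 63.5-fold and 11.0-fold higher in MCAO ipsi (adjusted p = 0.000471 and 0.000350). Each of these genes was higher in both MCAO ipsi libraries than in both Sham libraries.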

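Astrocyte-like 17, led by *Gfap*, *Ccl2* and *Cd44*, held 0 nuclei of Sham, of 427 astrocyte-like ones, which allows a share of up to 0.860%. It made up 1.54% (0.706 to 2.90%) of the astrocyte-like nuclei in MCAO contra and 37.3% (34.3 to 40.3%) in MCAO ipsi. Astrocyte-like 15, led by *Gfap*, *A2m* and *Aqp4*, made up 5.85% (3.82 to 8.52%) in Sham, 13.0% (10.4 to 16.0%) in MCAO contra and 34.8% (31.8 to 37.8%) in MCAO ipsi.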

Further details on marker gene curation are given in the supplementary notes. 

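Astrocyte-like 15 and 17 are the sub-clusters with reactive markers. Astrocyte-like 4 and 25, the others, made up 40.2% (35.6 to 44.9%) of the astrocyte-like nuclei in mMCAO ipsi and 18.5% (15.4 to 21.9%) in sMCAO ipsi.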

Of note, reactive astrocytes were more abundant in the datasets derived from severe, compared to moderate infarctions (Supplementary Fig. 21a, c). 

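Of the astrocyte-like nuclei, astrocyte-like 17 made up 33.6% (29.1 to 38.2%) in mMCAO ipsi and 40.1% (36.1 to 44.3%) in sMCAO ipsi, and astrocyte-like 15 26.3% (22.2 to 30.6%) and 41.4% (37.3 to 45.5%). At the resolution used, no further sub-cluster with reactive markers separated.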

Notably, while the largest reactive astrocyte cluster AC_3 was well-represented in both moderately and severely infarcted tissue, the smaller reactive astrocyte clusters AC_4 and particularly AC_5 were mostly derived from severe infarctions.

**Fig. 4:**
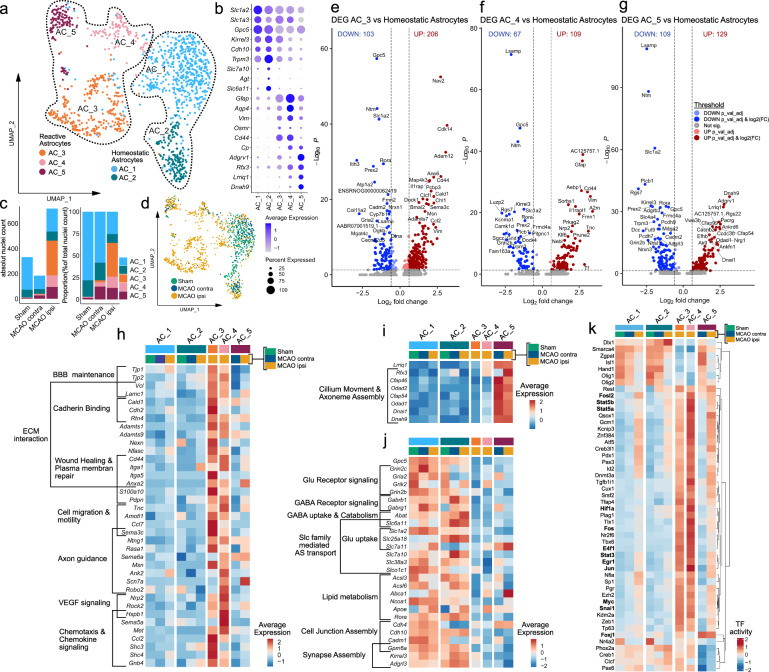
Transcriptional heterogeneity of reactive astrocytes within infarcted brain tissue. **a**–**d** Subclustering analysis of astrocytes. **a** Uniform Manifold Approximation and Projection (UMAP) plot depicting 1233 nuclei annotated to 5 astrocyte (AC) subclusters. **b** Dotplot depicting curated homeostatic and reactive astrocyte marker genes. **c** Stacked bar plots depicting the absolute and relative abundance of each subcluster within each group. MCAO ipsi MCAO group, hemisphere ipsilateral to ischemic lesion, MCAO contra MCAO group, hemisphere contralateral to ischemic lesion. **d** Nuclei distribution coloured by group. **e**–**g** Volcano plots depicting DEGs derived from the comparison of the reactive astrocyte subclusters AC_3 (**e**), AC_4 (**f**) and AC_5 (**g**) to the homeostatic astrocyte subclusters (AC_1 and AC_2, pooled). DEGs were calculated using the MAST statistical framework as specified within the Methods section. **h**–**j** Heatmaps depicting the average scaled gene expression of curated upregulated DEGs, derived from the comparison of AC_3 and AC_4 (**h**) and AC_5 (**i**) to homeostatic astrocytes, as well as DEGs downregulated in reactive astrocytes (**j**), split by subcluster and group. BBB Blood brain barrier, ECM Extracellular matrix, Slc Solute carrier, AS Amino acid (**k**) Clustered heatmap depicting the top 50 most variable transcription factor (TF) activities, within the astrocyte subclustering analysis, split by subcluster and treatment group. Source data are provided within Supplementary data.

To characterize these reactive astrocyte populations in more detail, we compared each reactive astrocyte cluster to the homeostatic subclusters (AC_1 and AC_2) using DEG analyses (Fig. 4e–j, Supplementary Data 9). Notably, the DEG signature of AC_3 was prominent in both moderate and severe infarctions, while the AC_4 and AC_5 reactive astrocyte signature was predominately found in severe infarctions (Supplementary Fig. 21d–i).

Inference of functional characteristics from the DEGs of the reactive astrocyte subclusters (AC_3 to AC_5), using enrichment analyses (summarized in Supplementary Fig. 22–24, Supplementary Data 10) highlighted notable communalities, particularly between the gene signatures of AC_3 and AC_4 (Fig. 4h, Supplementary Fig. 22, 23). For instance, tight (e.g. *Tjp1*, *Tjp2*) and adherence (e.g. *Vcl*) junction components related to blood-brain barrier maintenance were upregulated in both AC_3 and AC_4. Furthermore, several upregulated DEGs in AC_3 and AC_4 related to various ECM interaction, wound healing and cell motility and migration related terms to varying degrees (Supplementary Fig. 22, 23). For example, some cadherin binding related genes (e.g. *Cald1*, *Cdh2*) were more enriched in AC_3, matrix metalloprotease coding genes (e.g. *Adamts1*, *Adamts9*) were upregulated in both, as was *Cd44*. 

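*Tjp1* (ENSRNOG00000011077) was 2.11 (1.96 to 2.27) times as high in astrocyte-like 17 as in astrocyte-like 4 and 25 and 0.811 (0.727 to 0.904) times in astrocyte-like 15. For *Vcl* (ENSRNOG00000010765) the ratios were 2.54 (2.30 to 2.80) and 1.22 (1.07 to 1.40). Between MCAO ipsi and Sham, the log2 fold change over all astrocyte-like nuclei was 1.17 (standard error 0.22, adjusted p = 0.00310) for *Tjp1* and 1.42 (standard error 0.22, adjusted p = 0.000872) for *Vcl*, each higher in both MCAO ipsi libraries.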

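*Cald1* (ENSRNOG00000010233) was 14.8 (10.8 to 20.8) times as high in astrocyte-like 17 and 4.32 (2.98 to 6.37) times in astrocyte-like 15 as in astrocyte-like 4 and 25, and *Cdh2* (ENSRNOG00000015602) 2.48 (2.26 to 2.72) and 1.04 (0.910 to 1.18) times. *Adamts9* was 4.92 (3.95 to 6.17) and 4.79 (3.79 to 6.11) times as high and *Adamts1* 90.8 (15.8 to 3629.8) and 24.8 (3.73 to 1055) times. The log2 fold changes over all astrocyte-like nuclei were 3.12 (standard error 0.37, adjusted p = 0.000213) for *Cald1*, 0.89 (standard error 0.22, adjusted p = 0.0120) for *Cdh2*, 2.06 (standard error 0.25, adjusted p = 0.000235) for *Adamts9* and 3.56 (standard error 0.96, adjusted p = 0.0211; 2.34 without Sham L and 7.57 without Sham R) for *Adamts1*. Each was higher in both MCAO ipsi libraries than in both Sham libraries, and *Adamts1* had too few UMIs for a test once the free RNA was subtracted.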

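*Sema3c* (ENSRNOG00000006526) was 24.9 (14.9 to 45.0) times as high in astrocyte-like 17 and 5.35 (2.91 to 10.4) times in astrocyte-like 15 as in astrocyte-like 4 and 25. *Robo2* (ENSRNOG00000029598) was 2.33 (2.04 to 2.67) times as high in astrocyte-like 15, and 1.07 (0.926 to 1.23) times in astrocyte-like 17. Over all astrocyte-like nuclei *Sema3c* had a log2 fold change of 2.60 (standard error 0.49, adjusted p = 0.00287) between MCAO ipsi and Sham. *Robo2*, at -0.37 (standard error 0.20, adjusted p = 0.238), was not called and lay below Sham in both MCAO ipsi libraries. With the free RNA subtracted its direction reversed, to 1.14 (adjusted p = 0.0466).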

Various reactive astrocyte derived DEGs related to axon guidance and neural cell migration, such as *Sema3c*^48^ in AC_3 or *Robo2*^49^ in AC_4. Other related to VEGF response (e.g. *Nrp2*, *Rock2*, *Hspb1*) predominantly in AC_4 and chemokine signalling (e.g. *Ccl2*, *Shc3*, *Shc4*) predominately in AC_3.

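*Nrp2* (ENSRNOG00000031232) was 4.88 (3.50 to 6.94) times as high in astrocyte-like 17 and 5.95 (4.21 to 8.56) times in astrocyte-like 15 as in astrocyte-like 4 and 25, *Rock2* (ENSRNOG00000004496) 2.63 (2.24 to 3.09) and 2.19 (1.82 to 2.63) times, and *Hspb1* (ENSRNOG00000023546) 11.7 (7.00 to 20.9) and 16.6 (9.87 to 29.8) times. *Ccl2* (ENSRNOG00000007159) was 236 (64.9 to 1954) and 26.7 (6.74 to 232) times as high, *Shc3* (ENSRNOG00000014366) 2.32 (1.96 to 2.75) and 0.880 (0.682 to 1.13) times, and *Shc4* (ENSRNOG00000037134) 7.63 (4.63 to 13.3) and 1.80 (0.874 to 3.71) times. Within astrocyte-like 17, *Ccl2* was 8.18 (5.05 to 14.2) times as high in sMCAO ipsi as in mMCAO ipsi, and within astrocyte-like 15 *Hspb1* was 6.79 (2.84 to 21.3) times as high. In the sums of astrocyte-like nuclei of MCAO ipsi against Sham, *Nrp2* was called higher, at a log2 fold change of 1.57 (standard error 0.35, adjusted p = 0.00798), as were *Rock2* at 0.87 (standard error 0.26, adjusted p = 0.0325), *Shc3* at 0.92 (standard error 0.23, adjusted p = 0.0146) and *Shc4* at 4.36 (standard error 0.76, adjusted p = 0.00177; 3.15 without Sham L and 8.38 without Sham R). *Shc3* was not called with the free RNA subtracted (adjusted p = 0.0823).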

Overall the transcriptional signature of AC_3 and AC_4 suggest a complex injury response, marked by ECM reorganization, increased migration and involvement in bidirectional communication with other brain parenchymal and infiltrating cell types. 

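Of the 48 genes tested here that the paper names for astrocytes, 22 were called higher and 14 lower over all astrocyte-like nuclei of MCAO ipsi against Sham, and 23 and 14 when adjusted over the list alone. From the DEGs of AC_3 and AC_4 and their enrichment, the paper proposes a complex response to injury, with reorganization of the ECM, migration and exchange of signals with other cells.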

AC_5 lacked several of the aforementioned transcriptional features of AC_3 and AC_4, but shared the upregulation of several pan reactive astrocyte markers such as *Gfap*, *Cp*, or *Vim* with the other reactive astrocytes (Fig. 4b, h, i). The most distinguishing characteristic of AC_5 was the enrichment of several gene sets related to cilium and axonemal assembly and movement (Supplementary Fig. 24), including the cilliogenic transcription factor *Rfx3*, cilium dynein arm (e.g.*Dnah9*), or central pair (e.g. *Cfap46, Cfap54*) elements^50^ (Fig. 4i). 

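*Rfx3* (ENSRNOG00000014486) was 2.57 (2.26 to 2.93) times as high in astrocyte-like 15 as in astrocyte-like 4 and 25 and 1.07 (0.927 to 1.23) times in astrocyte-like 17. Its log2 fold change between MCAO ipsi and Sham over all astrocyte-like nuclei, 0.45 (standard error 0.19, adjusted p = 0.113), was not called. *Dnah9* (ENSRNOG00000004171), a marker that took part in the clustering, was called higher, at 1.94 (standard error 0.50, adjusted p = 0.0160), in both MCAO ipsi libraries above both Sham libraries.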

Importantly, AC_4 and particularly AC_5 enriched DEGs, were predominantly upregulated in reactive astrocytes in severely infarcted tissue and only to a lesser degree in moderate infarctions (Supplementary Fig. 21g, h). The emergence of these cell states might hence depend on either the overall infarction severity or the lesion of different structural and functional brain areas within the two different stroke severities (Supplementary Fig. 1).

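Against astrocyte-like 4 and 25, *Grin2c* (ENSRNOG00000003280) was 0.280 (0.234 to 0.333) times as high in astrocyte-like 17 and 0.397 (0.328 to 0.479) times in astrocyte-like 15, and *Gria2* (ENSRNOG00000054204) 0.361 (0.324 to 0.403) and 0.522 (0.464 to 0.587) times. The ratios were 0.486 (0.458 to 0.516) and 0.644 (0.603 to 0.688) for *Gabrb1* (ENSRNOG00000002327), 0.418 (0.357 to 0.489) and 0.611 (0.515 to 0.721) for *Gabrg1* (ENSRNOG00000002360), and 0.289 (0.218 to 0.378) and 0.0732 (0.0347 to 0.137) for *Slc7a10* (ENSRNOG00000010938). Class-wide, the log2 fold change between MCAO ipsi and Sham was -1.06 (standard error 0.19, adjusted p = 0.00210) for *Grin2c*, -1.18 (standard error 0.22, adjusted p = 0.00254) for *Gria2* and -1.24 (standard error 0.26, adjusted p = 0.00547) for *Slc7a10*. It was -0.81 (standard error 0.21, adjusted p = 0.0159) for *Slc1a2* (ENSRNOG00000005479) and -0.81 (standard error 0.23, adjusted p = 0.0281) for *Slc6a11* (ENSRNOG00000005697), both of them markers that took part in the clustering. *Gabrb1*, at -0.55 (standard error 0.19, adjusted p = 0.0558), and *Gabrg1*, at -0.16 (standard error 0.19, adjusted p = 0.661; 0.01 without sMCAO ipsi), were not called. Free RNA made up 33.5% of the UMIs in astrocyte-like nuclei of Sham and 7.02% in MCAO ipsi, but all 5 called genes were still called lower after its subtraction, and *Gabrb1* was then called as well (log2 fold change -0.80, adjusted p = 0.0163).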

Multiple glutamate (e.g. *Grin2c, Gria2*) and GABA (e.g. *Gabrb1, Gabrg1*) receptors, glutamate (e.g. *Slc1a2*) and GABA (e.g. *Slc6a11*) reuptake transporters and other solute carrier (SLC) transporters, involved in amino acid import (e.g. *Slc7a10*) were robustly downregulated in all reactive astrocyte subclusters, within both infarction severities (Fig. 4j, Supplementary Fig. 21i). 

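*Acsl3* (ENSRNOG00000014718) was 0.365 (0.291 to 0.454) times as high in astrocyte-like 17 as in astrocyte-like 4 and 25 and *Acsl6* (ENSRNOG00000026745) 0.357 (0.302 to 0.421) times, next to 0.519 (0.407 to 0.658) and 0.505 (0.421 to 0.604) times in astrocyte-like 15. *Abca1* (ENSRNOG00000018126) was 0.513 (0.421 to 0.624) times and *Apoe* (ENSRNOG00000018454) 0.680 (0.604 to 0.766) times as high in astrocyte-like 17, and 1.16 (0.967 to 1.39) and 1.10 (0.977 to 1.24) times in astrocyte-like 15. In MCAO ipsi against Sham, over all astrocyte-like nuclei, *Acsl3* and *Acsl6* were called lower, at -1.24 (standard error 0.21, adjusted p = 0.00171) and -1.17 (standard error 0.18, adjusted p = 0.000740), and *Apoe* was called higher, at 1.52 (standard error 0.23, adjusted p = 0.000769). *Abca1*, at 0.30 (standard error 0.21, adjusted p = 0.388), was not called.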

Several genes related to lipid metabolism (e.g. *Acsl3*, *Acsl6*) and lipid transport (e.g. *Abca1, Apoe*) were particularly downregulated in AC_3. Genes involved in synapse assembly and maintenance, such as *Gpm6a* were downregulated in all reactive astrocyte subsets to various degrees. 

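*Gpm6a* (ENSRNOG00000010731) was 0.604 (0.572 to 0.637) times as high in astrocyte-like 17 and 0.657 (0.617 to 0.700) times in astrocyte-like 15 as in astrocyte-like 4 and 25. Between the sums of MCAO ipsi and Sham its log2 fold change, -0.33 (standard error 0.17, adjusted p = 0.233), was not called, and with the free RNA subtracted it was -0.68 (adjusted p = 0.0243) and called lower.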

To summarize, reactive astrocytes lost homeostatic gene signatures related to neurotransmitter and lipid metabolism, as well as synapse maintenance in infarcted brain tissue.

The inference of TF activities (Fig. 4k) unveiled further shared patterns in reactive astrocytes. Notable examples of TFs with increased activity in reactive astrocytes related to STAT signalling (e.g. Stat3, Stat5a/b), proliferation, growth and survival (e.g. E4f1, Myc, Jun, Fos, Fosl2), response to hypoxia (e.g. Hif1a) and growth factors (e.g. Egr1)^51^, or Snai1, which was recently implicated in the TGF-beta induced glial-mesenchymal transition of Müller glia^52^. Notably, increased activity for multiple of these TFs (e.g. Stat5a, Stat3, Myc, Hif1a, Snai1) was also observed in stroke-specific OPC and Oligodendrocyte subsets (Fig. 2l). Congruent with the upregulation of primary cilium associated genes, increased activity of the cilliogenesis master regulator Foxj1^50^ was inferred for AC_5.

Next, we compared the transcriptional signatures of the stroke-associated reactive astrocytes within our dataset to gene expression profiles of reactive astrocytes found in other neurodegenerative and inflammatory neuropathologies (Supplementary Fig. 25). 

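Pan-reactive genes outside the clustering were 12.3 (10.6 to 14.3) times as high in astrocyte-like 17 and 16.3 (14.0 to 19.0) times in astrocyte-like 15 as in astrocyte-like 4 and 25. DAA genes were 1.22 (1.19 to 1.25) and 1.42 (1.38 to 1.46) times as high. In MCAO ipsi against Sham, over all astrocyte-like nuclei, camera called the pan-reactive (adjusted p = 4.78e-08, 7 of 7 genes higher) and the DAA set (adjusted p = 1.44e-06, 110 of 156 genes higher), and both calls held under fry.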

Pan-reactive^31^ and neurodegenerative disease-associated astrocyte (DAA)^47^ signatures, mapped to several stroke reactive astrocyte subsets (Supplementary Fig. 25a, c–f). 

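The A1 genes were 2.10 (1.66 to 2.68) times as high in astrocyte-like 17 and 2.47 (1.91 to 3.19) times in astrocyte-like 15 as in astrocyte-like 4 and 25, and the A2 genes 12.8 (8.55 to 19.9) and 5.73 (3.64 to 9.31) times. Of the A1 genes only 1 had enough counts for the comparison of MCAO ipsi with Sham over all astrocyte-like nuclei, and it was lower (adjusted p = 0.565). Of the A2 genes 2 could be tested, and both were higher (adjusted p = 0.0144, and 0.0288 under fry).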

No stroke-reactive astrocyte subset in our dataset matched the inflammatory, neurotoxic A1 phenotype, while the neuroprotection-associated A2 signature^31,32^ partially overlapped with the signature of AC_3 (Supplementary Fig. 25c, f). 

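Genes of MS_AC_reactive_1&5 were 2.22 (2.12 to 2.31) times as high in astrocyte-like 17 and 1.88 (1.79 to 1.97) times in astrocyte-like 15 as in astrocyte-like 4 and 25. The set was called over all astrocyte-like nuclei of MCAO ipsi against Sham (adjusted p = 0.000156, 53 of 74 genes higher), also under fry (adjusted p = 0.00701).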

Among the reactive astrocyte populations identified in MS (MS_AC_reactive) by Absinta et al.^23^, the MS_AC_reactive_1&5 subsets, originally described as “reactive/stressed astrocytes” partially overlapped with the stroke reactive astrocyte clusters AC_3 and AC_4 of our dataset (Supplementary Fig. 25c, d, f). Overlaps with the “astrocytes inflamed in MS” (MS_AIMS) signature were sparse and mainly restricted to pan reactive astrocyte genes (e.g. *Vim*, *Gfap*) (Supplementary Fig. 25c–f). 

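Genes of the MS_AIMS signature were 1.66 (1.58 to 1.76) times as high in astrocyte-like 17 and 2.04 (1.93 to 2.17) times in astrocyte-like 15 as in astrocyte-like 4 and 25, and 30 of 34 and 32 of 34 genes with at least 10 UMIs were higher. Over all astrocyte-like nuclei of MCAO ipsi against Sham, 42 of the 50 genes tested were higher and 17 were called (adjusted p = 1.48e-07 for the set, and 0.0288 under fry).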

Interestingly, 25 (19.38%) of the 129 DEGs upregulated in AC_5 were also included in the MS_AC_reactive_4 genset, originally described as “senescent astrocytes”^23^ (Supplementary Fig. 25e). However, these overlaps did not consist of genes related to senescence, but almost exclusively ciliary process associated genes. 

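Genes of MS_AC_reactive_4 were 1.40 (1.28 to 1.53) times as high in astrocyte-like 15 and 1.20 (1.10 to 1.30) times in astrocyte-like 17 as in astrocyte-like 4 and 25. Over all astrocyte-like nuclei the set was not called in MCAO ipsi against Sham (adjusted p = 0.963, 19 of 35 genes higher), and it was called with the free RNA subtracted (adjusted p = 0.00124).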

Notably, the gene expression profiles of reactive astrocytes and stroke specific oligodendrocyte lineage subsets within our dataset shared extensive similarities (Supplementary Fig. 25g–i). Particularly, we observed that 66 of the 351 DEGs (18.8%) upregulated in OPC_1 and 24 of the 216 DEGs (11.11%) upregulated in MOLIGO_1 were also upregulated in the reactive astrocyte cluster AC_3 (Supplementary Fig. 25g).

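Among the 5135 genes tested in both OPC-like and astrocyte-like nuclei, 164 were called higher in MCAO ipsi than in Sham in both classes, where 24.6 would fall together by chance. They are 57.1% of the 287 genes called higher in OPC-like nuclei. Of 5620 genes tested in both oligodendrocyte-like and astrocyte-like nuclei, 69 were called higher in both (9.84 by chance), or 52.7% of the 131 in oligodendrocyte-like nuclei. In all 3 classes 28 genes were called higher (0.394 by chance). With the free RNA subtracted the 3 numbers were 97, 14 and 6. The classes share the same Sham libraries, so chance alone does not set the number expected.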

### Cell–cell communication (CCC) inference analysis implicates glycoproteins as major immuno-glial signalling hubs in infarcted brain tissue

So far we identified transcriptionally unique myeloid and neuroglial subsets within infarcted brain tissue. Therefore, we next interrogated the molecular cross talk between these cells by inferring potential ligand–receptor (LR) interactions, using LIANA. We only retained the most robust interactions (aggregate rank score ≤0.05) (Supplementary Data 11) and extracted LR pairs unique to datasets from MCAO ipsi. Intriguingly, we inferred 129 LR pairs specific to infarcted brain tissue and grouped them into immuno-glial and intra-glial interactions (Supplementary Figs. 26 and 27, respectively). These interactions corroborated multiple recently inferred stroke response signalling axes, for example between microglia and oligodendrocyte lineage subsets (e.g. *Igf1*->*Igf1r*, *Thbs1*->*Cd47*, *Psap*->*Gpr37*)^19^. 

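The LR inference was not repeated, and only the levels of the genes are given. *Igf1* (ENSRNOG00000004517) was 1.24 (0.974 to 1.60) times as high in myeloid-like 5 and 0.647 (0.476 to 0.880) times in myeloid-like 3 as in myeloid-like 6, *Thbs1* (ENSRNOG00000045829) 1.52 (0.289 to 15.0) and 101 (27.6 to 834) times and *Psap* (ENSRNOG00000000571) 1.41 (1.18 to 1.70) and 3.97 (3.35 to 4.72) times. Of the receptors, *Igf1r* (ENSRNOG00000014187) had a log2 fold change of 1.18 (standard error 0.18, adjusted p = 0.0173) over all oligodendrocyte-like nuclei of MCAO ipsi against Sham, and both MCAO ipsi libraries were higher. *Cd47* (ENSRNOG00000001964) and *Gpr37* (ENSRNOG00000002524), at 0.28 (standard error 0.20, adjusted p = 0.465) and 0.09 (standard error 0.15, adjusted p = 0.782; -0.01 without mMCAO ipsi), were not called.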

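*Fn1* (ENSRNOG00000014288) was 38.1 (18.3 to 95.4) times as high in the macrophage-enriched myeloid-like 3 as in myeloid-like 6, and 1.49 (0.622 to 4.09) times in myeloid-like 5.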

Within infarcted tissue specifically, macrophage-enriched myeloid cell clusters (MΦe) were predicted to signal abundantly via Fibronectin (*Fn1*) onto both myeloid and neuroglia subsets (Supplementary Fig. 26b–d). Cell surface glycoproteins, such as myelin-associated glycoprotein (*Mag*), various integrin and syndecan family members and *Cd44* were the most commonly predicted Fibronectin receptors on myeloid and neuroglial cells (Supplementary Figs. 26, 27). 

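In astrocyte-like nuclei, *Fn1* was 74.2 (28.6 to 274) times as high in astrocyte-like 17 and 42.5 (16.0 to 159) times in astrocyte-like 15 as in astrocyte-like 4 and 25. It had no UMI in astrocyte-like nuclei of either Sham library and was at least 17.3-fold higher in MCAO ipsi (adjusted p = 0.000516), above Sham in both libraries.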

Notably, astrocytes were also predicted to signal via fibronectin -> glycoprotein receptor signalling onto various myeloid and neuroglial subsets (Supplementary Figs. 26e, 27d, e). Glycoprotein receptors indeed emerged as signalling hubs on various myeloid and neuroglial subsets. For instance, *Cd44* was inferred to be targeted by various ECM associated ligands such as fibronectin (*Fn1*), various collagens (e.g. *Col4a1, Col6a3*), *Spp1* encoding osteopontin, but also growth factors, such as hepatocyte growth factor (*Hgf*) or heparin-binding EGF-like growth factor (*Hbegf*) (Supplementary Figs. 26, 27). 

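Of these ligands, *Hgf* (ENSRNOG00000007027) was 53.2 (14.5 to 443) times as high in myeloid-like 3 as in myeloid-like 6, and *Hbegf* (ENSRNOG00000018646) 152 (41.6 to 1259) times as high in astrocyte-like 17 as in astrocyte-like 4 and 25. *Col6a3* (ENSRNOG00000019648) was 28.6 (11.9 to 90.0) times as high in OPC-like 13 as in OPC-like 1, had no UMI in OPC-like nuclei of Sham and was at least 5.75-fold higher in MCAO ipsi (adjusted p = 0.0109). *Col4a1* (ENSRNOG00000016281) was not called in OPC-like nuclei, at 1.09 (standard error 0.46, adjusted p = 0.136; 1.70 without Sham R).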

Microglia and macrophage-derived *Spp1* was predicted to signal back to both myeloid subsets, as well as stroke-specific OPCs (OPC_1) and stroke reactive astrocytes (AC_3 and AC_4) via *Cd44* (Supplementary Fig. 26b–d).

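*Spp1* was 4.27 (3.49 to 5.27) times as high in myeloid-like 5 and 3.86 (3.13 to 4.79) times in myeloid-like 3 as in myeloid-like 6. Thinned to 1000 UMIs per nucleus, 33.4% (29.9 to 37.0%) of myeloid-like 5 and 35.5% (29.7 to 41.7%) of myeloid-like 3 nuclei in MCAO ipsi had a UMI of *Spp1*, next to 0.800% (0.346 to 1.57%) of glutamatergic neuron-like nuclei, which should lack it. Thinning left out 185 shallower nuclei of myeloid-like 5, 726 of myeloid-like 3 and 0 of glutamatergic neuron-like ones. Unthinned, the shares were 37.4%, 24.8% and 2.16%, at median depths of 1341.5, 766.5 and 5205 UMIs. Over all oligodendrocyte-like nuclei *Spp1* had no UMI in Sham and 30.1 CPM in MCAO ipsi (adjusted p = 0.0690, not called).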

### Cd44 positive reactive astrocytes and proliferating OPCs accumulate at the lesional rim in close proximity to osteopontin-positive myeloid cells

CD44 was identified as a particularly robust marker of reactive astrocytes, in various neuropathological contexts^53^ and our dataset (Fig. 4, Supplementary Fig. 25). 

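Over all OPC-like nuclei, *Cd44* had a log2 fold change of 5.46 (standard error 0.83, adjusted p = 0.000492; 4.28 without Sham L and 9.46 without Sham R) between MCAO ipsi and Sham, and over all astrocyte-like nuclei of 5.81 (standard error 0.38, adjusted p = 9.78e-06; 5.13 without Sham L and 6.60 without Sham R), each higher in both MCAO ipsi libraries. In oligodendrocyte-like nuclei, where Sham held few UMIs, it was 4.89 (standard error 1.13, adjusted p = 0.0395; 7.85 without Sham L), and too few UMIs were left for a test with the free RNA subtracted. Thinned to 1000 UMIs, 20.9% (17.1 to 25.3%) of OPC-like 13 nuclei in MCAO ipsi had a UMI of *Cd44*, 4.89% (2.63 to 8.21%) of OPC-like 1, 50.3% (45.0 to 55.6%) of astrocyte-like 17 and 7.46% (4.40 to 11.7%) of astrocyte-like 4 and 25, next to 0.400% (0.109 to 1.02%) of glutamatergic neuron-like nuclei. The numbers left out as shallower were 47, 235, 15, 53 and 0 in the same order. Unthinned, the shares were 33.3%, 2.99%, 71.5%, 11.7% and 1.39%, at median depths of 1798.5, 1039, 2584, 1440 and 5205 UMIs.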

Surprisingly, we also detected a pronounced upregulation of *Cd44* in stroke associated, proliferating OPCs (Fig. 2). Moreover, *Spp1 -> Cd44* signalling events from myeloid cells to stroke specific OPCs, reactive astrocytes and myeloid cells themselves ranged among the most robustly predicted interactions within our CCC analysis (Supplementary Figs. 26, 27). Importantly, osteopontin (encoded by *Spp1*)—CD44 signalling was previously implicated in chemotactic cell migration in multiple cell types^54,55^. In situ, a chemotactic attraction of CD44 expressing cells towards osteopontin (OPN) would result in the spatial colocalization of OPN and CD44-positive cells. We thus investigated whether OPN-expressing myeloid cells and CD44 positive neuroglial cells distinctly spatially colocalize in the infarcted brain, using IF stainings.

Indeed, the number of GFAP^+^/CD44^+^/VIM^+^ reactive astrocyte was significantly higher in perilesional cortical GM (123.6 ± 107.9/mm^2^) as compared to the contralateral GM in MCAO-operated rats (4.2 ± 3.9/mm^2^) and the GM of Sham-operated rats (2.8 ± 3.3/mm^2^) (Fig. 5a–c). Likewise, GFAP^+^/CD44^+^/VIM^-^ astrocytes were significantly more abundant in perilesional (41.4 ± 21.9/mm^2^) as compared to contralateral MCAO group GM (4.2 ± 6.1/mm^2^). Comparison of cell numbers in perilesional to Sham (5.3 ± 3.3/mm^2^) GM approached significance (Fig. 5c). CD44 was previously implicated as a WM astrocyte subset marker^24^. Congruently, GFAP^+^/CD44^+^/VIM^-^ astrocytes were found in all imaged WM ROIs (Sham: 120.3 ± 64.9/mm^2^; MCAO contra: 116.9 ± 101.8/mm^2^; MCAO ipsi: 301.4 ± 485.7/mm^2^) and did not differ significantly between groups. However, the abundance of GFAP^+^/CD44^+^/VIM^+^ astrocytes in the affected WM (626.0 ± 306.8/mm^2^) increased significantly as compared to MCAO contra (88.4 ± 35.9/mm^2^) and comparison to Sham WM (120.0 ± 44.04/mm^2^) approached significance (Fig. 5d). Within the lesion core the number of GFAP^+^/CD44^+^/VIM^+^ astrocytes was not significantly increased relative to anatomically corresponding regions in the contralateral hemisphere, or Sham brain tissue (Supplementary fig. 28a–d). Importantly, these findings were conserved in thromboembolic MCAO in mice (Supplementary Fig. 29a–h).

**Fig. 5:**
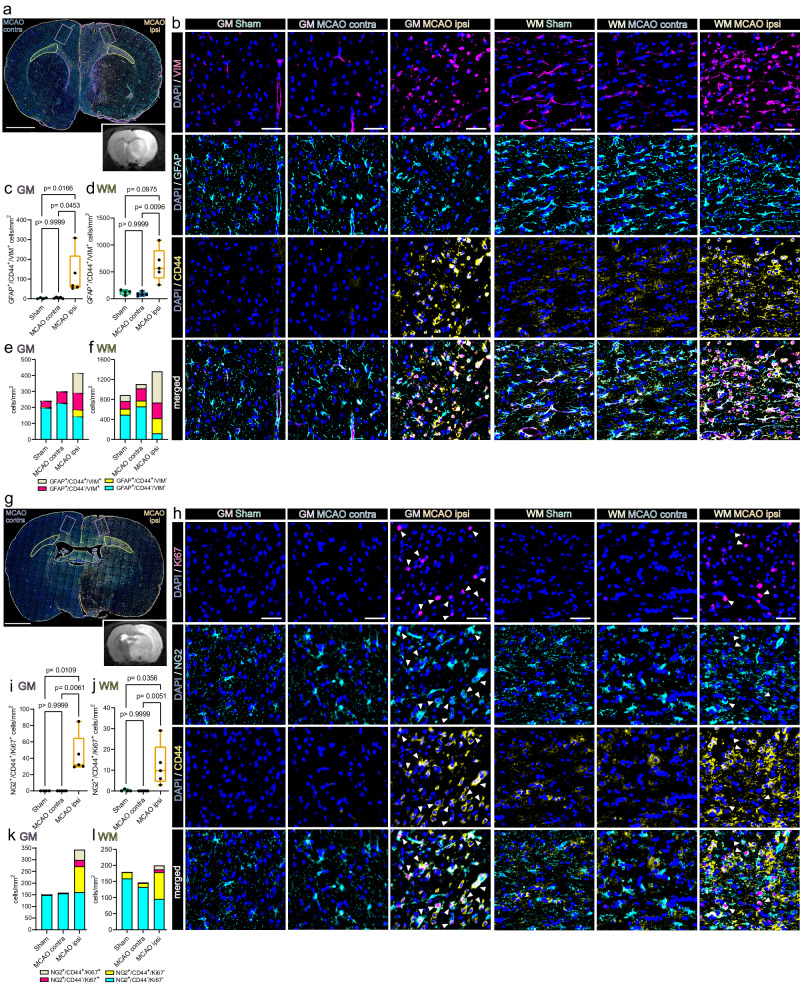
Reactive astrocytes and proliferating OPCs are CD44 positive and abundant in the perilesional zone 48 h after permanent MCAO in rats. **a** Overview of a representative coronal rat brain section 48 h post middle cerebral artery occlusion MCAO, stained for GFAP, CD44 and VIM. Grey matter ROIs (GM) are highlighted in violet, white matter ROIs (WM) in lime green, lower right inset depicts a corresponding T2 weighted MRI image from the same animal. Bar = 2 mm. **b** Representative images taken from GM and WM ROIs of Sham, MCAO contra and MCAO ipsi sections, split by antigen. VIM = magenta, GFAP = Cyan, CD44 = yellow, all overlaid with DAPI (nuclei) = blue. Bars = 50 µm. MCAO ipsi MCAO group, hemisphere ipsilateral to ischemic lesion, MCAO contra MCAO group, hemisphere contralateral to ischemic lesion**. c–f** Cell counts within GM (**c**) and WM (**d**) are presented as box plots for GFAP^+^/CD44^+^/VIM^+^ triple positive cells. Cell counts for GFAP^+^/CD44^+^/VIM^+^, GFAP^+^/CD44^-^/VIM^+^, GFAP^+^/CD44^+^/VIM^-^, GFAP^+^/CD44^-^/VIM^-^ are jointly shown as colored stacked bar plots, for GM (**e**) and WM (**f**) ROIs. **g** Representative coronal overview, 48 h post MCAO, stained for NG2, CD44, Ki67. GM ROIs in violet, WM ROIs in lime green, lower right inset shows corresponding MRI image from the same animal. Bar = 2 mm. **h** Representative images from GM and WM ROIs taken from Sham, MCAO contra and MCAO ipsi groups, split by antigen. Ki67 = magenta, NG2 = Cyan, CD44 = yellow. Bars = 50 µm. White arrowheads point to NG2^+^/CD44^+^/Ki67^+^ triple positive cells. **i**–**l** Cell counts within GM (**i**) and WM (**j**), respectively are presented as box plots for NG2^+^/CD44^+^/Ki67^+^. Cell counts for NG2^+^/CD44^+^/Ki67^+^, NG2^+^/CD44^-^/Ki67^+^, NG2^+^/CD44^+^/Ki67^-^, NG2^+^/CD44^-^/Ki67^-^ are also jointly shown as colored stacked bar plots, for GM (**k**) and WM (**l**) ROIs. Data derived from *n* = 4 Sham control and *n* = 5 MCAO group animals, *p* values derived from Kruskal–Wallis-H-Tests, followed by Dunn’s post hoc comparisons. All box plots depict medians, 25th to 75th percentiles as hinges, minimal and maximal values as whiskers, and individual counts, for each animal as dots. Statistical comparison of all subsets within all ROIs is reported in Supplementary Data 7. Source data are provided as a Source Data file.

Proliferating CD44 positive OPCs (NG2^+^/CD44^+^/Ki67^+^) were essentially absent from the GM or WM of Sham-treated rats (GM: 0, WM: 0.25 ± 0.5/mm^2^) or the hemisphere contralateral to infarction (GM: 0, WM:0), while they were significantly more abundant in perilesional GM (44.3 ± 23.7/mm^2^), WM (12.3 ± 10.2/mm^2^) (Fig. 5g–l) as well as the lesion core (9.7 ± 4.9/mm^2^) (Supplementary Fig. 28e–h). Congruently, in mice no proliferating CD44 positive OPCs (PDGFRα^+^/CD44^+^/Ki67^+^) were identified within the hemisphere contralateral to infarction, while their number increased significantly within perilesional GM (9.6 ± 2.8/mm^2^) and WM (25.3 ± 15.2/mm^2^), but not the lesion core (0.3 ± 0.7/mm^2^) (Supplementary Fig. 29i–p).

In summary, both reactive astrocytes (GFAP^+^/CD44^+^/VIM^+^) and proliferating CD44 positive OPCs (NG2^+^/CD44^+^/Ki67^+^ or PDGFRα^+^/CD44^+^/Ki67^+^) accumulated in the perilesional zone surrounding the infarcted tissue, across different species and MCAO models.

Within the same region we identified abundant OPN-positive myeloid cells (Iba1^+^/OPN^+^), 48 h after MCAO in rats (Fig. 6a–f). Specifically, the number of Iba1^+^/OPN^+^ cells within the perilesional GM (161.3 ± 44.4/mm^2^) was significantly higher as compared to the GM contralateral to infarction (11.6 ± 9.4/mm^2^) or the GM of Sham-operated rats (17.3 ± 18.4/mm^2^) (Fig. 6c, e). Likewise, significantly more Iba1^+^/OPN^+^ cells were identified in the affected WM (226.3 ± 135.3/mm^2^) as compared to the WM contralateral to infarction (11.385 ± 18.25/mm^2^) and the comparison to Sham WM (11.6 ± 9.5/mm^2^) approached statistical significance (Fig. 6d). Moreover, significantly more Iba1 + /OPN+ cells were identified within the lesion core, compared to the hemisphere contralateral to infarction (Supplementary Fig. 30).

**Fig. 6:**
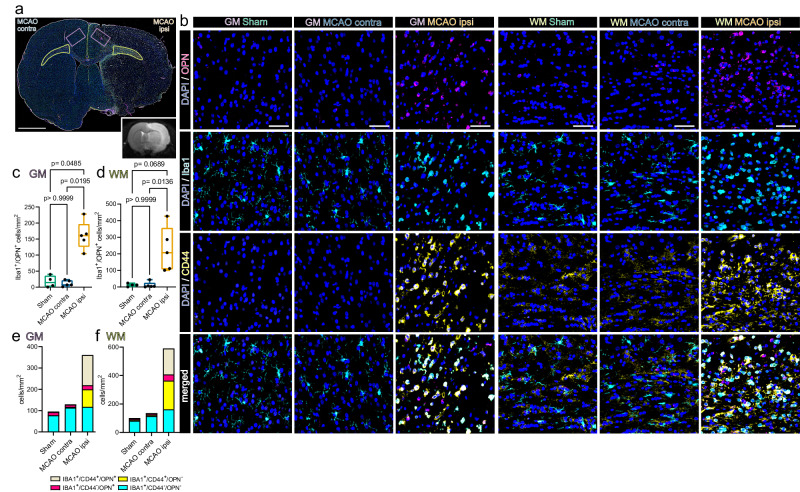
Osteopontin-positive myeloid cells accumulate in the perilesional zone in close proximity to CD44-positive cells 48 h after permanent MCAO in rats. **a** Overview of a representative coronal brain section 48 h post MCAO, stained for Iba1, CD44 and osteopontin (OPN). Grey matter ROIs (GM) are highlighted in violet, white matter ROIs (WM) in lime green, lower right inset depicts a corresponding T2 weighted MRI image from the same animal. Bar = 2 mm. **b** Representative images from GM and WM ROIs of Sham, MCAO contra and MCAO ipsi sections, split by antigen. OPN = magenta, Iba1 = cyan, CD44 = yellow. Bars = 50 µm. MCAO ipsi MCAO group, hemisphere ipsilateral to ischemic lesion, MCAO contra MCAO group, hemisphere contralateral to ischemic lesion. **c**–**f** Cell counts within GM (**c**) and WM (**d**) are presented as box plots for Iba1^+^/OPN^+^ double positive cells, cell counts for Iba1^+^/CD44^+^/OPN^+^, Iba1^+^/CD44^-^/OPN^+^, Iba1^+^/CD44^+^/OPN^-^, Iba1^+^/CD44^-^/OPN^-^ are jointly shown as colored stacked bar plots, for GM (**e**) and WM (**f**) ROIs. Data derived from *n* = 4 Sham control and *n* = 5 MCAO group animals, *p* values derived from Kruskal–Wallis-H-Tests, followed by Dunn’s post hoc comparisons. All box plots depict medians, 25th to 75th percentiles as hinges, minimal and maximal values as whiskers, and individual counts, for each animal as dots. Statistical comparison of all subsets within all ROIs is reported in Supplementary Data 7. Source data are provided as a Source Data file.

Notably, a substantial amount of OPN expressing myeloid cells was themselves CD44 positive (Fig. 6a–f). In fact, the number of Iba1^+^/CD44^+^/OPN^+^ triple positive myeloid cells was significantly higher in the perilesional GM (142.0 ± 47.5/mm^2^) as compared to the corresponding GM in the hemisphere contralateral to infarction (1.8 ± 2.4/mm^2^) or in the GM of Sham-operated rats (2.3 ± 2.6/mm^2^). Likewise, more Iba1^+^/CD44^+^/OPN^+^ cells were identified in the affected WM (183.05 ± 133.3/mm^2^) as compared to the WM contralateral to infarction (2.4 ± 3.02/mm^2^) and the comparison to Sham WM (3.1 ± 2.6/mm^2^) approached statistical significance. Within infarcted tissue in mice, 48 h after thromboembolic stroke the number of Iba1^+^/OPN^+^ cells increased significantly at the perilesional GM and WM boarders, but not within the core lesion as compared to the hemisphere contralateral to infarction (Supplementary Fig. 31). In summary, OPN positive myeloid cells and CD44 positive cells accumulated in close proximity in the perilesional zone, 48 h after infarction, independently of species and MCAO model.

Of note, within infarcted rat tissue we observed that a considerable proportion of CD44 positive myeloid cells was undergoing mitosis within infarcted tissue (Supplementary Fig. 32).

Statistical comparison of all subsets within all ROIs is reported in Supplementary Data 7, 8. Interestingly, the spatial association of OPN positive myeloid cells to bordering CD44 positive cells was also observed in human cerebral infarctions in the stage of advanced macrophage resorption (Supplementary Fig. 33).

### Osteopontin induces OPC migration but not proliferation in vitro

*Spp1* to *Cd44* signaling ranged among the most robustly inferred immunoglial cell–cell interaction events in our dataset (Supplementary Figs. 26, 27). Importantly, increased cellular motility and migration are well-established functional consequences of OPN ->CD44 signaling in multiple cell populations^55,56^. Interestingly, we observed that OPN positive myeloid cells and CD44 positive neuroglia accumulated at the perilesional zone in close proximity in situ (Fig. 6, Supplementary Fig. 31). We thus speculated that OPN might increase the migratory capacity of neuroglial cells. Indeed, OPN was shown to induce migration in astrocytes in vitro^57^. We wondered whether OPN exerts similar effects on OPCs, which was thus far not shown. A cell gap migration assay revealed that the number of OPCs which migrated into the central gap was significantly increased upon OPN treatment (Fig. 7a, b). To exclude that the increased cell number within the central gap 48 h after OPN treatment was caused by enhanced cell proliferation we quantified Ki67 positive cells. The number of Ki67 positive cells within the central gap did not differ significantly between OPN-treated and untreated OPCs (Fig. 7c). We followed up on this observation using a BrdU incorporation assay, as a more sensitive measurement of cell proliferation. Consistently, OPN did not increase the percentage of BrdU positive cells (Fig. 7d). In summary, OPN induces migration but not proliferation of OPCs in vitro.

**Fig. 7:**
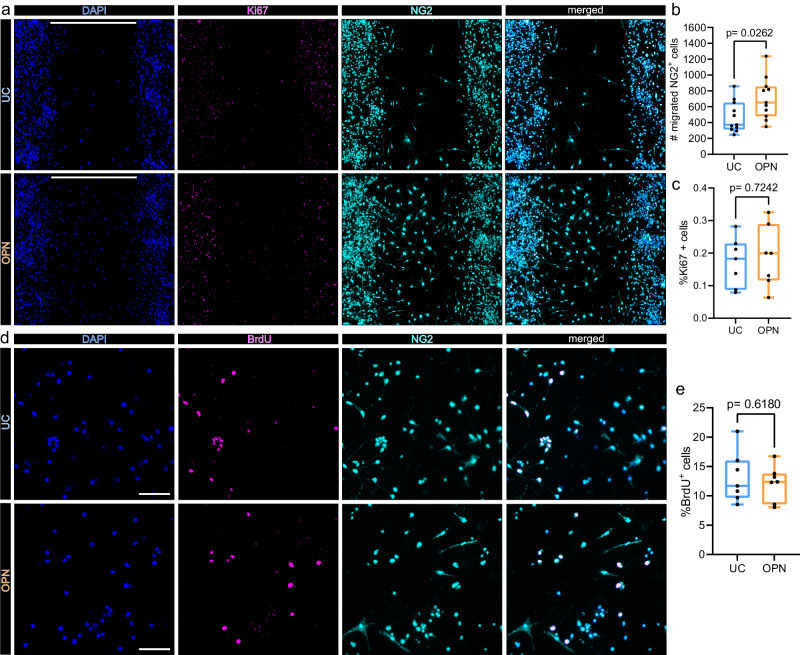
Osteopontin induces OPC migration but not proliferation in vitro. **a**–**c** In vitro cell migration assay. Cells were seeded in 2 well culture inserts, creating defined 500 µm gaps. NG2 positive cells which migrated into the 500 µm gap were quantified after 48 h of treatment. **a** Representative images of OPC cell cultures 48 h after incubation without (upper panel: untreated control = UC), or with 1 µg/ml osteopontin (OPN) (lower panel), stained for DAPI (nuclei) = blue, Ki67 = magenta and NG2 = cyan, split by channel. Scale bars denote 500 µm gaps. **b** Box plot depicting the number of NG2 positive cells, which migrated into 500 µm gaps, for each condition, *p*-values derived from two-sided unpaired Student´s *t* test (*t* = 2.400, df=20, *n* = 11 replicates per group (independent wells), from 3 independent experiments). In *n* = 7 replicates (independent wells) per group from 2 independent experiments Ki67 was visualized (**c**). **c** Box plot depicting the percentages of Ki67^+^ cells within the 500 µm gap, for each condition, *p* values derived from unpaired two-sided Student´s *t* test (t = 0.3612, df = 12). **d**–**e** Bromodeoxyuridine (BrdU) incorporation assay. **d** BrdU incorporation was visualized 24 h after incubation without (UC) (upper panel) or with 1 µg/ml OPN (lower panel). Representative x20 magnification images are shown, stained for DAPI (Nuclei) = blue, BrdU = magenta and NG2 = cyan, split by channel. Scale bars = 100 µm. **e** Box plot depicting the percentages of BrdU^+^ cells, for each group, *p* values derived from unpaired two-sided Student´s *t* test (*t* = 0.5119, df = 12, *n* = 7 replicates per group, from 2 independent experiment). All box plots depict medians, 25th to 75th percentiles as hinges, minimal and maximal values as whiskers, and individual counts, for each replicate as dots. Source data are provided as a Source Data file.

## Discussion

Reactive astrogliosis is an extensively researched hallmark of the brain´s wound healing response following cerebral ischemia^11,58^. Comparatively, the response of oligodendrocyte lineage cells to ischemic stroke has been less extensively interrogated. Moreover, the phenotypic heterogeneity within each neuroglial subpopulation and their molecular cross talk upon ischemic injury are insufficiently understood, impeding a holistic perspective on the pathobiology of ischemic stroke. Here we addressed these challenges by generating a large scale single-cell resolution transcriptomic dataset of the mammalian brain´s acute response to ischemic stroke.

Overall, neuroglial clusters emerged as the most transcriptionally perturbed cell populations within our dataset. Within the oligodendrocyte lineage we detected two transcriptional cell states which were almost uniquely detected within infarcted hemispheres. In line with previous observations^19,59^, we found proliferating OPCs at the perilesional zone of the infarcted hemisphere. However, beyond cell cycle progression the transcriptome of these cells indicated the activation of multiple survival, migration, ECM interaction and growth factor related pathways. This observation suggests pleiotropic roles of OPCs during the brain´s wound healing response to ischemic injury. Indeed, although oligodendrogenesis and hence contribution to myelination are historically the most prominently described features of OPCs, they are increasingly realized to have more multifaceted roles, particularly in response to injury^60^.

The second infarction-associated oligodendrocyte cell state occupied a unique branch at the opposite edge of the oligodendrocyte developmental trajectory. Of note, these oligodendrocytes also upregulated the immature oligodendrocyte marker *Bcas1* and expressed several cell-cell and cell-ECM interaction associated genes, typically enriched in immature oligodendrocytes. This observation might indicate an incomplete ischemic injury-induced reacquisition of immature oligodendrocytes features in a subset of mature oligodendrocytes, a speculation necessitating further investigation. Interestingly, we did not detect a clear myelination-associated gene signature within these cells. On the contrary, several myelin genes (e.g. *Mobp*, *Mbp*) were subtly downregulated and the inferred activity of several myelination and differentiation-associated TFs was decreased in these cells, as compared to homeostatic mature oligodendrocytes. This observation suggests either that these oligodendrocytes are not yet fully devoted to remyelination at this early post ischemic time point, or that they assume alternative functions during the ischemic wound healing progression. As we have only sampled brain tissue 48 h post-injury, our study is not suited to answer this question conclusively, inviting further investigations, to overcome this limitation. Importantly, recent research has demonstrated a limited and aberrant remyelination capacity of oligodendrocytes surviving demyelination compared to newly formed, progenitor-derived oligodendrocytes^61^. We therefore propose that future work elucidating the potentially divergent fates and remyelination capacities of OPCs and a priori mature oligodendrocytes, following ischemic injury will be crucial.

The transcriptional overlap between the stroke-associated oligodendrocyte lineage clusters within our dataset with previously described DAO signatures was overall limited, possibly indicating a fine tuned ischemia specific injury response. However, the DAO signatures reported in Pandey et al. (2022) are derived from rodent models of neurodegeneration and de-/remyelination with disease courses ranging from multiple weeks to months^26^. Thus, it is possible that the 48 h post-injury sampling time point in our study was too early to observe the emergence of a more prominent DAO-like signature. Subsequent studies including later sampling time intervals after injury would be advantageous to overcome this limitation of our study. Moreover, other diverging neurodegeneration-associated DAO signatures have been reported and contain further partial overlaps to the stroke-associated oligodendrocyte lineage cells in our dataset^62^, for example regarding the upregulation of interleukin 33 (*Il33)*. However, within our sample *Il33* was not upregulated in mature stroke associated oligodendrocyte and IL33 upregulation in proliferating OPCs in situ was restricted to filament-induced MCAO infarctions in rats, but not observed after thromboembolic MCAO in mice.

The majority of reactive astrocytes within our dataset upregulated gene sets associated with BBB maintenance, migration, cell-cell and ECM interaction, in line with previous work^63,64^. This transcriptional profile corresponds well to the canonical roles of astrocytes in ECM scaffold formation and spatial containment of the neurotoxic core lesions microenvironment following CNS injury^58^. As expected, the reactive astrocyte signatures within our dataset overlapped with the canonical ischemia-associated A2-signature, but not with the inflammation-induced A1-signature^31,32^. Of note, the stroke reactive astrocyte transcriptomes in our dataset overlapped partially with MS “reactive/stressed astrocytes”^23^ and neurodegeneration-associated DAA signatures^47^, highlighting common astrocyte responses to diverse neuronal injuries. Notably, we identified a small, predominantly severe infarction-derived, subset of reactive astrocytes (AC_5), characterized by an upregulation of primary cilium-associated genes. Intriguingly, a similar enrichment of primary cilium-associated genes was previously identified in reactive astrocyte subsets in MS and Parkinson’s disease^23,65^. Furthermore, Wei et al. have recently characterized a population of astrocyte-ependymal cells in spinal cord tissue which expanded after acute injury^66^. This population shared several transcriptional similarities with the reactive AC_5 subcluster in our dataset such as the upregulation of *Rfx3* and *Dnah* encoding genes and increased Foxj1 TF activity. The precise origin and function of cilia gene enriched or astrocyte-ependymal cell states in response to CNS injuries are still largely unknown. Astrocytes and ependymal cells are developmentally closely related and they form a common transcriptional taxon^67^. This cell state might thus emerge from both a priori astrocytes acquiring ependymal cell features, or ependymal cells upregulating reactive astrocyte-associated genes, or both. Importantly, the AC_5 cell state constituted a smaller reactive astrocyte cluster within our dataset which was largely restricted to severe infarctions. Importantly, our snRNAseq dataset is limited by a singular time point and lack of spatial resolution and thus cannot address these issues unambiguously. Moreover, as astrocytes (n = 1458) only constitute 2,1% of our dataset it is possible that our study does not capture the full in vivo transcriptional heterogeneity of reactive astrocytes in infarcted tissue. Further studies will thus be necessary to unveil the elusive role of these cells in ischemic stroke and other neuropathologies.

Under physiological conditions astrocytes are crucially involved in the regulation of ion and neurotransmitter signalling, as well as synapse assembly and maintenance^68^. Our findings indicate a possible loss of these homeostatic functions in stroke-reactive astrocytes. Likewise, oligodendrocyte lineage cells are increasingly recognized to be coupled to neuronal neurotransmitter signalling via bidirectional cross talk, at OPC and axo-myelinic synapses^60,69^. Notably, similarly to astrocytes, multiple neurotransmitter receptors, ion channels and ion channel interacting proteins were downregulated in oligodendrocyte lineage cells upon cerebral ischemia. Some of these genes were also downregulated subtly in the hemisphere contralateral to infarction. Further studies will be necessary to assess whether these changes functionally relate to possible disruptions of homeostatic oligodendroglia-neuronal crosstalk.

While comparing the cerebral ischemia-induced transcriptional perturbations in oligodendrocyte lineage cells and astrocytes we noticed further, more prominent similarities between infarction-restricted oligodendrocyte lineage and astrocyte populations. Similar to reactive astrocytes, infarction-restricted OPCs upregulated migration, cell-cell and ECM-interaction genes (e.g. *Met*, *Cdh2*, *Tnc*, *Adamts1*, *Adamts9*, *Vim*, *Cd44*) and colocalized with reactive astrocytes at the perilesional zone. It is thus possible that the perilesional microenvironment instructs a shared phenotype onto these populations. The partial acquisition of reactive astrocyte-associated genes in oligodendrocytes after injury has also been noted in previous studies. Importantly, Kirdajova et al. have documented the emergence of a stroke specific, transient, proliferating “Astrocyte-like NG2 glia” population seven days after focal cerebral ischemia and speculated that this population might contribute to early glial scar formation^35^. Although, a subset of OPCs progresses to myelinating oligodendrocytes following ischemic stroke particularly in young animals^19^, a substantial amount of OPCs remains undifferentiated for up to eight weeks post-injury, suggesting potential alternative cell fates^59^.

More recently it was also shown that bona fide mature oligodendrocytes can dedifferentiate via a hybrid “AO cell” state into astrocytes in vivo, in the days to weeks following traumatic and ischemic brain injury^70^. This phenotypic switch was causally linked to IL6 signalling. Interestingly, the infarction enriched mature oligodendrocytes in our dataset would be primed to respond to this cytokine due to the prominent upregulation of canonical downstream targets of IL6, such as *Il6st* and *Stat3*. However, the transcriptional similarities between reactive OPCs, oligodendrocytes and astrocyte cluster within our datasets do not necessarily indicate that they harbour the progeny of hybrid cell states. Moreover, overlaps in gene and TF signatures do not unequivocally dictate shared functions during neural regeneration. For example, traumatic injury induced STAT3 activation in astrocytes is involved in GFAP upregulation, induction of cellular hypertrophy and glial scar formation^71^, while in oligodendrocytes STAT3 signalling was implicated in maturation and remyelination after focal demyelination^72^. Importantly, our study only captures the transcriptome at 48 h after MCAO. Due to this limitation the herein presented data cannot resolve the ultimate fate of the herein described reactive neuroglial cell states and their ultimate role in subsequent stages of subacute and chronic post-stroke recovery. Therefore, further studies will be necessary to decipher the precise functional consequences of the herein described gene expressional changes in oligodendroglia and astrocytes.

The recruitment of reactive neuroglia and immune cells to the injury site is a crucial step during the acute ischemic injury response^73^. Our data indicate that myeloid cells might be involved in orchestrating this process. We confirmed the emergence of SAMC specifically within infarcted brain tissue. The sparsity of myeloid cells within non-lesioned brain tissue is a previously elaborated^74^ limitation of our nuclei isolation approach and impeded a direct comparison of SAMC to homeostatic microglia within this study, which has already been conducted elsewhere^13^. Although the herein used method of nuclei isolation is prone to exclude immune cells, they were robustly captured within infarcted tissue, highlighting their drastically increased abundance in the infarct lesion. The clearance of lipid-rich tissue debris has been established as a primary function of SAMC^13^, although alternative functions, such as the reduction of ROS stress, have been described^14^. Here we observed that myeloid cells expressing the canonical SAMC marker osteopontin accumulate in close proximity to reactive astrocytes and proliferating OPCs which robustly expressed the osteopontin receptor CD44 in the perilesional zone. Furthermore, we were able to show that osteopontin increased the migratory capacity of OPCs in vitro. Indeed, osteopontin is a well-established inductor of cellular migration in numerous cell types and has been implicated to act as a chemotactic cue via CD44 mediated signalling^56,57^. In addition, CD44 was shown to be indispensable for the migration of transplanted rat OPC-like CG4 cells towards focal demyelinated lesions^75^, and macrophage-derived osteopontin was shown to induce the extension of astrocyte processes towards the infarct perilesional zone following focal cerebral ischemia^76^. The accumulation of CD44 positive astrocytes and immune cells in the peri-infarct zone was previously shown and associated to a homing towards the CD44 ligand hyaluronic acid, which also accumulates at the peri-infarct border^77–79^. Importantly, our CCC analysis inferred that CD44 is indeed targeted by multiple ligands in infarcted tissue specifically. Likewise, osteopontin was predicted to signal onto multiple other receptors, such as integrins which was previously also associated with increased migration^80^. As the recruitment of neuroglia and immune cells to the site of injury is a prerequisite for further regenerative mechanisms, it is highly plausible that multiple redundant mechanisms have evolved to achieve this. Moreover, the role of osteopontin in ischemic stroke likely exceeds the regulation of cellular migration, although its precise contribution to post-ischemic regeneration is still controversial. For example, osteopontin has been shown to acutely aggravate ischemia-induced BBB disruption^81^, but augment white matter integrity via immunomodulatory mechanisms, in the subacute to chronic stages of stroke recovery^15^. A further complicating factor is the age dependency of many molecular cross talk events during the response to cerebral ischemia. For example, osteopontin to CD44 signaling was largely restricted to young animals in a previous study^19^. The fact that our results are based on a homogenous cohort of young, male rodents is an evident limitation that has to be taken into account when extrapolating translational considerations from this dataset.

In summary, our study captured the emergence of cell type and cerebral infarction-specific transcriptional signatures in neuroglia. Although, reactive oligodendrocyte lineage cells and astrocytes exhibited distinct responses their transcriptional signatures overlapped substantially, indicating a shared molecular ischemia response repertoire and possibly shared functions during regeneration. Moreover, we uncovered a shared immuno-glial molecular cross talk, which implicated myeloid cells as contributors to OPC and reactive astrocyte recruitment to the injury site via the osteopontin CD44 signaling axis. Beyond the diverse transcriptional response patterns highlighted in our analysis, the large-scale dataset generated within this study will provide an instrumental resource for the interrogation of acute cell type-specific responses to ischemic stroke. We propose, that this approach will contribute to untangle the complex mechanisms governing post-ischemic neural regeneration, ultimately aiding in the discovery of novel treatment strategies to alleviate the devastating consequences of ischemic stroke.

## Methods

### Study approval/ethics statement

All in vivo animal experiments were performed in accordance with the French ethical law (Decree 2013-118) and the European Union directive (2010/63/EU). The protocol was submitted for ethic approval to the French Ministry of Research and the ethical committee (CENOMEXA—registered under the reference CENOMEXA-C2EA—54) and received the agreement numbers #36435 and #36135. The experiments have been reported in compliance with ARRIVE 2.0 guidelines. Archived human biopsy-derived brain tissue, which was provided by donors upon informed consent, was used in agreement with the Medical University of Vienna ethics committee votes: EK1636/2019, EK1454/2018). Donors did not receive financial compensation for consent.

### Animal husbandry

Experiments were performed on male Wistar rats (6 weeks at receipt, ± 30 g, Janvier Lab, Le Genest-Sainte-Isle) and C57BL/6J mice (6–7 weeks at receipt, BW: 20–25 g, Janvier Lab, Le Genest-Sainte-Isle). All animals included in in vivo experiments were male, to reduce a priori biological variability within the study cohort. Throughout the experiments, animals were maintained in standard husbandry conditions (temperature: 22 ± 2 °C; hygrometry: 50 ± 20%), under reversed light-dark cycle (light from 08:00 to 20:00), with ad libitum access to water and food. Rats were housed at two per cage and mice at five per cage in the presence of enrichment.

### Permanent middle cerebral artery occlusion (MCAO) model in rats

Cerebral ischemia was induced by intraluminal occlusion of the middle cerebral artery (MCAO). Briefly, rats were anesthetized with isoflurane (2-2.5%) in a mixture of O_2_/N_2_O (30%/70%). During surgery, animal temperature was monitored with a rectal probe and was maintained at 37.5 °C with a heating pad. To induce permanent occlusion of the middle cerebral artery (MCA) a silicone rubber-coated monofilament (size 5-0, diameter 0.15 mm, length 30 mm; diameter with coating 0.38  + /− 0.02 mm; Doccol, Sharon, MA, USA) was introduced into the lumen of the right external carotid, advanced through the internal carotid, and gently pushed up to the origin of the MCA. After wound stitching, the rats were returned to their home cage after receiving analgesics (buprenorphine, 0.05 mg/kg, subcutaneously). In Sham-operated animals all experimental procedures were performed except for the filament insertion.

### Thromboembolic stroke model in mice

Permanent thromboembolic middle cerebral artery (MCA) occlusion was performed as originally described^82^. Briefly, under aseptic conditions, mice were anesthetized with isoflurane (5%) and maintained with 2% isoflurane in a 70%/30% mixture of NO_2_/O_2_. Buprenorphine was injected subcutaneously (0.5 mg/kg) and local anesthesia was performed by instillation of lidocaine in both ears. During the surgical procedure, animal temperature was monitored using a rectal probe and a heating pad was used to maintain body temperature at 37 °C. Mice were fixed in a stereotaxic device and the right temporal lobe muscle was retracted, followed by craniotomy. After excision of the dura the right MCA was exposed. A glass micropipette filled with 1 µl murine alpha thrombin (1 UI, Stago, NL) was introduced into the MCA lumen. Then, in situ clot formation was induced by thrombin injection. After 10 min, the clot was stabilized and the pipette was removed. Buprenorphine (0.5 mg/kg) was subcutaneously administered to ensure analgesic coverage before waking up.

### Magnetic resonance imaging (MRI)

To confirm successful induction of ischemic stroke and determine the anatomical localization of the stroke lesion MRI was carried out 48 h after stroke onset, on a Pharmascan 7 T MRI system, using surface coils (Bruker, Germany), following a previously described approach^83^. For lesion volume evaluation, T2-weighted images were acquired using a multislice multiecho sequence: TE/TR 33 ms/2500 ms. Lesion sizes were quantified on these images using ImageJ software. Lesion volumes were determined by a trained investigator blinded to condition and are expressed in mm^3^.

### Tissue sampling

After completion of MRI studies, animals were sacrificed via sharp blade decapitation in isoflurane anaesthesia, as described above. For single nucleus RNA sequencing studies whole rat brains were extracted and swiftly cut into standardized coronal sections using an adult rat brain slicer matrix (BSRAS003-1, with 3 mm coronal section intervals, Zivic Instruments, Pittsburgh, PA, USA) and hemispheres were separated. Coronal slices, separated by hemisphere were then immediately snap frozen in liquid nitrogen and stored at –80 °C until further transport on dry ice.

For Immunofluorescence (IF) assays anesthetized animals were transcardially perfused with DPBS, followed by perfusion with 4%PFA in DPBS, brains were harvested whole, further post fixed overnight in 4%PFA in DPBS, and washed three times in DPBS. Brains were then stored in DPBS with 0.05% Sodium Azide at 4 °C until further processing. To match the anatomical regions used for snRNAseq assays, rat brains where cut into standardized coronal sections using the same adult rat brain slicer matrix (BSRAS003-1), described above. From murine brains coronal section between Bregma anterior-posterior −0.8 and +0.8 were used for IF assays. After cutting, brain tissue was dehydrated and embedded in paraffin.

### Single-nuclei preparation

Single-nuclei suspensions were prepared as previously described^74^. Briefly, frozen brain sections were thawed in ice cold Nuclei Extraction Buffer (cat#: 130-128-024, Miltenyi) in gentleMACS™ C-Tubes (cat#: 130-093-237, Miltenyi Biotec, Bergisch Gladbach, Germany), followed by automated gentleMACS™ Octo dissociation (cat#: 130-096-427, Miltenyi) using program: 4C_nuclei_1 and a further 6 min incubation on ice. Suspensions were then strained into 15 ml polypropylene tubes (cat#: 430766, Corning, Corning, NY, USA) over 70 µm strainers (cat#: 542070, Greiner Bio-One International GmbH, Kremsmünster, Austria), 4 ml of ice cold nuclei extraction buffer were added, followed by centrifugation at 500 g, 4 °C, for 5 min on a swing bucket centrifuge (Allegra X-12R, Beckman Coulter, Brea, CA, USA). The supernatant was decanted and the pellet was resuspended in 0.25% (vol/vol) Glycerol (cat#: G5516, Sigma Aldrich) and 5% (wt/vol) bovine serum albumin (BSA) (cat#A-9647, Sigma Aldrich) in Dulbecco’s phosphate-buffered saline (DPBS) (cat# 14190-94, Gibco, ThermoFisher Scientific, Waltham, MA, USA)) ( = nucleus wash buffer (NWB1), buffer composition derived from^84^. Suspensions were then strained through 40 µm strainers (cat#: 352340, Falcon®, Corning) and centrifuged at a swing bucket centrifuge at 500 g, 4 °C for 5 min. The pellet containing nuclei and debris was resuspended in a Tricin-KOH buffered (pH 7.8), 10% Iodixanol solution (10% Iodixanol (OptiPrep™, cat#: 7820, STEMCELL Technologies, Vancouver, BC, Canada), 25 mM KCl (cat#: 60142), 5 mM MgCl2 (cat#: M1028), 20 mM Tricin (cat#: T0377) KOH (cat#: 484016), 200 mM Sucrose (cat#: S0389), all from Sigma Aldrich) and gently layered on top of a 20% Iodixanol gradient cushion (20% Iodixanol, 150 mM Sucrose, 25 mM KCl, 5 mM MgCl2, 20 mM Tricine-KOH, pH 7.8) in 14×89 mm thin wall polypropylene centrifuge tubes (cat#: 344059, Beckman Coulter, Brea, CA, USA). An Optima L-80 Ultracentrifuge (serial#: Col94H18, Beckman Coulter), with swing bucket SW41 Ti cartridges, precooled to 4 °C was used for gradient centrifugation at 10000 g, for 30 min, with maximal acceleration and no brake. Following centrifugation, debris fractions were discarded and the purified nuclei pellet was resuspended in ice cold NWB1 and strained over 30 µm strainers (cat#: 130-098-458, Miltenyi). The suspension was centrifuged at a swing bucket centrifuge at 500 g, 4 °C, for 5 min, supernatant was discarded and nuclei were resuspended in a solution of 3% BSA, 0.125% Glycerol, in DPBS ( = NWB2). This washing step was repeated once. Finally, nuclei were resuspended in a solution of 1.5% BSA in DPBS on ice. To obtain nuclei counts, nuclei were stained using the Acridine Orange/Propidium Iodide (AO/PI) Cell Viability Kit (cat#: F23001, Logos Biosystems, Anyang-si, Gyeonggi-do, South Korea). Nuclei were counted as PI positive events using a LUNA-FL™ Dual Fluorescence Cell Counter (cat#: L20001 Logos Biosystems). The fraction of non-lysed Acridine Orange + cells was <5% in all samples. All buffers used during nuclei purification were supplemented with 0.2 U/μl RiboLock RNase Inhibitor (cas#: EO0384, ThermoFisher Scientific, Waltham, MA, USA).

### Single-nucleus processing and library preparation

Processing of single-nuclei suspensions was performed as previously described^74^, using the Chromium™ Next GEM Single Cell 5’ Kit v2 (PN-1000263, 10 × Genomics, Pleasanton, CA, USA), as per manufacturer´s protocols (CG000331 Rev D, 10 × Genomics). In brief, for Gel Beads-in-Emulsion (GEMs) generation we loaded nuclei onto Chromium™ Next GEM Chips K (PN- 1000286,10 × Genomics), aiming at a recovery of 10-12 × 10^3^ nuclei per lane, followed by GEM reverse transcription (GEM-RT) and clean up. GEM-RT products were subjected to 14 cycle of cDNA amplification using 10X poly(dT) primers, followed by 10 × 5’ gene expression library construction. The Single Index Kit TT Set A (PN 1000215, 10X Genomics) was used for sample indexing during library construction. SPRIselect Reagent Kit (cat#: B23318, Beckman Coulter) beads were used for clean-up procedures, as per 10X protocols instructions. The quality of the obtained libraries was assessed using a DNA screen tape D5000 on a TapeStation 4150 (Agilent Technologies, Santa Clara, CA, USA) and cDNA was quantified using a Qubit 1xdsDNA HS assay kit (cat#: Q33231) on a QuBit 4.0 fluorometer (Invitrogen, ThermoFisher Scientific). Libraries with unique indices were then pooled in equimolar ratios before sequencing.

### Sequencing, pre-processing, and quality control

Samples were sequenced paired-end, with dual indexing (read length 50 bp) using a NovaSeq 6000 (Illumina, San Diego, CA, USA). All samples were processed on the same flow cell. Raw gene counts were obtained by demultiplexing and alignment of reads to the most current *rattus norvegicus* reference genome mRatBN7.2, using the Cellranger v.7.0.0 pipeline, including intronic reads in the count matrix to account for unspliced nuclear transcripts, as per developer’s recommendations. Cellranger outputs were further processed utilizing R and R Studio (R version 4.2.2, The R Foundation, Vienna, Austria), using the below indicated packages. Unless otherwise stated, all computational snRNAseq analyses were carried out within the environment of the Seurat package v.4.3.0^85^, as per the developer’s vignettes.

For each individual dataset UMI count matrices were generated and converted to Seurat Objects, preliminary normalization and variance stabilization was performed using the SCTransform, v2 regularization^86,87^, followed by PCA dimensionality reduction with 50 principal components, and graph-based clustering using the “RunUMAP” “FindNeighbors” and “FindClusters” commands.

Using the preliminary clustering information for each dataset, ambient RNA contamination was estimated and ambient RNA was removed using the SoupX v1.6.2 package^88^, following developers vignettes. The decontaminated expression matrices were then further processed following the standard Seurat quality control pipeline. Briefly, nuclei with <500 UMI counts, <250 or >5000 expressed genes and >5% mitochondrial genes expressed, were removed from downstream analysis. Doublets were estimated and removed using the DoubletFinder v2.0.3 package^89^, as per developers vignettes. All genes with less than 3 UMI counts per feature and all mitochondrial genes were removed from downstream analyses.

### Dataset integration

After the above-described quality control pipeline, normalization and variance stabilization was performed for all individual datasets, utilizing SCTransform, with v2 regularization, with the percentage of mitochondrial reads “percent.mt” passed to the “vars.to.regress” argument. All datasets were then integrated using reciprocal PCA (RPCA) based integration. Briefly, the top 3000 highly variable genes were selected utilizing the “SelectIntegrationFeatures” function. The datasets were then prepared for integration using the “PrepSCTIntegration” function, dimensionality reduction was performed for all datasets using the “RunPCA” command and integration anchors were established using the “FindIntegrationAnchors” function, with RPCA reduction using the first 30 dimensions and the “k.anchor” argument set to 10. All datasets were then integrated using the “IntegrateData” function, generating a single integrated, batch-corrected expression matrix, which was used for all further downstream analyses.

### Clustering and subclustering of cell types

The Seurat function “RunPCA” was used for principal component analysis (PCA) followed by UMAP (Uniform Manifold Approximation and Projection) dimensionality reduction and Louvain clustering, using the “RunUMAP” “FindNeighbors” and “FindClusters” functions. For sub-clustering analysis, the clusters of interest were subset, split by sample and normalization, variance stabilization and integration was reiterated with the same parameters as described above. Thereafter PCA, UMAP dimensionality reduction and Louvain clustering were reiterated on the reintegrated and pre-processed subset to derive sub-clusters.

### Differential gene expression analysis

The MAST statistical framework^90^ within Seurat’s “FindAllMarkers” and “FindMarkers” functions was used for differentially expressed gene (DEG) calculations to identify cluster markers, and between group differences in gene expression, as previously described^74^, with minor modifications. Briefly, only genes expressed in a minimum of 10% of nuclei in either tested group were considered. Log-normalized RNA-counts were used for DEG analyses. The number of UMIs and the percentage of mitochondrial reads, were passed to the “latent.vars” argument. For between group comparison we defined a ∣log_2_fold change ≥ 0.6∣ and Bonferroni-adjusted *p*-value <0.05 as DEG thresholds.

### Module score calculations

Seurat’s “AddModuleScore” function was used to calculate module scores, for previously published gene sets, for each nucleus. All gene sets used are described in detail in Supplementary Data 2. Human and mouse gene symbols were converted to human orthologs using the gorth tool in gprofiler2^91^, before module score calculation. Estimation of cell cycle phases was conducted using Seurat’s “CellCycleScoring” function, as per developer’s vignettes.

### Enrichment analysis

Enrichment analysis was performed as previously described^74^. Briefly, rat gene names of DEGs of interest were first converted to human orthologs using the gorth tool in gprofiler2 and used as input for Enrichr^92^. For enrichment analyses of infarction-restricted oligodendrocyte lineage clusters, DEGs derived from the comparison of OPC_1 to OPC_0 and MOLIGO_1 to MOLIGO_2 were imputed. For enrichment analyses of infarction-restricted astrocyte subclusters, DEGs derived from the separate comparison of AC_3, AC_4, or AC_5 to AC_1 and AC_2, pooled were used as input. We queried the gene set databases “GO Biological Process 2023”, “GO Molecular Function 2023”, “Reactome 2022” and “KEGG 2021 Human”. All enriched terms derived from these analyses are reported in Supplementary Data 5 and 10 for oligodendrocyte lineage and astrocyte sub-sclusters, respectively. Only enriched terms with Benjamini-Hochberg method adjusted *p* values of <0.05 were retained, for further analyses. Significantly enriched terms were then ranked by their respective “Combined Score”, which accounts for Fisher’s exact test *p*-values and the term’s deviation to its expected rank^92^. Up to TOP 20 enriched terms per subcluster and queried database, ranked by “Combined Score” are presented as dotplots, corresponding gene by term matrices are given in Supplementary Data 5 and 10. The majority of the highlighted genes within Figs. 2 and 4, were derived from these data.

### Cell trajectory based pseudotime inference analysis

We conducted pseudotime trajectory analyses on the oligodendrocyte lineage subset using Monocle3 v.1.3.1^93,94^, following the developer’s vignettes. First we ordered oligodendrocyte lineage cells along a pseudo-temporal trajectory, to infer whether the observed subclusters followed the established developmental trajectory of the oligodendrocyte lineage. Furthermore, this analysis was conducted to investigate the emergence of stroke-specific deviations from the homeostatic oligodendrocyte lineage trajectory. To this end, we converted the fully processed Seurat subset into a CDS object using the “as.cell_data_set” command and pre-processed the CDC object for subsequent analyses using the “estimate_size_factors” and “preprocess_cds” functions at default parameters and transferred the cell cluster annotations and UMAP cell embeddings from the original Seurat object. Trajectory graph construction and estimation of pseudotime was performed using the “learn_graph” and “order_cells” functions. Because OPCs are the canonical progenitor population of oligodendrocytes and the OPC cluster OPC_0 was the only OPC cluster conserved across all dataset this cluster was chosen as root, for ordering nuclei in pseudotime, which is a measure of the progress of an individual cell through an inferred trajectory.

We also investigated which genes change dynamically across the developmental trajectory and whether these genes could be grouped into co-regulated modules. To achieve this, the Moran’s I test based function “graph_test” was used to identify genes, which expressions are correlated or anticorrelated in adjacent cells along the inferred pseudotime trajectory, that is genes which expression changes as a function of pseudotime. “Principal_graph” was passed to the neighbor_graph argument in the function, as indicated by the packages developers and the obtained dataframe was subset to genes with corresponding q-values <0.05 and morans I > 0.05. Thereafter, we used the “find_gene_modles” function, which runs UMAP and subsequent Louvain community analyses to identify co-regulated gene modules, at a resolution of 0.01. For plotting, the aggregate gene expression of all genes within a respective model was generated using the “aggregate_gene_expression” function. All co-regulated gene modules inferred from this analyses are provided in Supplementary Data 6.

### Inference of transcription factor activity

We used the R package decoupleR, as per developers vignettes to infer transcription factor (TF) activities, which estimate the likelihood of the transcriptional activity of a respective TF, based on the expression of its known downstream transcripts within the dataset^41^. Briefly, CollecTRIs´ rat regulon database was retrieved via Omnipath^95^ using the “get_collectri” function. DecoupleR´s Univariate Linear Model (ulm) was run on normalized log-transformed RNA counts using the “run_ulm” function, to infer transcription factor activity scores for each nucleus. Inferred transcription factor activity scores were then aggregate for each cluster within each group and presented as heatmaps.

### Cell-cell communication inference analysis

To infer potential cell-cell communication (CCC) events between cell types we used the LIgand-receptor ANalysis frAmework (LIANA) v.0.1.12, following developer’s vignettes^95,96^. Briefly, LIANA combines multiple algorithms and underlying databases with known cell-cell communication pairs to infer CCC events, including ligand receptors pairs, but also communication events through secreted enzymes, extracellular matrix proteins, or direct contact (e.g. cell-cell adhesion proteins), based on the gene expressional profiles within the dataset. Using the “generate_homologs” function LIANA’s consensus CCC resource entries were converted to *rattus norvegicus* ortholog gene symbols. The functions “liana_wrap” and “liana aggregate” were used at default settings to infer ligand receptor pairs and obtain consensus ranks across all default CCC methods using Robust Rank Aggregation (RRA). Only predicted ligand receptor interactions with aggregate rank scores ≤0.05 were retained for subsequent analyses.

### Visualization of bioinformatics data

The following R packages were used for data visualization: Seurat v.4.3.0, Monocle3 v.1.3.1, ggplot2 v.3.2.2^97^, EnhancedVolcano v.1.16.0^98^, UpSetR v.1.4.0^99^, scCustomize v.1.1.1^100^, SCPubr v. 2.0.1^101^, ComplexHeatmap v. 2.14.0^102^ and pheatmap v. 1.0.12^103^. For schematics templates from BioRender.com and schematics drawn in Sketchbook v.5.1 (Autodesk Inc., San Rafael, CA, USA), Affinity Designer v.1.10.6.1665 and Affinity Photo v.1.10.5.1342 (Serif, Nottingham, United Kingdom) were used.

### Human brain tissue samples

Archived formalin-fixed, paraffin-embedded (FFPE) biopsy samples from 4 patients, (1 male, 3 females, 33 to 60 years of age) were included. Samples were graded by trained neuropathologists as cerebral infarctions in the stage of macrophage resorption (Stage II) and pseudo cystic cavity formation (Stage III), in accordance with previously described histopathological classifications^104^.

### Immunofluorescence staining

For Immunofluorescence (IF) staining 5 µm thick rat coronal whole brain sections and 3 μm thick human FFPE tissue sections were cut from paraffin blocks. After deparaffinization, sections were blocked in 0, 9% H_2_O_2_ in methanol for 10 min and washed three times in ddH_2_O, followed by 40 min of heat induced epitope retrieval (HIER) using DAKO Target Retrieval Solution pH6, or pH9 (cat# S2369, S2367, DAKO - Agilent Technologies), in a Braun household food steamer. Sections were allowed to cool for 20 min at room temperature, washed thrice in DPBS, and incubated with 1% sodium borohydride (cat# 1063710100, Merck Millipore, Burlington, MA, USA) in DPBS for 3 minutes to quench autofluoresence, followed by 3 washes in ddH2O and 3 washes in DPBS. Sections were then blocked and permeabilized in protein-blocking buffer (DPBS with 2% BSA, 10% fish gelatin (cat#: G7041, Sigma-Aldrich), 0.2% Triton-X (cat# T9284, Sigma-Aldrich)) for 30 min at room temperature. For staining’s in which mouse-derived primary antibodies were applied on mouse tissue, the sections were blocked for an additional 30 min with 10% M.O.M.® (Mouse on Mouse) Blocking Reagent (cat# MKB-2213-1, Vector Laboratories, Newark, CA, USA). For some staining’s we directly labelled primary antibodies using FlexAble CoraLite® Plus Antibody Labeling Kits (Proteintech, Rosemont, IL, USA), as per the manufacturer’s instructions. To colocalize antigens in tissue sections using primary antibodies derived from the same host species (all rabbit derived) we used the following approach. Tissue sections were incubated with the first primary antibody for 18 h at 4 °C, washed three times in DPBS and incubated with an appropriate secondary antibody for 1 h at room temperature. Thereafter sections were washed three times in DPBS and blocked with 10% rabbit serum in DPBS for 45 min, to block residual unbound epitopes of the secondary anti-rabbit antibodies. Sections were then incubated with fluorophore labeled primary antibodies for 16-18 h at 4 °C, washed thrice in DPBS, incubated with DAPI (cat#: 62248, ThermoFisher Scientific), at a dilution of 1:1000 for 5 minutes, washed again 3 times in DPBS and 2 times in ddH_2_O and finally mounted in Aqua Polymount medium (cat#: 18606, Polysciences, Warrington, PA, USA). For immunofluorescence assays using antibodies from different host species, all primary antibodies were applied concomitantly for 16–18 h at 4 °C, sections were rinsed thrice in DPBS, incubated with appropriate secondary antibodies for 1 h at room temperature, washed, DAPI counterstained and mounted as described above. 2% BSA and 5% fish gelatin in DPBS was used as antibody diluent in all assays. All antibodies and labelling kits used are summarized in Supplementary Table 2 and antibody combinations, dilutions and corresponding HIER treatments, for all IF stainings are detailed in Supplementary Table 3.

### Luxol Fast Blue staining

Myelin was visualized using Luxol Fast Blue (LFB) staining. Briefly, deparaffinized 5 µm thick rat or mouse coronal brain sections were incubated in 0.1% LFB (cat#: 315390-0025, RAL Diagnostics, Martillac, France.) at 56-60 °C over night, rinsed in ddH_2_O and incubated for 5 min in 0.1% Li_2_CO_3_ in ddH_2_O. LFB staining was developed in 70% ethanol, sections were thereafter rinsed in ddH_2_O, and counterstained with Nuclear Fast Red (cat#:10264.01000, Morphisto, Offenbach am Main, Germany) for 20 min, rinsed in ddH_2_O and embedded.

### Microscopy and quantification

Sections were imaged at an OLYMPUS BX63 fluorescence microscope, with motorized stage, using Olympus cellSens software (Olympus, Shinjuku, Tokyo, Japan). Tissue sections were scanned at 20x magnification using cellSens´ manual panoramic imagining (MIA) function, with automatic shading correction, at default settings. All downstream analyses were performed in QuPath^105^. Cell counts were obtained in perilesional cortical grey matter and white matter regions of the ipsilateral stroke lesioned hemisphere, as well as anatomically corresponding regions in the contralateral hemisphere and matched section from Sham-operated animals. T2 weighted MRI images from the same animals were used to guide the definition of perilesional and lesional areas. Grey matter (GM) ROIs were defined as 1 mm^2^ (800 × 1250 µm) rectangles, at the border of the stroke lesion. GM ROIs were placed in the perilesional zone, so that the area corresponding to the rim of the T2-weighted hyperintense lesions was located in the middle of the GM ROI rectangle. Due to the variable area and contribution of large white matter tracts to the perilesional and lesion area, white matter ROIs of approximately 1 mm^2^ were defined using QuPaths brush annotation tool, encompassing the corpus callosum and variable portions of the external capsule. In rat brain tissue rectangular core lesion ROIs measuring approximately 2.5–4 mm^2^, depending on the overall size of the lesion were placed in the middle of the lesioned area, as defined by T2-weighted MRI data, in a distance of at least 500 µm from the nearest lesion boarder. In mice rectangular core lesion ROIs of approximately 0.6-0.8 mm^2^, depending on the overall size of the lesion were placed in the middle of the lesioned area, as defined by T2-weighted MRI data in a maximal distance from the lesion boarders.

Cells were identified using the Cell detection function, based on nuclear DAPI signal and intensity features, including Haralick features, as well as smoothed features (Radius(FWHM) = 50 µm) were computed for each channel of interest on every analysed tissue section. For standardized annotation of immunopositive cells, object classifiers were trained, using QuPaths´ random trees algorithm on at least 100 cells per tissue section, for each channel. The obtained cell counts were exported and normalized to 1 mm^2^, for statistical analyses.

### Purification of rodent oligodendrocyte precursor cells OPC

Primary rodent OPCs were purified using differential detachment as previously described^74^, with minor modifications. Briefly, forebrains from a total of 20 E20 fetal rat cortices, derived from three timed pregnant Sprague Dawley rat dams (Charles river) were separated from meninges, dissected in ice cold HBSS (cat#: 14175095, Gibco, ThermoFisher Scientific) and enzymatically dissociated using Miltenyis Neural Tissue Dissociation Kit (P) (cat #: 130-092-628, Miltenyi) and a gentleMACS™ Octo Dissociator with Heaters (cat#: 130-096-427, Miltenyi) (program: 37C_NTDK_1), as per manufacturer’s instructions. Ice cold DMEM/F12 + Glutamax 4 mM (cat#: 31331093, Gibco, ThermoFisher Scientific), supplemented with 10% heat inactivated fetal bovine serum (FBS) (cat#: 10500064, Gibco, ThermoFisher Scientific) was used to stop enzymatic dissociation and the cell suspension was filtered (70 μm filters) and centrifuged for 4 min at 300 g, at room temperature, on a swing bucket centrifuge. After decanting the supernatant, the cell pellet was suspended in mixed neural culture medium: DMEM/F12+ Glutamax 4 mM, 10% FBS, 1% Penicillin-Streptomycin (P/S) (cat#: 15140122, Gibco, ThermoFisher Scientific), 1% B27 supplement (cat#: 17504044, Gibco, ThermoFisher Scientific). Cells were seeded in Poly-L-lysin–hydrobromid (PLL) (cat#: P1524, Sigma Aldrich) coated T75 flasks (cat#: CLS430641U, Corning) at a density of approximately 3.5 ×10^6^ cells per T75 flask and maintained in mixed neural culture medium for 8-10 days, with media half changes every 48 h. At day in vitro (DIV) 8-10 flasks were sealed air tight and shaken at 275 rpm, 37 °C on an orbital shaker (MTS 4, IKA-Werke GmbH & Co. KG, Staufen, Germany) in a humidified incubator for 1 h. This step detached the majority of loosely attached microglia, which were removed by a full media change with mixed neural culture medium. Thereafter, the T-75 flasks were allowed to equilibrate in a humidified incubator at 95%O_2_/5%CO_2_ for 2 h, resealed and shaken at 300 rpm, 37 °C for 16-18 h. Supernatant with detached OPCs was collected, filtered (40 µm filters) and plated in 94/1 mm non-cell culture treated petri dishes (cat#: 632181, Greiner bio-one) and incubated for 50 min in a humidified cell culture incubator. Supernatant with non-attached OPCs was collected, plates with attached residual microglia were discarded. OPCs containing supernatant was centrifuged at 300 g for 4 min and OPCs were resuspended in defined serum free OPC base medium. OPC base medium consisted of DMEM/F12 + Glutamax 4 mM, 1 mM sodium pyruvate (cat#: 11360070, Gibco, ThermoFisher Scientific), 10 ng/ml d-Biotin (cat#: B4639), 5 μg/ml N-Acetyl-L-cysteine (cat#: A9165), 62.5 ng/ml progesterone (cat#: P8783), 5 μg/ml Insulin (cat#: I6634), 40 ng/ml sodium selenite (cat#: S5261), 100 μg/ml Transferrin (cat#: T1147), 100 μg/ml BSA, all from Sigma Aldrich, 16 μg/ml putrescine (cat#: A18312, ThermoFisher Scientific), 1% P/S and 2% B27.

### In vitro OPC migration assay

2 well culture-inserts (cat#: 80209, Ibidi, Gräfelfing, Germany), in PLL coated 4 well chamber slides (cat#: 354114, Falcon, Corning) were used for migration assays. 50 µl OPC cell suspension at a concentration of 1 × 10^6^ cells/ml were seeded in OPC base medium, supplemented with 20 ng/ml platelet-derived growth factor A (PDGF-A) (cat#: PPT-100-13A-50, Biozol, Eching, Germany), in each well. Cells were allowed to attach for 16–18 h. Thereafter, the culture-insert was removed leaving a defined 500 μm cell free gap. Medium was then changed to 500 µl OPC base medium (untreated control ( = UC)) or OPC base medium supplemented with 1 ug/ml Osteopontin (cat#: 6359-OP, R&D Systems, Minneapolis, MN, USA) (OPN). After 48 h of migration cells were fixed with 4% paraformaldehyde in DPBS for 20 min at room temperature and washed three times with DPBS, followed by blocking and permeabilization in 2% BSA, 10% fish gelatin and 0.2% Triton-X. Cy3® conjugated anti-NG2, diluted 1:50 (cat#: AB5320C3, Sigma Aldrich) and CoraLite® Plus 488 conjugated Ki67, at a concentration of 2 µg/ml (cat#: Ab15589, Abcam, labelled with the FlexAble CoraLite® Plus 488 Antibody Labeling Kit Cat#: KFA001, Proteintech) were used to visualize OPCs and mitosis committed nuclei, respectively. 2% BSA and 5% fish gelatine in DPBS was used as antibody diluent and antibody dilutions were applied over night at 4 °C. Thereafter cells were washed three times in DPBS, incubated with DAPI (1:1000) for 5 min, washed an additional three times in DPBS, and two times in ddH_2_O before mounting in Aqua Polymount medium. All NG2 positive and NG2/Ki67 double positive cells within the 500 µm gap area, of each replicate, were counted at a OLYMPUS BX63 fluorescence microscope using Olympus cellSens software (Olympus, Shinjuku, Tokyo, Japan).

### Bromodeoxyuridine (BrdU) incorporation assay

BrdU incorporation assays were used to assess OPC proliferation in vitro. OPCs were plated on PLL coated cover slips (cat#: CB00120RA020MNZ0, Epredia, Portsmouth NH, USA), in 24 well plates (cat#: 3527, Costar, Corning) at a density of 0.5 × 10^5^ cells per well in OPC base medium, supplemented with 20 ng/ml PDGF-A and were allowed to attach and equilibrate for 24 h. Thereafter, PDGF-A supplemented medium was removed and cells were rinsed once in OPC base medium to remove residual PDGF-A. OPCs were then treated with osteopontin at a concentration of 1 µg/ml (OPN condition) untreated OPCs in OPC base medium alone served as controls (UC condition). Cells were treated for 24 h, during the last 6 h 10 µM BrdU (cat# 51-2420KC) was added. Cells were fixed and permeabilized with BD Cytofix/Cytoperm buffer (cat# 51-2090KE) for 20 min, washed thrice in BD Perm/Wash buffer (cat# 51-2091KE) and refixed for an additional 10 min in BD Cytofix/Cytoperm buffer, followed by incubation with 300 µg/ml DNAse (cat# 51-2358KC) in DPBS at 37 °C for 1 h to expose nuclear BrdU, as per manufacturers recommendations. All reagents from BD Bioscience (Franklin Lakes, NJ, USA).

Cells were then washed thrice in BD Perm/Wash buffer, blocked with 2% BSA, 10% fish gelatine in DPBS for 30 min and FITC conjugated anti-BrdU antibody (cat# 51-2356KC, BD Bioscience), and Cy3® conjugated anti-NG2 (cat# AB5320C3, Sigma Aldrich), both diluted 1:50 in 2% BSA and 5% fish gelatine in DPBS were applied. After overnight incubation, cells were washed thrice in DPBS, incubated with DAPI (1:1000) for 5 min, washed an additional 3 times in DPBS, and 2 times in ddH2O before mounting in Aqua Polymount medium. For each condition 4 cover slips were imaged and NG2 positive and NG2/BrdU double positive cells in 2 random 20X magnification fields of view per cover slip were counted at an OLYMPUS BX63 fluorescence microscope using Olympus cellSens software.

### Statistical analyses

For cell counts from IF stainings´ in tissue sections we performed Kruskal–Wallis-H-tests, followed by Dunn’s post-hoc comparisons, when comparing more than 2 groups, and Mann–Whitney *U* tests, when comparing 2 groups, as the data structure did not satisfy the prerequisites for parametric tests. Cell counts obtained from cell culture assays were analysed using unpaired two-sided Student´s *t* tests. Cell counts are reported as mean ± SD through the main text and represented as box plots, depicting medians, 25th to 75th percentiles as hinges, minimal and maximal values as whiskers, and individual counts as dots throughout all respective figures. A *p*-value of <0.05 was set as threshold for statistical significance. All statistical analyses were carried out using GraphPad Prism v.9.0.0 (GraphPad Software).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Supplementary Data 11

Reporting Summary

Peer Review File

### Source data

Source Data

## Data Availability

Single nucleus RNA-seq datasets generated in this study have been deposited in the NCBI-GEO database under the GEO accession number: GSE250245. The source data generated in this study underlying all reported figures are provided in the Supplementary and Source Data files. Source data are provided with this paper.

How the deposited data were processed for this re-analysis (not part of the article)

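The re-analysis covers the single-nucleus RNA data of 11 rats, taken 48 h after the operation. The nuclei were pooled into 6 libraries, 1 per hemisphere and group: Sham L and Sham R from 4 rats, mMCAO contra and mMCAO ipsi from 3 rats with moderate infarctions, and sMCAO contra and sMCAO ipsi from 4 rats with severe infarctions. As in the paper, these were taken as 3 groups of 2 libraries, Sham, MCAO contra and MCAO ipsi. The 2 libraries of a group are not independent animals of 1 condition, since Sham L and Sham R are hemispheres of the same rats and the others differ in severity.

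The authors made the counts with Cell Ranger from reads of a droplet-based 5' kit, aligned to the rat genome mRatBN7.2 with intronic reads included. As deposited, the values are raw UMI counts, whole numbers per gene and nucleus, for 30560 genes in the nuclei that Cell Ranger called. The removal of free RNA with SoupX, the filters and the removal of doublets with DoubletFinder that the paper describes come after this step and are not part of the counts. Reads, mouse tissue, MRI and stained sections were not analysed here.

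The files hold 13138 nuclei of Sham L, 13631 nuclei of Sham R, 14508 nuclei of mMCAO contra, 12972 nuclei of mMCAO ipsi, 10803 nuclei of sMCAO contra and 8774 nuclei of sMCAO ipsi. The paper's limits (at least 500 UMIs, 250 to 5000 genes, at most 5% mitochondrial UMIs) left 13125, 13626, 14491, 12948, 10794 and 8665 of them in the same order. Their median depth was 3031 UMIs in Sham L, 2271 in Sham R, 3360 in mMCAO contra, 3178 in mMCAO ipsi, 2864 in sMCAO contra and 2059 in sMCAO ipsi, and the median number of genes ran from 1243 in Sham R to 1694 in mMCAO contra. A doublet score was the share of simulated doublets among the nearest neighbours of a nucleus, and the 5% of nuclei with the highest score in each library were left out.

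Nuclei were normalised to a common total, log-transformed and clustered on 3000 variable genes, 30 principal components and 15 nearest neighbours with the Leiden algorithm at resolution 1 (leidenalg 0.10.2, igraph 0.11.9, numpy 2.4.6, scipy 1.17.1, numba 0.67.0, Python 3.11.15). The libraries were not integrated. Non-neuronal clusters were pooled and clustered again without the genes that the paper names in claims on sub-clusters and without the S- and G2/M-phase genes, unless a gene was a cell type marker. A non-neuronal sub-cluster was named from lists of cell type markers, by a mean log2 fold of at least 1.5 over the other clusters. It also needed a gap of at least 1 to the next class, at least 3 markers found and neuron markers below those of neurons. No other class could have more markers among its top 10 genes. Neuron clusters were named by the CPM of *Slc17a7* and *Slc17a6* against that of *Gad1*, *Gad2* and *Slc32a1*. Medium spiny and cholinergic ones were set apart by the mean log2 fold of their lists. A neuron cluster with more markers of another class among its top 10 genes stayed without a type. Folds between clusters were taken after 5 CPM had been added. The lists were written before the data were examined, as were the rule for naming genes and the tests and alternatives other than those marked below, while these naming thresholds were set after the clusters were seen. Clusters that met these rules for no class were left unnamed or without a type, and out of the class sums. Numbers such as 13 in OPC-like 13 are those of the sub-clusters.

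UMIs were summed per class and library where every library had at least 20 nuclei of the class, which left out ependymal-like nuclei (18 in the smallest library). Genes passing edgeR's filterByExpr were tested with edgeR 4.0.16 in R 4.3.3, by TMM normalization and the quasi-likelihood F test on all 6 libraries, with 3 residual degrees of freedom and Benjamini-Hochberg adjustment per class and comparison. The comparisons were MCAO ipsi with Sham, MCAO ipsi with MCAO contra and MCAO contra with Sham, and a gene was called at an adjusted p under 0.05 and an absolute log2 fold change of at least 0.6. On counts simulated from the sums with about 200 changed genes per class, the test recovered 67.0% in OPC-like, 69.0% in oligodendrocyte-like, 62.6% in astrocyte-like, 52.6% in vascular-like, 83.5% in glutamatergic, 83.4% in medium spiny and 85.9% in other GABAergic neuron-like nuclei, and it called 4 to 9 unchanged genes per class. DESeq2 1.42.0 recovered 29.6% in vascular-like to 76.4% in other GABAergic neuron-like nuclei and called 0 to 2 unchanged genes. Gene sets were tested with camera in limma 3.58.1 at an inter-gene correlation of 0.01 on log2 CPM with a prior count of 2, with fry as the alternative. The sets were those of Supplementary Data 2, whose columns start over several times with raised numbers in the gene names, and only the genes before the first restart were used. Modules of co-expressed genes came from Supplementary Data 6.

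Shares of nuclei, sub-clusters, moderate against severe infarction and Sham L against Sham R have no replicates and were not tested. They are given as shares with exact binomial 95% intervals and as ratios of summed CPM with exact Poisson intervals, which hold counting error only. A fold against a group with no UMI is a lower bound computed against 3 counts. For shares of nuclei with a UMI, each nucleus was thinned to 1000 UMIs. Distances between libraries are the median absolute log2 ratio over genes above 400 CPM, from the mean of 20 draws of 50000 UMIs, and were chosen after seeing the data. The pairing of the hemispheres of a rat pool was checked: the correlation of their deviations from the group means ran from -0.00201 to 0.153 over 6 classes, and the pools are a block only in an alternative. Free RNA was estimated per class and library as the median rate of 6 neuron-only genes (*Snap25*, *Syt1*, *Rbfox3*, *Slc17a7*, *Gad1* and *Gad2*) against their rate in all nuclei of the library. Its subtraction takes the library's summed profile, scaled by that rate, off the sum of the class.

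Named genes are every gene the paper names in its text for that class or sub-cluster, of which some are not reported here. For OPC-like, oligodendrocyte-like and astrocyte-like nuclei in MCAO ipsi against Sham, they also include the 5 called genes that rose and the 5 that fell with the largest absolute log2 fold change, among genes with a group mean of at least 20 CPM in the higher group and with both MCAO ipsi libraries on the same side of both Sham libraries. For 1 library against 1, only genes the paper names are given. Of the genes reported for each class, 27 of 36 had enough counts for a test in OPC-like, 40 of 46 in oligodendrocyte-like and 48 of 56 in astrocyte-like nuclei. Between MCAO ipsi and MCAO contra, 18 of these were called higher and 4 lower in OPC-like, 1 and 0 in oligodendrocyte-like and 20 and 15 in astrocyte-like nuclei. None was called between MCAO contra and Sham. There, 2 were higher and 3 lower at an unadjusted p under 0.05 in OPC-like, 4 and 4 in oligodendrocyte-like and 9 and 8 in astrocyte-like nuclei. Adjusted over the list alone, 19 were called higher and 1 lower in oligodendrocyte-like nuclei between MCAO ipsi and MCAO contra. In astrocyte-like nuclei between MCAO contra and Sham it was 7 and 1.

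The alternatives were DESeq2 in place of edgeR, only the 2 groups compared in the fit, the rat pool as a block, no filter on low counts, 100 nuclei drawn per class and library, free RNA subtracted, no doublets left out, double the resolution, no upper limit on genes, the claim genes kept among the variable genes, and each library left out in turn. A pair of alternatives was added after the data had been seen: the oligodendrocyte-like sums without the heat shock sub-cluster, and subtraction in OPC-like nuclei with the rate from the neuron-only genes other than *Gad1* and *Gad2*. Pseudotime, transcription factor activity, pathway enrichment and ligand-receptor inference were not analysed here.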

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

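The test of GABAergic neurons as the source of *Gad1*, and the genes *Gad1* and *Gad2* themselves, were chosen only after the result was seen, while the test over all OPC-like nuclei, the libraries left out in turn and the thinning were planned. The level of the GABA synthesis genes *Gad1* (ENSRNOG00000000007) and *Gad2* (ENSRNOG00000018200) stood out in OPC-like 13, in genes that the paper does not discuss for OPCs, because it lay above that in the OPC-like nuclei of Sham. In the MCAO ipsi nuclei of OPC-like 13, *Gad1* reached 162 CPM (137 to 189.9) and *Gad2* 93.8 CPM (75.2 to 116), next to 18.5 and 21.8 CPM in OPC-like 1 of the same libraries. The values were 158 CPM in mMCAO ipsi and 163 in sMCAO ipsi for *Gad1*, and 71.8 and 103 for *Gad2*. OPC-like 13 held 7 nuclei of Sham and no UMI of either gene there. Over all OPC-like nuclei, the log2 fold change between MCAO ipsi and Sham was 1.45 (standard error 0.42, adjusted p = 0.0289) for *Gad1* and 1.09 (standard error 0.53, adjusted p = 0.197, not called) for *Gad2*, and both genes were higher in 2 of 2 MCAO ipsi libraries than in both Sham libraries. With each library left out in turn the log2 fold change ran from 1.39 to 1.50 for *Gad1* and from 0.63 to 1.36 for *Gad2*.

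Nuclei or free RNA of GABAergic neurons would bring the other abundant transcripts of these neurons too. As a percent of its level in other GABAergic neuron-like nuclei of MCAO ipsi, *Gad1* stood at 57.3% in OPC-like 13 and *Gad2* at 37.4%, but *Snap25* at 22.0%, *Rbfox3* at 21.1% and *Syt1* at 11.2%. *Snap25* and *Syt1* were also lower there than in OPC-like 1, where they stood at 36.5% and 15.9%. These levels argue against such nuclei or RNA as the whole source of *Gad1*, and less clearly of *Gad2*. *Slc17a7*, the remaining neuron-only gene, had 3 UMIs in OPC-like 13 and was not used. Depth does not set CPM, and thinned to 1000 UMIs, 9.23% of the OPC-like 13 nuclei of MCAO ipsi had a UMI of *Gad1*, next to 0.752% of OPC-like 1. Reads that map to more than 1 gene were not examined here. A change of OPCs in the infarcted hemisphere, with its severity, may also be the source, which stays open as untested, as does a type of neuron with little *Snap25* and *Syt1*.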

How the results depend on the processing

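A pair of settings was chosen only after the result was seen, the oligodendrocyte-like sums without the heat shock sub-cluster and the subtraction of free RNA with the rate from genes other than *Gad1* and *Gad2*, and so were the distances between libraries after subtraction. Counts of called genes were compared within 1.5 times of the value reported. Where a result changed, the cause was not tested, unless the setting's construction gives it. More genes enter the test with no filter on low counts, fewer after subtraction, and fewer UMIs with 100 nuclei.

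Of 136 such counts over all classes, comparisons and settings, 61 stayed within the range, 40 were larger and 35 smaller. With DESeq2 the counts between MCAO ipsi and Sham were 357 in OPC-like, 628 in astrocyte-like, 74 in vascular-like and 279 in medium spiny neuron-like nuclei. Against MCAO contra they were 315 in OPC-like, 72 in oligodendrocyte-like, 374 in astrocyte-like and 193 in medium spiny neuron-like nuclei, and between MCAO contra and Sham 2 in astrocyte-like, 29 in glutamatergic, 13 in medium spiny and 42 in other GABAergic neuron-like nuclei.

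With only the 2 groups compared, that is 4 libraries, the oligodendrocyte-like count fell to 0 against Sham (715 higher and 998 lower at an unadjusted p under 0.05) and 0 against MCAO contra (602 higher and 370 lower), the vascular-like count to 0 (233 higher and 277 lower) and the other GABAergic one against MCAO contra to 0 (379 higher and 97 lower). The remaining counts outside the range were 435 in glutamatergic and 129 in other GABAergic neuron-like nuclei against Sham, and 69 in glutamatergic and 257 in medium spiny neuron-like nuclei against MCAO contra. Between MCAO contra and Sham they were 54 in OPC-like, 483 in oligodendrocyte-like, 144 in astrocyte-like, 295 in glutamatergic, 134 in medium spiny and 441 in other GABAergic neuron-like nuclei.

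With no filter on low counts, where more genes enter the test, the counts of MCAO ipsi against Sham were 1676 in oligodendrocyte-like, 369 in vascular-like, 1599 in glutamatergic and 964 in other GABAergic neuron-like nuclei. Against MCAO contra they were 965 in oligodendrocyte-like, 1002 in glutamatergic and 286 in other GABAergic neuron-like nuclei. Between MCAO contra and Sham they were 19 in OPC-like, 374 in oligodendrocyte-like, 81 in astrocyte-like, 266 in glutamatergic, 148 in medium spiny and 378 in other GABAergic neuron-like nuclei. With the replicate block, the rat pool, between MCAO ipsi and MCAO contra, 76 genes were called in oligodendrocyte-like, 730 in glutamatergic and 99 in other GABAergic neuron-like nuclei, and 966, 975 and 492 in OPC-like, astrocyte-like and medium spiny neuron-like nuclei, which is within the range.

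With 100 nuclei per class and library the counts against Sham were 445 in OPC-like, 112 in oligodendrocyte-like, 470 in astrocyte-like and 31 in vascular-like nuclei. They were 73 in glutamatergic, 108 in medium spiny and 7 in other GABAergic neuron-like nuclei. Vascular-like nuclei were fewer than 100 in Sham L, Sham R and sMCAO contra, where all were used. Against MCAO contra they were 405 in OPC-like, 0 in oligodendrocyte-like (114 higher and 100 lower at an unadjusted p under 0.05), 332 in astrocyte-like, 43 in glutamatergic, 151 in medium spiny and 2 in other GABAergic neuron-like nuclei, so that more genes were called in medium spiny than in glutamatergic neuron-like nuclei in both comparisons. Between MCAO contra and Sham they were 13 in astrocyte-like, 5 in medium spiny and 0 in other GABAergic neuron-like nuclei (170 higher and 120 lower at an unadjusted p under 0.05 in the last).

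With free RNA subtracted the counts against Sham were 438 in OPC-like, 65 in oligodendrocyte-like, 703 in astrocyte-like and 2 in vascular-like nuclei, against MCAO contra 15 in oligodendrocyte-like nuclei, and between MCAO contra and Sham 2, 10 and 5 in OPC-like, oligodendrocyte-like and astrocyte-like nuclei. With the rate from genes other than *Gad1* and *Gad2*, chosen after seeing the data, the 3 comparisons gave 339, 538 and 11 in OPC-like nuclei. Clustering at double the resolution gave 67 in vascular-like nuclei against Sham and 6 in glutamatergic neuron-like nuclei between MCAO contra and Sham. With no doublets left out, MCAO contra against Sham gave 1 in OPC-like, 1 in astrocyte-like, 6 in glutamatergic and 0 in other GABAergic neuron-like nuclei (501 higher and 140 lower at an unadjusted p under 0.05 in the last). Without the heat shock sub-cluster, chosen after seeing the data, the oligodendrocyte-like counts were 736, 5 and 0 (250 higher and 537 lower at an unadjusted p under 0.05), within the range.

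With free RNA subtracted, 5 log2 fold changes of named genes called before or after it reversed. They were those of MCAO ipsi against Sham for *Snap25* in oligodendrocyte-like nuclei, at 6.23, and for *Robo2*, *Nrxn3*, *Nrg1* and *Nrg3* in astrocyte-like nuclei, at 1.14, 1.06, 9.50 and 0.58. Subtraction left no UMI in Sham for the genes with values above 2, so these are no measure of size. With subtraction 16 others were no longer called, 2 were newly called and 96 were called both times or neither time, in which case a change of sign was not counted. With each library left out in turn, 773 values moved by less than the spread between libraries and 204 by more, some of them across 0 in genes not called.

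Of 34 results on gene sets, 27 kept their direction and their side of the threshold. For DAO_1_UP in OPC-like nuclei, the adjusted p under fry was 0.258 without and 0.0114, higher, with subtraction (camera, 0.963 and 0.448). With fry in place of camera, on counts without subtraction, the adjusted p was 0.0256 for DAO_shared_UP in OPC-like nuclei (camera, 0.277, and 0.0897 after subtraction, where fry gave 0.00506), and 0.0610, 0.134 and 0.164 for DAO_shared_UP, DAO_2_UP and DAO_IFN_UP in oligodendrocyte-like nuclei (camera, 0.0126, 0.0435 and 0.0197, and 0.00130, 0.0151 and 0.00196 after subtraction, where fry gave 0.0478, 0.0899 and 0.0663). The direction reversed with fry for DAO_IFN_UP in OPC-like nuclei (adjusted p = 0.992, and with camera 0.638 after subtraction) and after subtraction for DAO_1_UP in oligodendrocyte-like nuclei (adjusted p = 0.195 with camera and 0.00395, higher, with fry, next to 0.335, lower, with fry without subtraction). MS_AC_4 in astrocyte-like nuclei was called after subtraction (adjusted p = 0.00124 with camera and 0.0114 with fry, 24 of 30 genes higher) and not without it (0.963 with camera and 0.901 with fry).

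Of 90 shares of nuclei under the other settings, 77 stayed within their interval. With no doublets left out, oligodendrocyte-like nuclei made up 10.6% of Sham L, 3.49% of Sham R, 13.4% of mMCAO contra and 11.8% of sMCAO contra, and neurons 77.5%, 84.6%, 70.5%, 63.6%, 70.5% and 35.6% of Sham L, Sham R, mMCAO contra, mMCAO ipsi, sMCAO contra and sMCAO ipsi. At double the resolution myeloid-like nuclei made up 0.0160% of Sham L, 0.0155% of Sham R and 1.20% of mMCAO contra. No upper limit on genes moved no share out of its interval. With the claim genes kept among the variable genes, 71.2% of myeloid-like 6 and 95.7% of myeloid-like 5 came from MCAO ipsi. Of the other 23 shares of a sub-cluster all stayed within their interval, and of 25 shares of a lineage 4 moved, all with the claim genes kept. That setting gave no value for myeloid-like 27, which did not form. Thinning to 1000 UMIs moved 9 of 10 shares of nuclei with a UMI of a gene, and the 20 distances computed after subtraction moved by less than their spread.

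The depth of the data limits ependymal-like nuclei, which were too few to test, and vascular-like nuclei, where the simulated changes were recovered least. A share of 0 nuclei holds only up to the limit given beside it.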

Differences from the paper's values

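Of the settings named here, only the oligodendrocyte-like sums without the heat shock sub-cluster were chosen after the result was seen. The paper's supplement gives 0.973% astrocytes in mMCAO contra and 1.33% in sMCAO contra, and here the shares were 2.49% and 2.36%. For myeloid cells the paper's shares were 0.0819% in Sham L, 0.245% in mMCAO contra and 0.346% in sMCAO contra, against 0.176%, 1.46% and 1.23% here. None of the alternatives set before the data were examined (no doublets left out, double the resolution, no upper limit on genes) closed any of these gaps. The paper's dendritic cell cluster had 56 nuclei in MCAO ipsi, and myeloid-like 27 had 121, or 122 at double the resolution, which does not close the gap, while no such sub-cluster formed with the claim genes kept.

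The paper's numbers of genes come from tests of single nuclei after removal of free RNA, and those here from sums per library. The paper's OLIGO_2 was compared with all oligodendrocyte-like nuclei, a wider population. Against Sham the paper's number of genes in MCAO ipsi was 245 and the number here 705, and no alternative set before the data were examined closed the gap, nor did leaving out the heat shock sub-cluster, chosen after seeing the values. Against MCAO contra it was the paper's 60 against 5, a gap that closed with DESeq2 (72) and with the replicate block (76) and with no other alternative set before the data were examined. Between MCAO contra and Sham the paper's 148 stands against 0 (239 higher and 541 lower at an unadjusted p under 0.05), and none of the alternatives closed the gap, since only the 2 groups compared (483) and no filter on low counts (374) gave more than the paper and the others at most 10.

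For astrocytes between MCAO ipsi and Sham, the paper's number was 545 against 1094 here. DESeq2 (628), 100 nuclei per class and library (470) and subtraction of free RNA (703) closed this gap, and the others set before the data were examined (only the 2 groups compared, no filter on low counts, double the resolution, no doublets left out) did not. Between MCAO ipsi and MCAO contra, the paper's 376 against 883 closed with DESeq2 (374) and with 100 nuclei (332) but with none of the others. Between MCAO contra and Sham, the paper's 15 against 0 (228 higher and 280 lower at an unadjusted p under 0.05) closed with 100 nuclei (13) and with none of the others. In vascular-like nuclei between MCAO ipsi and Sham, 1 gene was called against the paper's 95 for VASC, and DESeq2 (74) and double the resolution (67) closed the gap while the others set before the data were examined did not.

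For Sham, the paper's text places more OLIGO_2 nuclei in the right hemisphere. Here the left library held more oligodendrocyte-like nuclei, 1420 against 505, and the counts in the paper's own supplement are the paper's 1357 in Sham L and 443 in Sham R. Of the 4 heat shock genes that the paper gives as higher in its ambiguous GABAergic cluster, *Hsp90aa1* and *Hsph1* were called over all other GABAergic neuron-like nuclei and *Dnaja1* (log2 fold change 0.28) and *Hspa8* (0.66) were not. *Hspa8* was called with no filter on low counts (0.64, adjusted p = 0.00100) and with no doublets left out (0.72, adjusted p = 0.0484), and *Dnaja1* under no setting.

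In myeloid cells the paper finds no enrichment of DIM genes in the stroke-associated clusters, where their ratio to myeloid-like 6 was 1.53 in myeloid-like 5 and 1.52 in myeloid-like 3. Of the 3 genes it names as shared with the stroke-associated microglia, *Dab2* and *Ctsd* were higher in myeloid-like 5 and *Lrp1*, at 1.06 (0.899 to 1.26), was not. The paper reports similar profiles of the sub-clusters in moderate and severe infarction, and here *Rpl13* was up to 6.32 times (myeloid-like 6) and *Rplp1* up to 7.82 times (myeloid-like 3) as high in sMCAO ipsi as in mMCAO ipsi.

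The paper names 5 genes of MOLIGO_1 as expressed in less mature oligodendrocytes and absent from mature ones in Sham and MCAO contra. Of these, 3 were higher in oligodendrocyte-like 11 than in mature oligodendrocyte-like nuclei, and *Dlg1* (0.783 times) and *Psme4* (1.02 times) were not. In mature oligodendrocyte-like nuclei of Sham, *Dlg1* stood at 541 CPM, *Cadm1* at 487, *Psme4* at 394, *Lamc1* at 67.4 and *Sema5b* at 16.4. These levels are without subtraction of free RNA, estimated at 36.9% of the UMIs of oligodendrocyte-like nuclei in Sham. *Atp10a*, which the paper lists as lower in MOLIGO_1 with 5 other genes that were lower here, had a ratio of 0.947 (0.746 to 1.19) between oligodendrocyte-like 10 and mature nuclei. Of 6 neuronal genes that the paper calls lower in MOLIGO_0 of MCAO contra than of Sham (*Nrxn3*, *Nrg1*, *Nrg3*, *Kcnip4*, *Grm5*, *Kcnq5*), none was called over all oligodendrocyte-like nuclei and 4 had an unadjusted p under 0.05. All 6 were called with only the 2 groups compared, at log2 fold changes from -1.19 to -0.94, and with no filter on low counts, from -1.14 to -0.89. For astrocytes, the paper sees no match with the A1 profile and little overlap with AIMS. The A1 genes were 2.10 and 2.47 times as high in astrocyte-like 17 and 15 as in astrocyte-like 4 and 25, while the 1 A1 gene that could be tested over all astrocyte-like nuclei was lower in MCAO ipsi than in Sham (adjusted p = 0.565). Of the AIMS genes, 42 of 50 were higher in MCAO ipsi than in Sham, 17 of them called.

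The genes below are named in the paper for a sub-cluster and were not called, or not tested, over the whole class between MCAO ipsi and Sham. In OPC-like nuclei no filter on low counts called *Adamts1* (2.38) and *Spp1* (6.48), and 100 nuclei per class and library called *Nrxn3* (-0.72). In oligodendrocyte-like nuclei no filter called *Sema5b* (0.87), *Il6st* (1.09), *Pfkfb3* (0.92), *Cldn14* (1.63), *Psap* (0.90) and *Spp1* (8.27). With no UMI of *Spp1* in oligodendrocyte-like nuclei of Sham, its value is no measure of size. No filter also called the 4 heat shock genes *Dnaja1*, *Hsp90aa1*, *Hspa8* and *Hsph1* in these nuclei. There, 100 nuclei called *Pfkfb3* (3.49), and no doublets left out called *Spp1*, as did leaving out the heat shock sub-cluster, chosen after seeing the values. In astrocyte-like nuclei subtraction of free RNA called *Robo2* (1.14), *Nrxn3* (1.06), *Gabrb1* (-0.80) and *Gpm6a* (-0.68), 100 nuclei called *Rfx3* (1.08) and *Nrxn3* (-0.66), no filter called *Psap*, *Col6a3*, *Ccl2* and *Spp1*, and only the 2 groups compared called *Spp1*. Against Sham no setting called *Dlg1*, *Psme4*, *Cadm1*, *Bcas1*, *Slc25a13*, *Folh1*, *Aspa*, *Atp10a*, *Atp11a*, *Atp11b*, *Mobp*, *Mbp*, *Cd47*, *Gpr37*, *Mag* or *Col4a1* in oligodendrocyte-like nuclei, or *Kirrel3*, *Gabrg1*, *Abca1*, *Cd47*, *Gpr37* or *Igf1r* in astrocyte-like nuclei. With MCAO contra as the reference, DESeq2 and the replicate block both called *Sema5b*, *Stat3* and *Cd44* in oligodendrocyte-like nuclei, DESeq2 alone of the pair *Pfkfb4*, *Adamts1* and *Cldn14*, the block alone *Col12a1*, and subtraction *Stat3*. No filter called all of these and *Lamc1*, *Pfkfb3*, *Igf1r*, *Spp1*, *Hbegf* and the 4 heat shock genes as higher and *Atp11a*, *Nrg1*, *Kcnip4*, *Grm5* and *Kcnq5* as lower. In OPC-like nuclei it called *Adamts1*, *Spp1* and *Hbegf* against MCAO contra, and the 2 groups alone called *Adamts1*. In astrocyte-like nuclei no filter called *Ccl2*, *Col6a3*, *Spp1* and *Psap* against MCAO contra, the 2 groups alone *Ccl2* and *Spp1*, the block *Kirrel3* and *Gria2*, 100 nuclei *Kirrel3*, and subtraction *Gpm6a*, and in other GABAergic neuron-like nuclei no filter and the block called *Hsp90aa1* and *Hspa8*.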

Other observations

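In this part the origin of the genes lower in oligodendrocyte-like nuclei and the handling stress of the sMCAO ipsi library were tested as planned, while the other tests of an explanation (subtraction of free RNA by class and the genes still lower after it, free UMIs per nucleus, the rat pools, 100 nuclei per class, the number of nuclei in the libraries compared, and the shares of Sham L and Sham R) were chosen as such only after the result was seen, although subtraction and 100 nuclei per class were planned as settings. One pattern is that many genes were lower in glial nuclei of MCAO ipsi than of Sham and that many of them are genes of neurons. Free RNA, estimated from the neuron-only genes, made up 39.3% of the UMIs of OPC-like nuclei in Sham, 22.1% in MCAO contra and 24.9% in MCAO ipsi. It was 36.9%, 17.5% and 13.0% in oligodendrocyte-like and 33.5%, 15.7% and 7.02% in astrocyte-like nuclei. Of the genes called lower in oligodendrocyte-like nuclei, 94.7% had more CPM in the neurons of Sham than in the oligodendrocyte-like nuclei of Sham, next to 34.8% of all genes tested and 16.8% of those called higher. In OPC-like nuclei it was 67.5% of those called lower and 35.7% of those tested, and in astrocyte-like nuclei 62.3% and 32.8%.

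With free RNA subtracted, 96.5% of the genes called lower in oligodendrocyte-like, 54.0% in OPC-like and 62.3% in astrocyte-like nuclei were no longer called lower. A higher level of free neuronal RNA in the Sham libraries may thus account for most of the genes lower in oligodendrocyte-like nuclei and for part of those in the other classes. At the rates estimated, it cannot account for the 17, 191 and 201 genes still called lower in oligodendrocyte-like, OPC-like and astrocyte-like nuclei after subtraction. The subtraction also takes away power, since of the genes called lower only 169 of 491, 292 of 415 and 339 of 533 had enough counts left for a test, and of those called higher 22 of 214, 194 of 365 and 350 of 561 kept their call. In OPC-like nuclei the rate also rests on *Gad1* and *Gad2*, which were high in OPC-like 13. With the rate from the other neuron-only genes (45.5%, 21.3% and 15.8% in Sham, MCAO contra and MCAO ipsi), chosen after seeing the data, 75.2% of the genes were no longer called lower and 103 still were, while 146 of 365 kept their call as higher.

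The share of free RNA might be higher in Sham only because a Sham nucleus brings fewer UMIs of its own. Then the free UMIs per nucleus would be alike in Sham and MCAO contra. Their ratio was 1.20 in OPC-like nuclei, close to that, while the ratio of the shares was 1.78. In oligodendrocyte-like nuclei it was 1.87 next to 2.10 for the shares and in astrocyte-like nuclei 1.61 next to 2.13, which argues against this as the whole explanation in these classes. The value of OPC-like nuclei rests on the rate with *Gad1* and *Gad2*. Without them the shares were further apart, 45.5% in Sham and 21.3% in MCAO contra, next to 39.3% and 22.1%. Free UMIs were not computed for that rate, so OPC-like nuclei stay undecided. A difference between the conditions in the glia themselves stays open as untested.

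A further pattern is oligodendrocyte-like 19, of which 354 of 366 nuclei came from sMCAO ipsi and which was led by heat shock genes. Handling stress of the whole library could raise these genes in every class. Between sMCAO ipsi and mMCAO ipsi, the paper's 4 heat shock genes summed had a ratio of 5.12 (4.55 to 5.78) in oligodendrocyte-like nuclei. Oligodendrocyte-like 19 itself holds 2689 of the 3254 UMIs of sMCAO ipsi in this sum. The ratio was 1.14 (0.952 to 1.36) in mature oligodendrocyte-like nuclei, which leave it out, and 0.846 (0.750 to 0.954) in medium spiny neuron-like nuclei. The medium spiny neuron-like value argues against a rise in every class, and the mature oligodendrocyte-like one did not differ from 1 beyond counting error. In glutamatergic neuron-like nuclei the ratio was 1.14 (1.06 to 1.23). In OPC-like, astrocyte-like, myeloid-like, vascular-like, fibroblast-like and other GABAergic neuron-like nuclei it lay between 1.32 and 1.93. A weaker effect across these classes is thus not excluded. A difference between the rat pools that both hemispheres share would appear in the contralateral libraries, where the ratio of sMCAO contra to mMCAO contra in oligodendrocyte-like nuclei was 1.11 (0.944 to 1.30), which argues against it. In cluster 34 that ratio was 6.99, so it is not near 1 in every cluster. The severity of the infarction, with 1 library per severity, and stress of a part of the nuclei in this library stay open as untested.

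More genes were called in astrocyte-like than in neuron-like nuclei (1094 against 811 in glutamatergic, 582 in medium spiny and 298 in other GABAergic neuron-like nuclei), although there were fewer astrocyte-like nuclei in total, while OPC-like nuclei gave 780. If the number of nuclei set the number of genes, equal numbers would give about as many in each class. With 100 nuclei per class and library between MCAO ipsi and Sham, 470 genes were called in astrocyte-like and 445 in OPC-like nuclei. The counts were 73 in glutamatergic, 108 in medium spiny and 7 in other GABAergic neuron-like nuclei. Since astrocyte-like nuclei were fewer from the start, a larger number of them could not be the reason for their lead. The draw therefore shows only that this lead holds at equal numbers. Oligodendrocyte-like nuclei gave 112 in that setting, about as many as medium spiny neuron-like nuclei, next to 705 against 582 with all nuclei. In the libraries compared they were 0.919 times as numerous as medium spiny neuron-like nuclei, fewer in both Sham libraries and more in both MCAO ipsi libraries, so an effect of their number cannot be told apart from other reasons for this lead. UMIs per nucleus were not made equal, and a difference between the cell classes in their response stays open as untested.

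Oligodendrocyte-like nuclei were 2.92 times as frequent in Sham L as in Sham R. A loss of all glial nuclei in Sham R would lower the other glial classes as much. The ratio was 1.18 (0.944 to 1.47) in OPC-like, 1.28 (1.06 to 1.56) in astrocyte-like and 1.46 (1.04 to 2.05) in vascular-like nuclei, which argues against such a loss as the whole explanation. Oligodendrocyte-like 2, which held the most neuronal RNA of these sub-clusters, had 820 nuclei in Sham L and 192 in Sham R, and without it the ratio was 1.99 (1.73 to 2.29), so it may account for a part but not for all of the excess. A loss of oligodendrocyte nuclei alone, more white matter in 1 dissection and a difference between the hemispheres stay open as untested.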
